# Dynamic dysregulation of transcriptomic networks in brainstem autonomic nuclei during hypertension development in the female spontaneously hypertensive rat

**DOI:** 10.1152/physiolgenomics.00073.2023

**Published:** 2023-12-25

**Authors:** Alison Moss, Lakshmi Kuttippurathu, Ankita Srivastava, James S. Schwaber, Rajanikanth Vadigepalli

**Keywords:** autonomic control circuits, brainstem, neurogenic hypertension, spontaneously hypertensive rat, transcriptomics

## Abstract

Neurogenic hypertension stems from an imbalance in autonomic function that shifts the central cardiovascular control circuits toward a state of dysfunction. Using the female spontaneously hypertensive rat and the normotensive Wistar–Kyoto rat model, we compared the transcriptomic changes in three autonomic nuclei in the brainstem, nucleus of the solitary tract (NTS), caudal ventrolateral medulla, and rostral ventrolateral medulla (RVLM) in a time series at 8, 10, 12, 16, and 24 wk of age, spanning the prehypertensive stage through extended chronic hypertension. RNA-sequencing data were analyzed using an unbiased, dynamic pattern-based approach that uncovered dominant and several subtle differential gene regulatory signatures. Our results showed a persistent dysregulation across all three autonomic nuclei regardless of the stage of hypertension development as well as a cascade of transient dysregulation beginning in the RVLM at the prehypertensive stage that shifts toward the NTS at the hypertension onset. Genes that were persistently dysregulated were heavily enriched for immunological processes such as antigen processing and presentation, the adaptive immune response, and the complement system. Genes with transient dysregulation were also largely region-specific and were annotated for processes that influence neuronal excitability such as synaptic vesicle release, neurotransmitter transport, and an array of neuropeptides and ion channels. Our results demonstrate that neurogenic hypertension is characterized by brainstem region-specific transcriptomic changes that are highly dynamic with significant gene regulatory changes occurring at the hypertension onset as a key time window for dysregulation of homeostatic processes across the autonomic control circuits.

**NEW & NOTEWORTHY** Hypertension is a major disease and is the primary risk factor for cardiovascular complications and stroke. The gene expression changes in the central nervous system circuits driving hypertension are understudied. Here, we show that coordinated and region-specific gene expression changes occur in the brainstem autonomic circuits over time during the development of a high blood pressure phenotype in a rat model of human essential hypertension.

## INTRODUCTION

Hypertension is a major disease and is the primary risk factor for cardiovascular complications and stroke. The pathophysiology of essential hypertension is highly complex with much evidence pointing to high blood pressure being a polygenic trait (1). Neurogenic hypertension is a subtype of essential hypertension where the development is primarily driven by abnormalities in the sympathetic output from the higher autonomic centers to the rest of the cardiac control circuitry, which can lead to pathophysiological consequences (2–4). Given the genetic basis of hypertension, it is crucial to understand the underlying changes throughout the developmental process. The spontaneous hypertensive rat (SHR) is one of the most successful inbred animal genetic models for studying hypertension (5–13). The SHR genome has been sequenced and the physiology has been studied extensively (11, 14). The SHR background has been used in recombinant inbred models to further interrogate the genetics of hypertension (12). However, the system-wide molecular characteristics of the brainstem circuits have been explored in a very limited way and studies have yet to analyze and compare the transcriptomic profiles between autonomic control regions of the brainstem.

The background activity of the large groups of sympathetic efferents that has major implications in blood pressure regulation is governed by neurons residing in the nucleus of the solitary tract (NTS), rostral ventrolateral medulla (RVLM), and caudal ventrolateral medulla (CVLM) (2, 15–17). The NTS is the main processing center, receiving inputs from other autonomic centers as well as both sympathetic and parasympathetic afferents. The NTS projects to both the CVLM and RVLM, where the RVLM is the site of excitatory output from the brainstem to the spinal cord, whereas the main function of the CVLM is to inhibit or dampen the excitatory activity of the RVLM (4, 15, 16, 18–23). Together, these brainstem regions coordinate the sympathetic and parasympathetic reflexes and play a critical role in neurogenic hypertension (4, 15, 17).

There have been a limited number of studies exploring the transcriptomics of the brainstem circuits in hypertension. To date, no study has examined transcriptomic profiles of specific autonomic centers during the development of hypertension. Several studies have focused on a specific pathway or process including gene expression analysis. For example, the role of inflammatory factors in the NTS in the maintenance of hypertension in SHRs was analyzed through cytokine profiling (1, 24–28). Other studies have quantified genes involved in catecholaminergic homeostasis in multiple organs and their impact on blood pressure control (29–31). There has been some comparative RNA-sequencing (RNA-seq) analysis of brainstem transcriptomes in the hypertensive inherited stress-induced arterial hypertension (ISIAH) compared with normotensive Wistar Albino Glaxo male rats (32) and newborn SHR versus Wistar–Kyoto (WKY) rats (33). These studies analyzed the brainstem as a whole and hence lacked the resolution of individual regions in the autonomic control circuit. In addition, the analysis is typically performed after a stable hypertension phenotype has been established, thus missing an opportunity to evaluate the dynamic components of the development of the phenotype. Previous work from our group examined the dynamics of global microRNA regulation in the male SHR, with accompanying time series gene expression data at a pathway scale (34). In this previous study, we found a novel regulatory network motif consisting of microRNAs in upregulated SHRs likely downregulating inhibitors of prohypertensive processes such as angiotensin II signaling and leukotriene-based inflammation in the NTS. Previous studies have shown RVLM-enhanced angiotensinergic activation and reduced GABAergic inhibition as contributing to hypertension in SHRs (35–37). Our previous results on the lower levels of microRNAs in the RVLM are consistent with putative microRNA-mediated regulation of these processes in the RVLM (34).

In the present study, we carried out an integrative time series analysis of transcriptome-wide changes in multiple brainstem regions contributing to hypertension development in female SHRs. We used a dynamic pattern analysis to identify the differentially expressed genes (DEGs) and exhaustively examined the similarities and differences in transcriptomic changes between the nuclei using a pairwise comparative pattern analysis. The pattern analysis and comparisons enabled us to uncover both dominant as well as subtle changes in gene expression within and between regions over time, pointing out key differentially regulated processes and systems in an unbiased manner. Here, we report widespread systemic changes that occur throughout the brainstem regardless of the stage of hypertension development. Beneath this strain-dependent signature is a cascade of differential expression that propagates throughout the brainstem, starting in the RVLM at the prehypertension stage at 8 wk of age and shifting to the NTS during 10 and 12 wk, corresponding to the onset of hypertension. We further examined the transcriptomic dynamics of pathways contributing to neuronal excitability as well as cholinergic and catecholaminergic biosynthesis processes throughout the brainstem.

## MATERIALS AND METHODS

### Animal Model

Female WKY (WKY/NHsd) rats (control) and SHRs (SHR/NHsd) obtained from Envigo were housed one per cage in the Thomas Jefferson University animal facility to avoid animal-to-animal stress from dominance that could affect blood pressure. We obtained samples from *n* = 3–6 animals per strain per timepoint (specifically, for WKY rats, *n* = 5, 4, 3, 3, and 3, and for SHRs, *n* = 5, 5, 6, 6, and 6 for 8, 10, 12, 16, and 24 wk of age, respectively). Facilities were maintained at constant temperature and humidity with 12:12-h light-dark cycles (lights on at zeitgeber time 0). All animal treatment protocols were approved by the Thomas Jefferson University Institutional Animal Care and Use Committee. Blood pressure was recorded at 12 and 24 wk of age in all of the corresponding animals using the CODA mouse rat tail-cuff system from Kent Scientific, following our previously published approach (34).

### Tissue Collection

Samples were collected across five timepoints throughout the development of hypertension. Eight weeks is the age at which SHR animals are considered prehypertensive. The age of 10–12 wk, considered the onset period of hypertension, was of particular interest, and animal tissues were collected at both timepoints. Animals collected at 16 and 24 wk of age correspond to the full hypertensive state and extended chronic hypertensive state, respectively. Each animal was euthanized by rapid decapitation that was preceded by 5% isoflurane in O_2_. The brain was quickly removed and placed into the ice-cold artificial cerebrospinal fluid for separation of the brainstem, which was then rapidly frozen in an optimal cutting temperature (OCT) medium for cryosectioning. No more than 10 min passed between decapitations and freezing the tissue in OCT for each animal. Brainstems were sectioned at 200 μm, and the regions of interest were extracted using a tissue punch 1 mm in diameter (Stoelting). We followed the same approach we have previously used to obtain consistent and atlas-guided samples of the relevant brainstem autonomic control regions (34, 38, 39). Briefly, we used the *Paxinos and Watson Rat Brain Atlas* to guide punches that were matched to the size of the nucleus and rostral-caudal level and specifically to the *XY* position of the dorsal vagal complex within the complex anatomy of the brainstem. After micropunching, the remnant sections were visually examined under a light microscope to confirm the acquisition of the relevant regions. The neuroanatomic features of the dorsal medulla at these rostral-caudal levels are highly differentiated and distinct, and the dorsal vagal complex (DVC) is easily delineated from surrounding structures. Bilateral region punches from one animal were treated as a single sample for transcriptomic analysis.

### RNA Extraction and Sequencing

Total RNA was extracted using the Direct-Zol microprep kit from Zymo Research and stored at −80°C. All samples had an absorbance at 260/280 nm of >1.8. DNase treatment was performed as part of the microprep protocol. Concentration and integrity were assessed with ND-1000 (NanoDrop, Philadelphia, PA). Total RNA was sent to the GENEWIZ transcriptomics service for quality control, library preparation, and subsequent RNA-seq (GENEWIZ, South Plainfield, NJ). An average of 22 million reads were generated per sample. Paired-end raw fastq files were mapped to the Rat Genome Sequencing Consortium (RGSC) rat (rn6-RGSC) reference genome with the use of the RSEM 1.3.1 STAR (version 2.6.1) aligner, with default parameters (40). The transcript abundance was subsequently quantified using the RSEM pipeline.

### Data Processing Differential Expression Analysis

The first step in the data processing was to adjust for any batch effects. This was accomplished using ComBat_seq through the “sva” package in R (version 3.40.0) (41). The resulting count data was used to construct a DESeq data set. Before differential expression analysis, the raw count data in the DESeq data set was filtered to remove genes with low expression. Count data were normalized using the regularized log transform (rlog) from the DESeq2 package. Genes with a maximum expression value of <3.5 were filtered out and not considered for downstream statistical analysis. The threshold of 3.5 was chosen by comparing the raw counts to the normalized values and ensuring that all genes with fewer than 50 total raw counts were filtered out. Differential expression analysis was run on the filtered data set using DESeq software (42). We built a DESeq model based on age, strain, and strain:age interaction. Log_2_(fold change) and *P* values were calculated using the Wald test to compare strains at each timepoint and to compare fluctuations in expression for each strain compared with its expression at the initial timepoint of 8 wk. *P* values from the above method were subjected to a multiple testing correction using the “qvalue” package in R (version 2.24.0) (43). Log_2_(fold change) and the accompanying *q* values were used for downstream analysis. For visualization of relative expression levels, genes were *z*-scored across ages and strains for each region separately. For initial differential expression analysis, genes with log_2_(fold change) > 2 and *q* < 0.01 were used for downstream pathway analysis. We included fewer WKY animals in the 12, 16, and 24 wk of age groups to reduce the number of animals used while still allowing for statistical analysis. Our results show consistent gene expression patterns within the WKY animals at each age and a significant number of DEGs at a strict *q* value threshold, supporting our design for reduced animal usage.

### Dynamic Pattern Analysis Using COMPACT

The differential expression shift in genes at each timepoint for SHRs was calculated relative to WKY rats. Genes with *q* < 0.05 were considered for analysis, and a fold change cutoff of 1.5 [log_2_(fold change) > 0.585] was used to discretize the data into three levels (+1, 0, −1), where +1 indicates upregulation, 0 indicates no change in expression, and −1 indicates downregulation. This approach results in each gene having three five-digit pattern codes, one for each region of the brainstem, with a possible 243 patterns for each gene profile (3 discretizations, 5 timepoints, 35 = 243). It should be noted that for the purpose of broad pattern analysis, numerical codes were assigned based only on fold change and not on the accompanying *q* value. For example, pairs of regions were compared, and the total numbers of genes for each possible combination (243 × 243) of expression patterns between two regions were counted. The resulting COMPACT matrix can be broadly segmented into clusters that define a particular pattern-pattern association between two brainstem regions. For example, genes in the upper right and lower left quadrants represent genes that are oppositely dysregulated in the two regions of interest, while the upper left and lower right quadrants represent genes that are similarly dysregulated in both regions, and the center row and column represent genes that are dysregulated in one region and not the other. This method was also used to compare all three regions by extracting the intersection of significant gene groups between COMPACT patterns.

### Pathway Enrichment Analysis

The dynamic patterns were analyzed for three gene ontologies (molecular function, biological process, and cellular component) using DAVID (44). Enrichment analysis using Gene Ontology of the DEGs was performed using the R package ClusterProfiler (version 4.0.2) (45, 46). *Rattus norvegicus* was used as the background reference for the overrepresentation analysis.

### Availability of Supporting Data/Additional Files

The time series RNA-seq paired-end data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus and Sequence Read Archive under Accession No. GSE234784.

## RESULTS

### Dynamic Differential Expression During Hypertension Development

We sought to examine the dynamic and temporal changes occurring in three different brainstem autonomic nuclei throughout the development of hypertension in the female SHR and contrast these against the age-matched gene expression changes in the female WKY rat. The NTS, RVLM, and CVLM were excised from the brainstems of female SHRs and normotensive WKY rats. 

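RNA from the NTS, CVLM and RVLM of 46 female rats was sequenced, and the authors deposited for each region the expected counts that RSEM assigned to each gene, without normalization. Rats of 8 wk were 5 WKY rats and 5 SHRs, those of 10 wk 4 and 5, and those of 12, 16 and 24 wk each 3 and 6. Each rat gave 1 library per region, and the ages in the counts below are in this order. Total counts per library in WKY rats ran at 8 wk from 9310300 to 17889406 (median 10732770), at 10 wk from 12777582 to 17755964 (median 15640774), at 12 wk from 7897443 to 11107689 (median 9552064), at 16 wk from 7950351 to 11458812 (median 10102309) and at 24 wk from 6799589 to 10119882 (median 8903864). In SHRs they ran at 8 wk from 5904570 to 10866099 (median 9537670), at 10 wk from 12060716 to 17088079 (median 14488178), at 12 wk from 7970964 to 15419505 (median 9214995), at 16 wk from 6143329 to 11892777 (median 9269157) and at 24 wk from 6737117 to 16516713 (median 10052510). Each library's name ends in the number 1 or 2, whose meaning the paper's text does not give. The number 2 marks all libraries of 10 wk, the libraries of 3 of the 5 WKY rats of 8 wk, and those of 1 SHR each at 12 and 24 wk. The counts were rounded and genes kept where the largest rlog value in a region reached 3.5. SHRs and WKY rats were then compared at each age with edgeR's quasi-likelihood test on TMM-normalized counts, in 1 fit per region over its 46 libraries, with Benjamini-Hochberg adjustment. Log2 fold changes are those of SHRs against WKY rats.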

Bilateral tissue punches were collected (*n* = 3–6) at 8, 10, 12, 16, and 24 wk of age, corresponding to the stages considered to span the onset of hypertension in the SHR through to a state of extended chronic hypertension (Fig. 1*A*; 13, 34, 47). The mean arterial pressure (MAP) of WKY rats and SHRs at 12 wk of age was 122.245 ± 11.93 and 173.29 ± 24.6 mmHg, respectively. At 24 wk of age, MAPs of WKY rats and SHRs were 124.04 ± 5.56 and 186.42 ± 14.23 mmHg, respectively. The evolution of the hypertensive state seen in SHRs compared with WKY rats and the increase in blood pressure in SHRs between 12 and 24 wk are consistent with what is expected in the SHR model based on previous reports (34, 48). Analysis of RNA-seq time series data revealed that of the 14,270 genes with robust expression in at least one of the three brainstem regions, 1,531 genes showed statistically significant differential expression between SHRs and WKY rats at one or more timepoints (adjusted *q* value ≤ 0.01). 

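The filter kept 13793 genes in the NTS, 13408 in the CVLM and 13411 in the RVLM, 14043 in at least 1 region. Of these, 1157 had an adjusted p of at most 0.01 at 1 or more ages in edgeR's quasi-likelihood test. The alternative that moved this count most among those set before the data were examined was a fit of each age on its own, with 429 genes.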

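A gene was called differentially expressed when its adjusted p in edgeR's quasi-likelihood test was at most 0.01 and its fold change at least 2. In the NTS, this called 82 higher and 86 lower at 8 wk, 96 higher and 76 lower at 10 wk, 51 higher and 116 lower at 12 wk, 54 higher and 57 lower at 16 wk and 71 higher and 65 lower at 24 wk in SHRs. In the CVLM, the counts were 107 higher and 82 lower at 8 wk, 77 higher and 81 lower at 10 wk, 66 higher and 67 lower at 12 wk, 68 higher and 66 lower at 16 wk and 68 higher and 77 lower at 24 wk. In the RVLM they were 114 higher and 106 lower at 8 wk, 80 higher and 75 lower at 10 wk, 62 higher and 67 lower at 12 wk, 61 higher and 61 lower at 16 wk and 65 higher and 65 lower at 24 wk. Over the regions, 515 genes were called at 1 or more ages, 236 of them at several ages and 279 at 1 age only. With a log2 fold change above 2 in place of 1, 163 genes were called at 1 or more ages. Among the fits that each left out 1 rat, the count in the RVLM at 8 wk rose from 220 to 333 without WKY replicate 1, and the count in the NTS at 8 wk from 168 to 281 without the same rat.

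**Figure D1:**
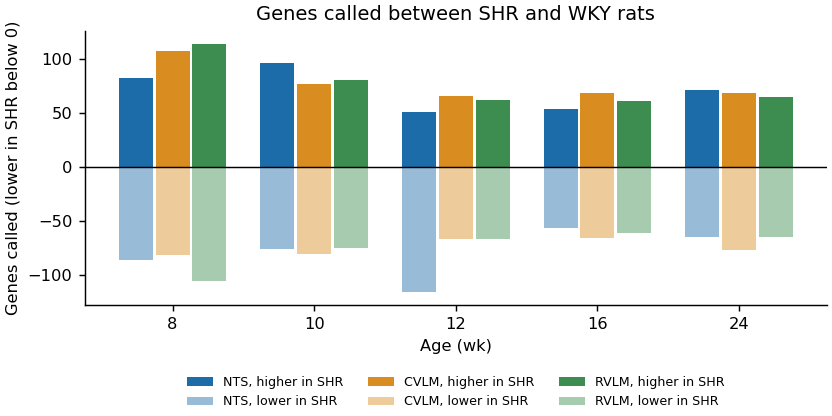
Number of genes called between SHRs and WKY rats (y axis, genes lower in SHRs drawn below 0) at each age (x axis, wk) in the NTS, CVLM and RVLM. The bars above 0 range from 51 to 114 genes and those below 0 from 57 to 116.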

Further filtering these genes for those with a SHR versus WKY fold change of ≥2 yielded 603 genes, of which 280 genes showed differential expression at more than one timepoint (Fig. 1*B*).

**Figure 1.**
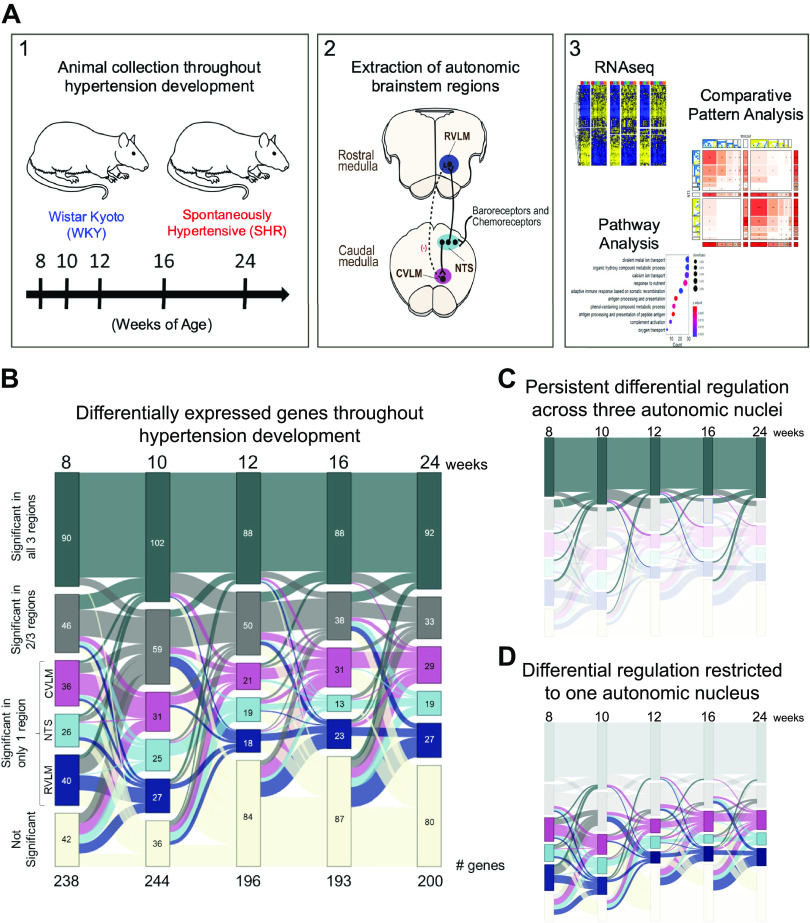
Time series transcriptomic analysis of brainstem autonomic control circuits during the development of hypertension. A: workflow and overview of the analysis methods. *1*) Brainstems from female spontaneously hypertensive rats (SHRs) and Wistar–Kyoto (WKY) rats were collected throughout the development of hypertension at 8, 10, 12, 16, and 24 wk of age. *2*) For each brainstem, tissue from the nucleus of the solitary tract (NTS), caudal ventrolateral medulla (CVLM), and rostral ventrolateral medulla (RVLM) were excised, and RNA was extracted. *3*) The resulting RNA-sequencing data were analyzed for differential expression, pathway enrichment, and comparative dynamic patterns across brainstem regions. *n* = 3–6. For WKY rats, *n* = 5, 4, 3, 3, and 3; for SHRs, *n* = 5, 5, 6, 6, and 6 for 8, 10, 12, 16, and 24 wk of age, respectively. *B*: Sankey plot of the 280 genes showing differential expression at more than one timepoint (*q* < 0.01, fold change > 2). The diagram shows the number of genes significant in one or more regions at each timepoint with the flow from left to right indicating in which regions the genes were differentially expressed over time. Numbers along the bottom indicate how many of the 280 genes with dynamic differential expression showed statistically significant differential expression at the timepoint of interest. For each node, the number of genes significant in the corresponding region(s) at each timepoint is shown. Bands between timepoints are colored according to their target node, and their designation at the following timepoint. *C*: genes that were differentially expressed in one or more regions were largely dysregulated persistently over time, as indicated by a consistent width of the band across the timepoints. *D*: a cohort of genes was dysregulated in only one region at each stage of hypertension development. Some of these genes showed differential expression in multiple nuclei at certain timepoints (such as 10 wk of age) and returned to dysregulation in a single nucleus at later timepoints.

We sought to characterize the dynamic nature of these changes as well as their specificity to a brainstem nucleus. A subset of the 280 genes was differentially expressed at any given timepoint (varying between 193 and 244 genes; Fig. 1*B*). 

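Of the genes called at several ages, 201 were called at 8 wk, 205 were called at 10 wk, 170 were called at 12 wk, 165 were called at 16 wk and 174 at 24 wk. Those called in all 3 regions at the same age numbered 90, 92, 81, 81 and 83 at these ages.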

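Among the genes called at several ages, 119 were called at all 5 ages and 62 at all 5 ages in all 3 regions, 35 of them higher and 27 lower in SHRs throughout. Among the genes that changed most in the NTS, AABR07064061.1 had a log2 fold change between 6.33 and 8.33 over the ages (highest adjusted p = 2.8e-10 in edgeR's quasi-likelihood test), with 274 to 622 counts in SHR libraries and 0 to 12 in WKY libraries. AABR07052523.1 had a log2 fold change between -5.69 and -4.80 (highest adjusted p = 1.8e-21, edgeR), with 107 to 254 counts in SHR libraries and 5526 to 8511 in WKY libraries. In the CVLM, Ifit1 had 32 to 322 counts in SHR libraries and 0 to 3 in WKY libraries. Reads of strain variants or of near-identical copies that map poorly to the reference could change such counts, which was not settled from the counts.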

A dominant pattern with most genes was a persistent differential regulation between SHRs and WKY rats across all the timepoints in all three regions (Fig. 1*C*), indicating a system-wide shift in gene expression in SHR compared with WKY autonomic nuclei. Another feature of the data was that a subset of genes showed differential regulation only in one autonomic nucleus at any given timepoint (Fig. 1*D*). 

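Of the genes called at several ages, 64 were called in a single region at 8 wk, 71 at 10 wk, 50 at 12 wk, 54 at 16 wk and 63 at 24 wk. The numbers in the NTS alone were 17, 22, 20, 16 and 22 at these ages, in the CVLM alone 26, 27, 13, 22 and 22, and in the RVLM alone 21, 22, 17, 16 and 19. A call in a single region does not show that the strain difference differs between regions, which the tests of the difference between regions address.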

Pathway enrichment analysis of the 280 gene set showed a strong enrichment for immunological processes such as antigen processing and presentation (*q* < 0.001), activation of the complement pathway (*q* < 0.003), and the adaptive immune response (*q* < 0.005). 

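Since no gene ontology was at hand, gene lists written beforehand were tested with Fisher's exact test against the 14043 genes tested in at least 1 region, with Benjamini-Hochberg adjustment over lists and sets. The genes called at several ages held 5 of 17 (adjusted p = 3.1e-04) genes of the RT1 family, the rat MHC, and 5 of 24 (adjusted p = 0.00140) complement genes. Over all 340 tests of a set in a region at an age, 68 had an adjusted p under 0.05 by the camera test of limma with its preset correlation, and 41 of these also by fry, which estimates the correlation from the libraries. Complement genes passed by camera in the NTS at 12 wk (median log2 fold change -0.22, adjusted p = 0.00696) and in the RVLM at 16 wk (0.18, adjusted p = 0.0199 by camera and 0.164 by fry), and at no age in the CVLM. Reads of the RT1 genes may be split between near-identical copies by the authors' counting, so single members are uncertain.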

Some notable genes in these processes are rat isoforms of the human major histocompatibility complex (MHC), which, in addition to their role in the immune response, have been shown to influence the excitability of neurons, specifically influencing NMDA receptor function and trafficking of AMPA receptors (49–51). 

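As a set, RT1 genes differed between the strains in 1 of the 15 tests over regions and ages by camera (adjusted p under 0.05). In the NTS at 12 wk, 14 of 16 RT1 genes were lower in SHRs, with a median log2 fold change of -0.66 (adjusted p = 4.4e-04 by camera and 0.0103 by fry).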

Other enriched processes with an established influence on hypertension are those involved in oxygen binding and transport and hydrogen peroxide metabolic processes leading to oxidative stress (*q* < 0.01; 52, 53).

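Hemoglobin and other oxygen-binding genes had 3 of their 7 members among the genes called at several ages (adjusted p = 0.00442 by Fisher's exact test). As a set they were lower in SHRs in 14 of the 15 tests over regions and ages by camera and in 15 by fry (adjusted p under 0.05), with median log2 fold changes from -1.22 to -0.076. Much of this rests on Hba-a3, which had at most 1 count in every SHR library and 9 to 89 in the WKY libraries. Without this gene, singled out after the data were seen, 2 of 6 (adjusted p = 0.0781) were among the genes called at several ages, and 8 tests passed by camera and 2 by fry.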

### Region-Specific Transient Differential Expression During Hypertension Development

In addition to persistent and systemic regulation (Fig. 1*B*), a significant number of genes were transiently differentially expressed over time and these were largely region-specific (323 out of 603 genes; Fig. 2*A*). 

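Of the 279 genes called at 1 age only, 252 (90.3%) were called in a single region. The direct test of a transient difference sets the strain effect at 1 age against the mean of its effect at the other ages. It needs an adjusted p under 0.05 in edgeR's quasi-likelihood test and no fold change, unlike a call. In the CVLM, 88 genes passed at 8 wk and 5 at 24 wk, in the NTS 7 at 10 wk, and in the RVLM 2 at 10 wk and 1 at 12 wk, and 1 at 24 wk. These were fewer than the genes called at that age only and in that region alone, except in the CVLM at 8 wk, with 21 called. In the NTS and RVLM at 8 wk 0 genes passed, against 3134 and 2400 at an unadjusted p under 0.05. These counts depended on the method and the rats. With DESeq2 in place of edgeR, more genes passed in the CVLM at 8 wk than DESeq2 called at 1 age only. Genes also passed in the NTS and RVLM at 8 wk with DESeq2, and with edgeR when WKY replicate 1 of 8 wk was left out.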

The early onset timepoint of 10 wk showed the largest number of transient DEGs (124 genes; Fig. 2*A*). In contrast, a set of 13 genes were differentially regulated only at 16 wk. 

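The genes called at 1 age only numbered 127 at 8 wk, 49 at 10 wk, 54 at 12 wk and 39 at 24 wk. The order of the ages depended on the method. With each age fitted alone, 32 genes were called at 8 wk only, 34 at 10 wk only and 5 at 12 wk only, and with 2 surrogate variables 52, 55 and 68. A block for the replicate number lowered the counts at 10, 12 and 24 wk by more than 1.5 times and that at 8 wk by less. With this block, an SHR without a WKY rat of its number drops out of the strain comparison. This is so at every age but 8 wk, and part of the larger falls can come from the fewer rats. With the number that ends the libraries' names as a term in the fit, 43 genes were called at 8 wk only and 67 at 10 wk only, and with the number-2 libraries outside 10 wk left out, 20 and 90, both alternatives chosen after the data were seen.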

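At 16 wk, 10 genes were called at no other age.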

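Among the genes called at several ages, 165 were called at 16 wk, more than the 10 called at 16 wk only.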

The majority of the gene expression changes at 16 wk were not unique to that timepoint (Fig. 1*B*). Although the genes with differential expression at multiple timepoints were significantly regulated in more than one region (Fig. 1*B*), transient changes at only one of the timepoints were restricted to a single region (Fig. 2*A*). 

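Of the genes called at several ages, 184 (78.0%) were called in more than 1 region and 52 in a single region.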

At 8 wk of age, gene expression changes in the RVLM dominate over those in the NTS and CVLM. 

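At 8 wk only, 64 genes were called in the RVLM alone (30 higher in SHRs), 26 in the NTS alone and 21 in the CVLM alone. Leaving out 1 WKY rat of 8 wk changed the number in the RVLM to between 22 and 148. The order of the regions depended on the method. In the order RVLM, NTS and CVLM, the numbers were 17, 27 and 42 with a block for the replicate number, 5, 6 and 13 with each age fitted alone and 17, 11 and 17 with 2 surrogate variables. With the number that ends the libraries' names as a term they were 20, 14 and 4, and without the number-2 libraries outside 10 wk 4, 13 and 1, both chosen after the data were seen. A test of the difference in strain effect between regions, in 1 fit over all libraries with the animal as a block, gave 84 genes whose log2 fold change was higher in the NTS than in the RVLM with an adjusted p under 0.05 and 54 where it was lower. There were 7 between the NTS and CVLM and 7 between the CVLM and RVLM.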

At 10 and 12 wk, the gene expression changes in the NTS far outnumbered the changes in the other two regions. It was only at 16 wk that the CVLM showed a larger number of DEGs than the other two regions, but the number of genes regulated at this timepoint was significantly lower. 

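At 10 wk only, 32 genes were called in the NTS alone, 3 in the CVLM alone and 11 in the RVLM alone, and at 12 wk only 43, 4 and 3. With each age fitted alone, these were 9, 6 and 13 at 10 wk and 3, 1 and 1 at 12 wk, and with a block for the replicate number 8, 9 and 2 at 10 wk and 8, 1 and 1 at 12 wk. The strain effect differed between the NTS and RVLM in 59 genes at 10 wk and 33 at 12 wk (adjusted p under 0.05, edgeR with the animal as a block). Between the NTS and CVLM it differed in 7 and 9, and between the CVLM and RVLM in 2 and 0, the last with 441 genes at an unadjusted p under 0.05.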

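At 16 wk only, 5 genes were called in the CVLM alone, 4 in the RVLM alone and 1 in the NTS alone. The strain effect differed between the NTS and RVLM in 2 genes at this age, between the NTS and CVLM in 1, and between the CVLM and RVLM in 0, with 211 at an unadjusted p under 0.05.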

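At 24 wk only, 13 genes were called in the NTS alone, 16 in the CVLM alone and 6 in the RVLM alone. Leaving out WKY replicate 2 of 24 wk raised the number called in the NTS at 24 wk from 136 to 259.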

Interestingly, at later stages of extended chronic hypertension, there appeared to be more of a balance in terms of the number of DEGs between the three regions (Fig. 2*A*).

**Figure 2.**
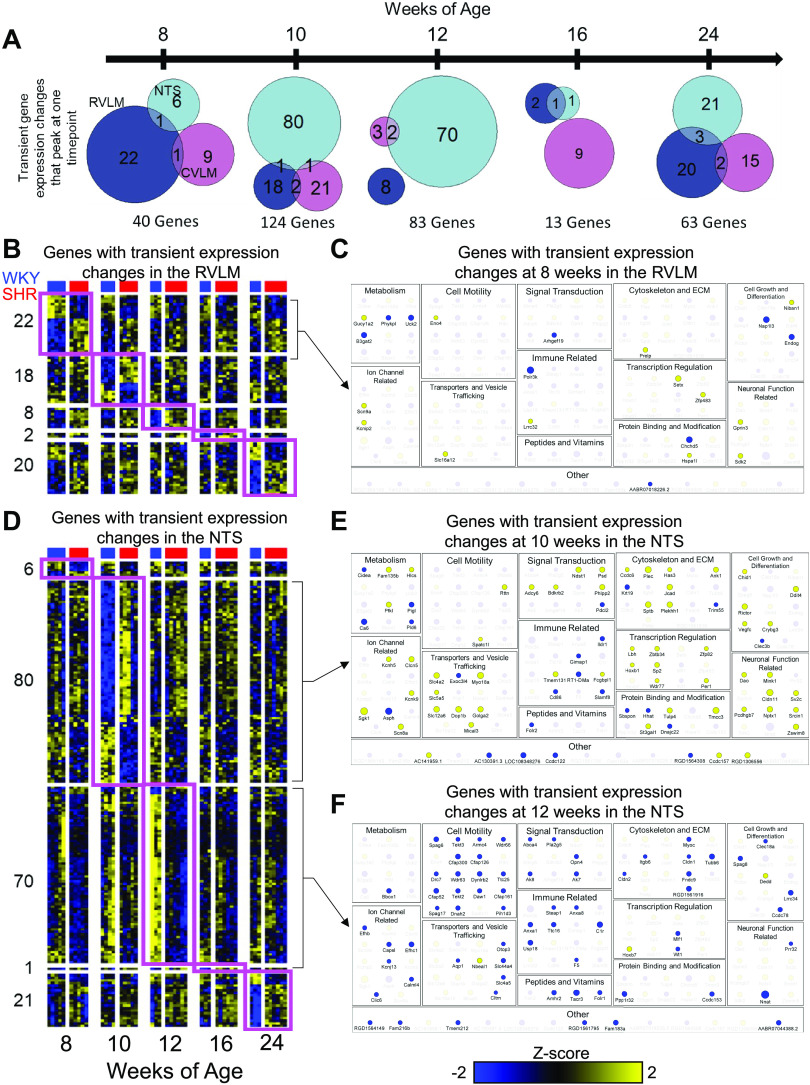
Highly transient differential gene expression in spontaneously hypertensive rats (SHRs) is specific to a brainstem region. *A*: the 603 differentially regulated genes (*q* < 0.01 and fold change > 2), 323 genes showed differential expression at only one of the five timepoints. Venn diagrams detail the regional distribution of these transient differentially expressed genes, revealing that the majority were specific to one brainstem region of interest. *B* and *D*: heatmap of all genes with highly transient differential expression in the rostral ventrolateral medulla (RVLM) (*B*) and nucleus of the solitary tract (NTS) (*D*). Genes are represented by rows, while each column is indicative of one sample replicate. Pink boxes indicate the timepoints at which the select genes were differentially expressed at or above the indicated threshold. *C*, *E*, and *F*: genes with transient expression changes at 8 wk in the RVLM (*C*) were categorized along with the genes transiently dysregulated in the NTS (*E* and *F*) based on their annotation to highlight the processes that were particularly dysregulated in each group. The size of the points was correlated to the overall abundance, with larger points indicating higher expression levels. Blue indicates downregulation; yellow indicates upregulation.

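At 8 wk in the RVLM, Scn9a (ENSRNOG00000006639) had 6.68 ± 2.17 CPM (SD, n = 5) in SHRs and 2.78 ± 0.876 CPM (SD, n = 5) in WKY rats, a log2 fold change of 1.23 (standard error 0.37, adjusted p = 0.0302) in edgeR's quasi-likelihood test. It was higher in 5 of the 5 SHRs than in every WKY rat. Kcnip2 (ENSRNOG00000050450) had 11.3 ± 3.04 CPM (SD, n = 5) and 1.85 ± 1.66 CPM (SD, n = 5), a log2 fold change of 2.50 (standard error 0.75, adjusted p = 0.0294) by the same test. At 8 wk the libraries of 3 of the 5 WKY rats end in the number 2 and none of the SHRs do.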

At 8 wk of age, genes participating in a variety of neuronal functions were differentially expressed in RVLM, with notable ion channels such as *Scn9a* and *Kcnip2* being upregulated (Fig. 2, *B* and *C*). 

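Gprin3 (ENSRNOG00000023657) and Sdk2 (ENSRNOG00000024711) were higher in the RVLM of SHRs at 8 wk, with log2 fold changes of 1.34 (standard error 0.31, adjusted p = 0.00444) and 1.27 (standard error 0.27, adjusted p = 0.00180) in edgeR's quasi-likelihood test. For the 4 genes of this kind that the paper names, 5 of 60 values over the regions and ages had an adjusted p under 0.05 over all genes tested and 16 when adjusted over the list alone. Since the study chose these and the other lists of named genes on these libraries, the latter counts are not independent evidence.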

Increased expression of the Na^+^ channel *Scn9a* as well as the regulator of neurite outgrowth *Gprin3* indicated an increase in neuronal excitability (54), whereas the sidekick adhesion molecule *Sdk2* was localized to the synapse and contributed to synaptic connectivity (55). The patterns in the NTS at 10 and 12 wk were much more distinct (Fig. 2, *A* and *D*). At the onset of hypertension at 10 wk, 80 genes showed NTS-specific dysregulation including several ion channels and genes involved in transport, cell junction, and vesicle trafficking as well as neuronally related genes and transcription regulators (Fig. 2, *D* and *E*). 

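Of the 32 genes called at 10 wk only in the NTS alone, 23 were higher in SHRs and 9 lower. The number depended on the method. It was 49 with DESeq2 in place of edgeR, 8 with a block for the replicate number, 9 with each age fitted alone and 8 at a log2 fold change above 2. Leaving out 1 rat gave from 9 (without SHR rat 3 of 10 wk) to 82 (without SHR rat 1 of 10 wk). With the number that ends the libraries' names as a term, chosen after the data were seen, it was 39.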

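In the NTS at 10 wk, Sgk1 (ENSRNOG00000011815) had 241 ± 118 CPM (SD, n = 5) in SHRs and 98.3 ± 22.8 CPM (SD, n = 4) in WKY rats, a log2 fold change of 1.29 (standard error 0.41, adjusted p = 0.0605) in edgeR's quasi-likelihood test. The glucocorticoid response had 2 of its 14 genes among those called at 10 wk only (adjusted p = 0.0238 by Fisher's exact test). As a set in the NTS at 10 wk, their median log2 fold change was 0.33 (adjusted p = 0.189 by camera and 0.162 by fry). Immediate early genes, which respond to handling within minutes, passed by camera in 1 of the 15 tests over regions and ages, genes of circadian clock output in 0 and serotonergic markers in 0.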

SGK1 is a glucocorticoid-induced kinase that stabilizes Na^+^ transporters and has been linked to hypertension in the kidney while potentially providing protection against ischemic injury in the brain through modulation of other ion channels (56, 57). 

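Mical3 (ENSRNOG00000053203) was higher in the NTS of SHRs at 10 wk, with a log2 fold change of 1.25 (standard error 0.34, adjusted p = 0.0237) in edgeR's quasi-likelihood test.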

Genes such as *Mical3*, a scaffold for vesicle trafficking, and the K^+^-Cl^-^ cotransporter *Slc12a6* are both important for neuronal development (58, 59). The transcription factor HOXB1 has been found to regulate the stress response in noradrenergic neurons and may have an association with the transcriptional repressor REST, which has been shown to promote a neurosecretory phenotype (60–62).

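Hoxb1 had at most 18 counts in any NTS library and did not pass the filter on low counts there. Rest (ENSRNOG00000002074) had a log2 fold change of 0.36 (standard error 0.38, adjusted p = 0.702) in the NTS at 10 wk in edgeR's quasi-likelihood test. Of 65 values of the 5 tested genes that the paper names among these, 6 had an adjusted p under 0.05 over all genes and 13 adjusted over the list alone.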

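Of the 43 genes called at 12 wk only in the NTS alone, 42 were lower in SHRs and 1 higher. Without WKY replicate 2, 1 of the 3 WKY rats of 12 wk, 5 genes were called at 12 wk only in the NTS alone, and all genes called in the NTS at 12 wk fell from 167 to 104. With a block for the replicate number, which leaves 3 pairs of rats at 12 wk, these were 8 and 86. With each age fitted alone they were 3 and 74.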

Interestingly, at 12 wk, nearly all of the DEGs were downregulated in SHRs compared with WKY rats. However, a closer examination revealed that the downregulation in SHRs was due to a lack of upregulation observed in WKY rats at the later timepoints (Fig. 2, *D* and *F*). 

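Within WKY rats, 13 genes in the NTS differed at 12 wk from the mean of the other ages (adjusted p under 0.05, edgeR's quasi-likelihood test), 13 of them higher at 12 wk. The number was 0 without WKY replicate 2 of 12 wk (with 773 at an unadjusted p under 0.05) and 1 with the number that ends the libraries' names as a term, chosen after the data were seen, and 5 of 40 splits of the rats by age, the real one included, gave as many. Within SHRs 0 genes differed in this way, with 258 at an unadjusted p under 0.05. Against 8 wk, 0 genes differed within WKY rats, with 1557 at an unadjusted p under 0.05, and 1 within SHRs.

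**Figure D2:**
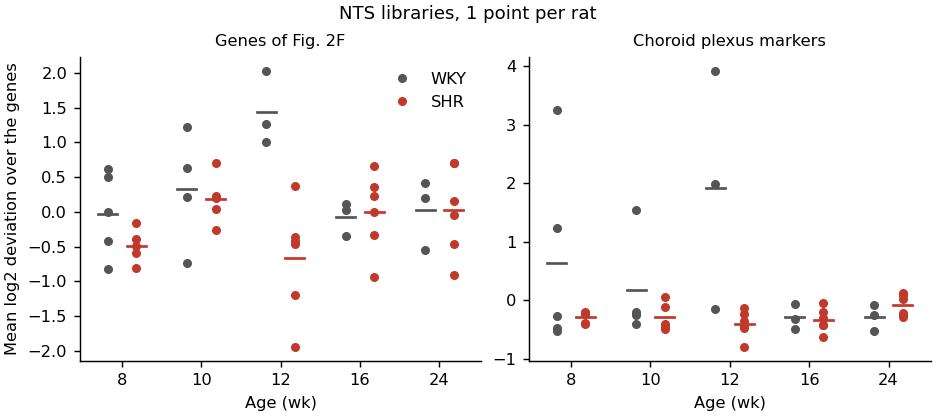
Mean log2 deviation (y axis) of the cell motility genes of Fig. 2F and of choroid plexus markers in each NTS library by age (x axis, wk), 1 point per rat, SHRs and WKY rats drawn in different colors. At 12 wk the WKY rats lie between 1.01 and 2.03 in the Fig. 2F genes and the SHRs between -1.95 and 0.38, and in the choroid plexus markers the WKY rats lie between -0.16 and 3.92 and the SHRs between -0.80 and -0.13.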

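In the NTS at 12 wk, the 13 genes of the cell motility panel of Fig. 2F that passed the filter were lower in SHRs, with log2 fold changes between -2.88 and -1.30 and adjusted p between 0.00163 and 0.0190 in edgeR's quasi-likelihood test. For Dynlrb2 (ENSRNOG00000012450), SHRs had 4.50 ± 3.50 CPM (SD, n = 6) and WKY rats 26.1 ± 10.2 CPM (SD, n = 3). The study picked this panel from these libraries, so it is not independent of them. Over the regions and ages in which they were tested, these genes gave 95 values, 14 with an adjusted p under 0.05 over all genes and 18 adjusted over the list alone. For axonemal genes listed beforehand, the median log2 fold change was -1.12 over 52 genes (adjusted p = 4.3e-20 by camera and 0.00106 by fry). The paper names 12 genes of this list, so it is not fully independent either. For choroid plexus markers, which hold no motile cilium genes, the median was -2.93 over 17 genes (2.1e-11 by camera and 0.00553 by fry).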

A large number of these genes were annotated for functions involved with cell motility and cytoskeletal function and are crucial to the formation and function of cilia and flagella. Primary cilia in neurons have been shown to influence nonsynaptic signaling of neuropeptides and hormones and those in close proximity to brain ventricles, such as the NTS, may survey the extracellular milieu present in cerebrospinal fluid (63, 64). 

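Marker genes of other cell types were tested by camera in the NTS at 12 wk. The median log2 fold change was -2.06 (adjusted p = 4.0e-15) for ependymal markers, -0.76 (adjusted p = 6.7e-04) for leptomeningeal markers, -0.053 (adjusted p = 0.509) for microglial markers and -0.19 (adjusted p = 0.00436) for blood cell markers. Without Hba-a3, left out after the data were seen, blood cell markers had -0.10 (adjusted p = 0.696). The median was 0.087 (adjusted p = 0.905) for astrocytes, 0.50 (adjusted p = 3.4e-04) for oligodendrocytes and 0.035 (adjusted p = 0.879) for endothelium. Over the regions and ages, oligodendrocyte markers passed in 5 of 15 tests by camera, 3 of them lower in SHRs, and in 1 by fry. Ependymal and leptomeningeal markers passed in 1 of 15 by each. Camera overstates the evidence for a strain difference, as the closing section gives.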

The lack of induction of these genes in the SHR at this critical state of hypertension onset indicates attenuation of the NTS response to extracellular signaling, likely contributing to autonomic dysfunction.

### Unbiased Comparative Pattern Count Analysis to Assess Dynamic Trends

We used an unbiased comparative pattern count analysis (COMPACT) workflow that highlights dynamic and subtle patterns in the transcriptomic data that are often overlooked in typical differential expression analysis (65–67). In this approach, each gene expression profile over time is transformed into a discrete pattern code based on thresholding SHR versus WKY fold changes at each timepoint (Fig. 3, *A–C*). The dynamic gene expression shift in the SHR is calculated relative to the WKY rat for each region. This results in a possible 243 patterns for each gene in each region (3 levels at each timepoint, 5 timepoints = 3^5^ permutations). These pattern codes are used in downstream COMPACT analysis to enumerate all possible changes in the pattern codes between regions to allow an exhaustive pairwise comparison of expression changes (Fig. 3*D*, *top*). To evaluate the comparative pairs of dynamic expression shifts between regions at multiple timepoints, the patterns present in one region can be compared with the pattern assignments of the same genes in another region resulting in a matrix comparing patterns between two regions (Fig. 3*D*). This approach enables a layered exploration of genes with common, novel, and altered differential expression patterns between regions, as illustrated in the next four sections.

**Figure 3.**
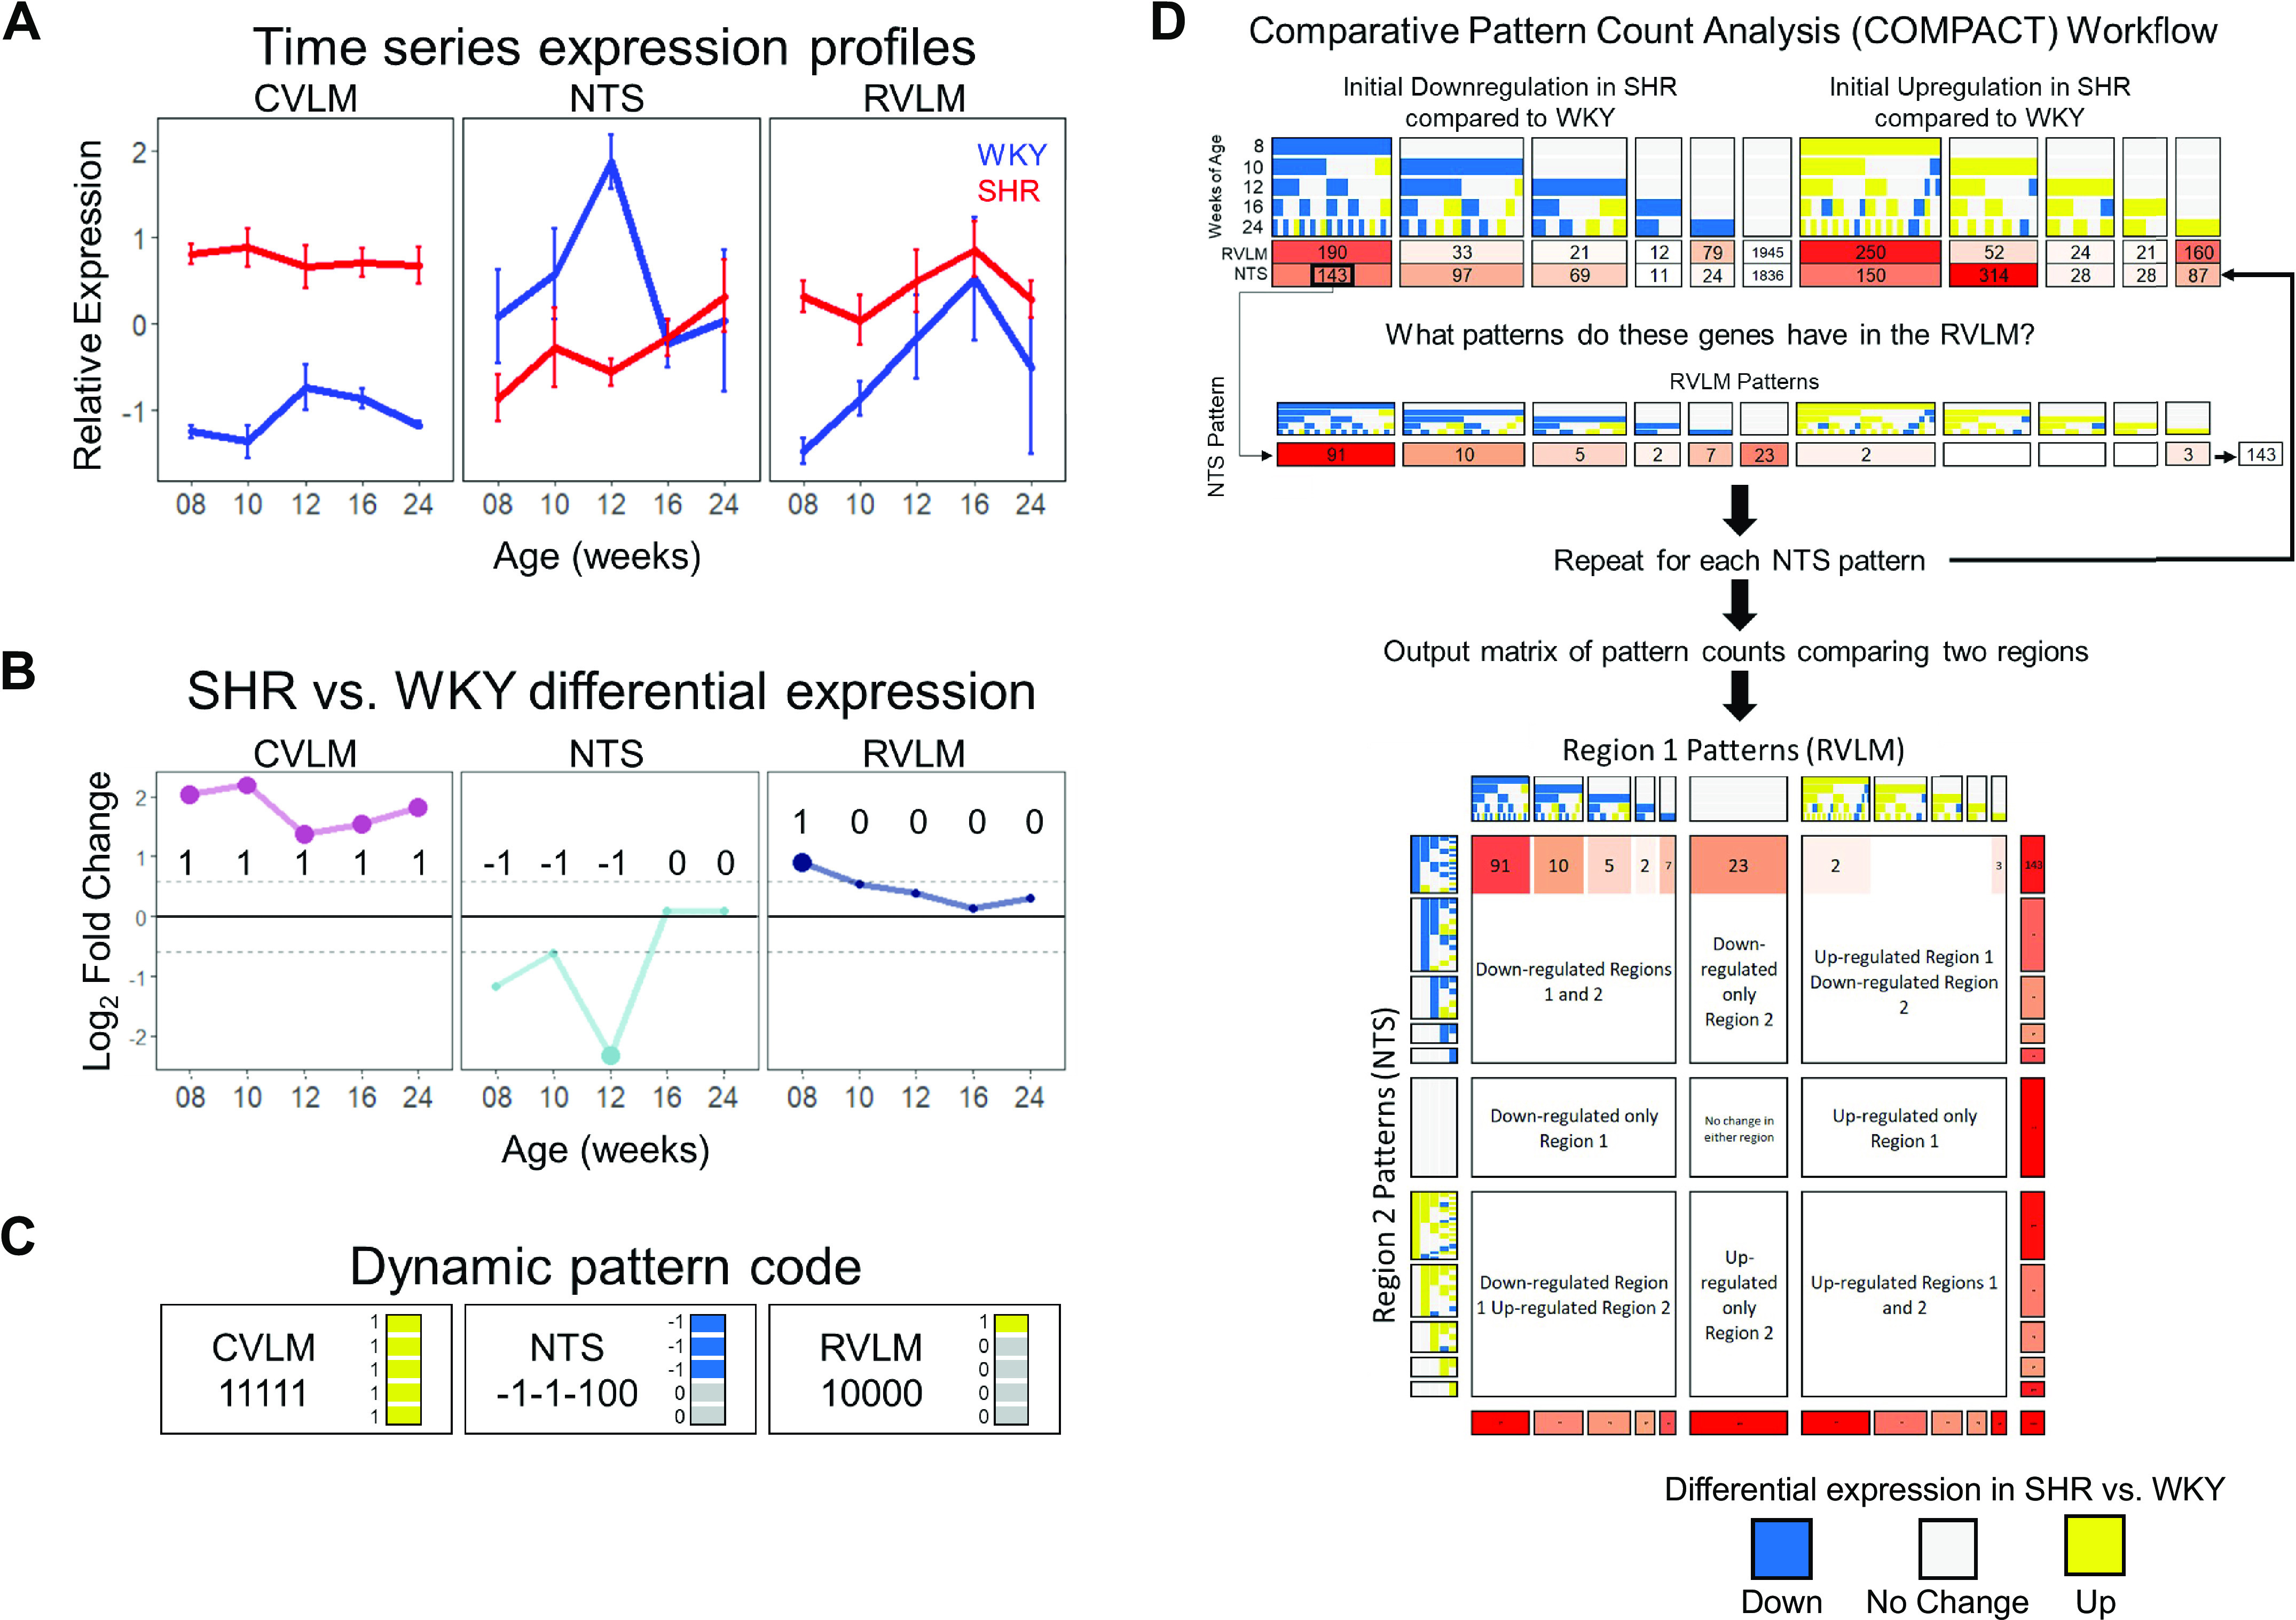
Comparative pattern analysis (COMPACT) workflow for unbiased analysis of dynamic differential expression data. *A*: illustrative gene expression profiles in the Wister–Kyoto (WKY) rat and spontaneously hypertensive rat (SHR) (representative gene *Igfbp5*). Normalized expression levels from *rlog* were transformed into a *Z* score for visualization. B: differential expression of gene profiles over time. Values represent the pairwise log_2_(fold change) (LFC) in SHRs compared with WKY rats at each timepoint. Enlarged points represent the statistical significance of *q* < 0.2. Dashed lines represent the threshold at which a gene was considered upregulated or downregulated in SHRs compared with WKY rats; in this case, LFC > 0.585 or fold change > 1.5. In this approach, each gene profile was given a numerical pattern code at each timepoint, where −1 represents downregulation, 1 represents upregulation, and 0 indicates no change in expression based on whether the differential expression at each timepoint fell below, above, or within the designated fold change cutoff at each timepoint, respectively. *C*: in the representative case of *Igfbp5*, in the caudal ventrolateral medulla (CVLM), there was upregulation beyond the designated threshold at all timepoints resulting in a pattern code of 11111. In the nucleus of the solitary tract (NTS), there was downregulation beyond the designated threshold at the first three timepoints with no dysregulation at the latter two timepoints resulting in a code of -1-1-100. The expression pattern in the rostral ventrolateral medulla (RVLM) yielded a code of 10000. For visualization of these codes in a larger COMPACT matrix, upregulation designated with “1” is shown in yellow, downregulation designated as “−1” is shown in blue, and no dysregulation designated by “0” is shown in gray. *D*: COMPACT patterns were grouped based on which timepoint they initially showed dysregulation. Examination of the number of genes in each pattern group for each brainstem region gave initial clues as to the overall transcriptomic changes in the region. For example, at 8 wk of age, there were 190 genes that were initially downregulated in the RVLM, whereas 143 genes were initially downregulated in the NTS. We further examined these 143 genes with initial downregulation at 8 wk in the NTS and compared the dynamic response patterns of these genes in the RVLM. By repeating this process for each pattern in one region, we were left with a matrix of counts that could describe the distribution of genes with similar and dissimilar expression patterns between two regions. The colored patterns, as described in *C*, are read from top to bottom (and left to right along the side). Upregulation is shown in yellow, downregulation in blue, and no dysregulation in gray.

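For Igfbp5 (ENSRNOG00000017206), the log2 fold change in the CVLM ranged from 1.31 to 2.19 over the ages, with a highest adjusted p of 0.00204 in edgeR's quasi-likelihood test. In the NTS it was -1.47 (standard error 0.53, adjusted p = 0.0837) at 8 wk, -0.60 (standard error 0.53, adjusted p = 0.628) at 10 wk and -2.32 (standard error 0.55, adjusted p = 0.00847) at 12 wk by the same test. At 16 and 24 wk it was 0.10 and 0.15. In the RVLM it was 0.98 (standard error 0.29, adjusted p = 0.0251) at 8 wk and from 0.17 to 0.55 at the later ages (edgeR). At 12 wk the same NTS libraries had lower choroid plexus and leptomeningeal markers in SHRs.

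**Figure D3:**
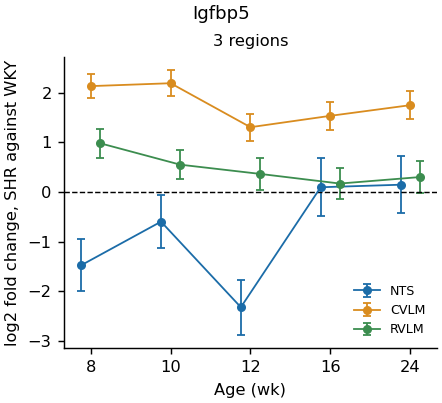
Log2 fold change of Igfbp5 between SHRs and WKY rats (y axis) by age (x axis, wk) in the NTS, CVLM and RVLM, with standard errors as bars. At 8 wk the values are -1.47 in the NTS, 2.13 in the CVLM and 0.98 in the RVLM.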

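Over the 3377 genes with an adjusted p under 0.05 at 1 or more ages in at least 1 region, codes were set by a fold change above 1.5. A first change downward at 8 wk was found in 673 genes in the RVLM and 576 in the NTS. When a code also needed an adjusted p under 0.05, these numbers were 514 and 361.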

### Comparing Dynamic Expression Patterns Between the NTS and RVLM

We applied the COMPACT workflow to the genes differentially regulated at one or more timepoints for all regions (*q* < 0.05). 

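Genes with a change fell into 101 patterns in the NTS, 89 in the CVLM and 86 in the RVLM.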

Of the 243 possible patterns in each region, genes were distributed in 81 dynamic patterns (Fig. 4*A*). 

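A first change upward at 8 wk was found in 514 genes in the RVLM, 331 in the CVLM and 309 in the NTS, and a first change downward in 483 in the CVLM. In the NTS, 224 genes first rose at 10 wk, 235 with 2 surrogate variables in the fit. Other alternatives moved this count by more than 1.5 times. It fell with each age fitted alone, a block for the replicate number and a 2-fold code. It rose with ComBat_seq and DESeq2, chosen after the data were seen. Leaving out 1 rat moved it as far in both directions.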

Dominant patterns in the RVLM and CVLM consisted of early up- and downregulation in SHRs versus WKY rats, starting at 8 wk, whereas the NTS also showed a significant number of genes (314) that showed upregulation beginning at 10 wk. There were far more genes dysregulated at the stage of chronic hypertension, 24 wk of age, in the RVLM and CVLM compared with the NTS (Fig. 4*A*).

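At 24 wk, 607 genes had a code other than 0 in the NTS, 731 in the CVLM and 701 in the RVLM. When a code also needs an adjusted p under 0.05, they were 279, 482 and 266. Leaving out 1 rat gave from 499 to 1238 in the NTS, 600 to 965 in the CVLM and 586 to 1320 in the RVLM. Genes that first changed at 24 wk numbered 59 up and 22 down in the NTS, 100 and 140 in the CVLM, and 72 and 72 in the RVLM.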

**Figure 4.**
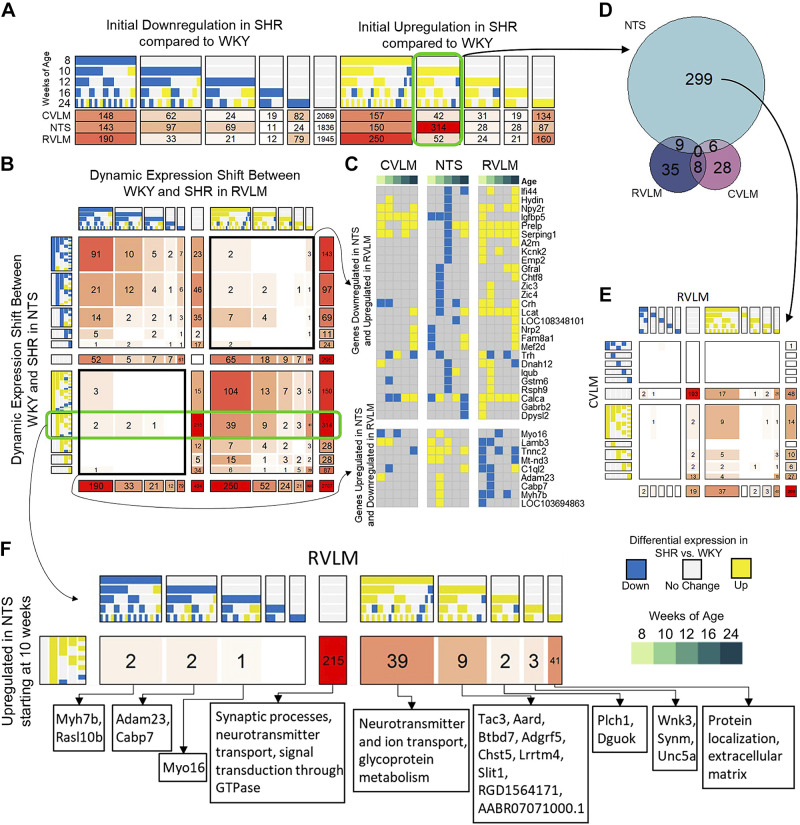
Comparative pattern analysis of spontaneously hypertensive rat (SHR) vs. Wistar–Kyoto (WKY) differential expression dynamics between the nucleus of the solitary tract (NTS) and rostral ventrolateral medulla (RVLM). *A*: pattern counts for each region were categorized by the stage of their initial up or downregulation. The cells of each row are colored based on the number of genes. *B*: COMPACT matrix comparing dynamic gene expression patterns in the NTS with those in the RVLM. Bolded boxes around the top right and bottom left quadrants represent areas of opposite regulation where genes are downregulated in the NTS and upregulated in the RVLM (*top right*) or vice versa (*bottom left*). These genes are then represented in the discretized heatmap in *C*. The elements of the matrix are colored based on the corresponding number of genes. *C*: heatmap showing the discretized patterns of genes that were initially downregulated in the NTS and upregulated in the RVLM (*top*) and initially upregulated in the NTS and downregulated in the RVLM (*bottom*). Each column is representative of the discretized patterns for the given region at each timepoint averaged over multiple biological replicates within each group. *D*: Venn diagram showing the overlap between genes that were initially upregulated at 10 wk of age across all three brainstem regions. *E*: COMPACT matrix examining the distribution in the caudal ventrolateral medulla (CVLM) and RVLM of the 299 genes that showed NTS-specific upregulation at 10 wk. *F*: zoomed-in view of the 314 genes that were initially upregulated in the NTS at 10 wk of age to illustrate the corresponding dynamics of these genes in the RVLM, along with the enriched processes.

We first compared the dynamic gene expression patterns in the NTS compared with those in the RVLM (Fig. 4*B*). 

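Over all COMPACT patterns, 453 genes changed in the NTS with no code in the RVLM, and 509 changed in the RVLM with no code in the NTS.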

A dominant feature evident in the COMPACT matrix is the region-specific differential regulation (Fig. 4*B*, 404 NTS-specific in the *middle* column and 295 RVLM-specific in the *middle* row). 

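First changes of the same sign in the NTS and RVLM were found in 939 genes.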

Several genes showed similar differential regulation in both regions (diagonal quadrants in Fig. 4*B*). 

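First changes went down in the NTS and up in the RVLM in 59 genes and the other way in 38.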

A number of genes showed opposite patterns of regulation in SHR versus WKY rats (anti-diagonal quadrants in Fig. 4, *B* and *C*). 

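The difference of the strain effect between the NTS and RVLM was tested for Crh, Trh, Npy2r, Calca, Serping1, C1ql2, A2m, Lamb3 and Zic4 at each age, in edgeR with the animal as a block. It had an adjusted p under 0.05 in 3 of the 45 tests, namely Serping1 at 12 wk, -2.18 (standard error 0.53, adjusted p = 0.0434), Lamb3 at 8 wk, 1.83 (standard error 0.42, adjusted p = 0.0271), and Zic4 at 10 wk, -1.82 (standard error 0.44, adjusted p = 0.0339). Within the regions, the log2 fold changes at 10 wk were -1.07 for Crh in the NTS (adjusted p = 0.0990, edgeR's quasi-likelihood test) and 0.92 in the RVLM (adjusted p = 0.902). Calca was higher in the RVLM at 16 wk, at 1.13 (standard error 0.26, adjusted p = 0.00643), and Serping1 at 8 wk, at 1.55 (standard error 0.37, adjusted p = 0.00661) (edgeR). C1ql2 fell in the RVLM at 8 wk, at -1.10 (standard error 0.36, adjusted p = 0.0447), and had -0.49 in the NTS (adjusted p = 0.283). The 8 wk values carry the imbalance of the number that ends the libraries' names, and the NTS values at 12 wk go with lower choroid plexus and ependymal markers in SHRs. A2m, Trh and Npy2r had no adjusted p under 0.05 at any age in either region. Over the regions and ages, 12 of 195 values of the genes that the paper lists here had an adjusted p under 0.05 in edgeR over all genes tested, and 25 adjusted over the list alone.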

The functionalities of these genes varied from neuropeptides and receptors (*Crh*, *Trh*, *Npy2r*, and *Calca*), complement activation and inflammation (*Serping1*, *C1ql2*, and *A2m*), and extracellular matrix activity (*Lamb3*, *Zic3*, and *Zic4*) (Fig. 4*C*). Additional genes related to cell motility and axonemal activity (*Hydin*, *Dnah12*, and *Rsph9*) were similarly downregulated in the NTS at 12 wk of age along with those whose transient expression was specific to that timepoint (Fig. 2, *D* and *F*).

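The log2 fold changes at 12 wk in the NTS of Hydin (ENSRNOG00000017178), Dnah12 (ENSRNOG00000059865) and Rsph9 (ENSRNOG00000019474) were -1.19 (standard error 0.32, adjusted p = 0.0257), -0.93 (standard error 0.36, adjusted p = 0.206) and -0.70 (standard error 0.21, adjusted p = 0.0496) in edgeR's quasi-likelihood test. Ependymal markers were also lower in the SHRs of these libraries.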

The set of 314 genes upregulated in the NTS at 10 wk showed minimal overlap in upregulated genes in the RVLM and CVLM beginning at 10 wk of age (Fig. 4*D*). 

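Of the 224 genes that first rose in the NTS at 10 wk, 203 had no first rise at 10 wk in the CVLM or RVLM.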

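Of the genes with a first rise at 10 wk in the NTS alone, 80 had no code in the CVLM and RVLM at any age.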

Mapping the 10-wk NTS-specific genes (299 genes) to other timepoints in the RVLM and CVLM revealed that a majority (193 genes) did not show differential regulation in those regions even at other timepoints (Fig. 4*E*, *middle* cell). Of the 314 genes perturbed beginning at 10 wk in the NTS, there were 39 genes whose perturbation began earlier in the RVLM, at 8 wk (Fig. 4*B*). 

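The genes that first rose in the NTS at 10 wk and in the RVLM at 8 wk numbered 93, 41 with 2 surrogate variables in the fit.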

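Among the genes that first rose in the NTS at 10 wk and in the RVLM at 8 wk, 4 of 25 (adjusted p = 8.4e-04) genes of a list on synaptic vesicle release were found by Fisher's exact test. The list's median log2 fold change was 0.34 in the NTS at 10 wk (20 of 25 genes higher, adjusted p = 0.00727 by camera and 0.0638 by fry) and 0.27 in the RVLM at 8 wk (22 higher, 0.00624 and 0.0541). The list holds 6 genes that the paper names, and the study chose those on these libraries. These tests are therefore not independent evidence.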

Interestingly, several of these genes were involved in synaptic processes, neurotransmitter transport, and ion channel activity (Fig. 4*F*). Our results suggest that neurotransmitter and synaptic vesicle release processes are perturbed in the RVLM at 8 wk by genes such as *Sv2c* and *Cplx2* (68, 69), which are regulated in the NTS at 10 wk, setting off a cascade of dysregulation in the NTS, recruiting genes such as *Rims1, Syn3, Ncs1*, and *Rph3a*, in similar processes (69–72). 

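In the RVLM at 8 wk, log2 fold changes were 0.83 (standard error 0.28, adjusted p = 0.0540) for Sv2c and 1.04 (standard error 0.29, adjusted p = 0.0198) for Cplx2 in edgeR's quasi-likelihood test. In the NTS at 10 wk they were 1.76 (standard error 0.44, adjusted p = 0.0118) for Sv2c and 0.64 (standard error 0.21, adjusted p = 0.0703) for Cplx2 by the same test. The 8 wk values carry the imbalance of the number that ends the libraries' names between the strains. Rims1, Syn3, Ncs1 and Rph3a had log2 fold changes from 0.78 to 0.90 in the NTS at 10 wk, with adjusted p of 0.0122, 0.0139, 0.0705 and 0.183 (edgeR). Together with other synaptic, calcium and matrix genes that the paper names, 12 genes gave 180 values over the regions and ages, of which 10 had an adjusted p under 0.05 over all genes and 17 adjusted over the list alone.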

Other genes involved in calcium homeostasis, such as *Atp2b3* and ryanodine receptor *Ryr2*, are also upregulated in the NTS at 10 wk while showing no change in the RVLM (73–75). In addition, differential regulation of genes involved in extracellular matrix organization such as collagen-encoding *Col11a2* and *Col4a1* (76), and genes related to cytoskeleton organization influencing synaptic plasticity such as *Ank1* and *Kalrn* (77, 78) was delayed further in the RVLM, not showing upregulation until the chronic hypertensive stage at 24 wk.

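At 10 wk in the NTS, Atp2b3 (ENSRNOG00000061304) and Ryr2 (ENSRNOG00000017060) had log2 fold changes of 0.62 (standard error 0.16, adjusted p = 0.0130) and 0.66 (standard error 0.21, adjusted p = 0.0625) in edgeR's quasi-likelihood test. The strain effect in the NTS minus that in the RVLM was 0.58 (standard error 0.18, adjusted p = 0.0895) for Atp2b3 and 0.98 (standard error 0.28, adjusted p = 0.0759) for Ryr2 at 10 wk, in edgeR with the animal as a block.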

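At 10 wk in the NTS, Col11a2 (ENSRNOG00000000463), Col4a1 (ENSRNOG00000016281), Ank1 (ENSRNOG00000018241) and Kalrn (ENSRNOG00000001706) had log2 fold changes of 0.65 (adjusted p = 0.155), 0.64 (adjusted p = 0.0400), 1.27 (adjusted p = 0.0172) and 0.69 (adjusted p = 0.0627) in edgeR's quasi-likelihood test. By the same test they were, in the RVLM at 24 wk, 0.91 (adjusted p = 0.143), 0.68 (adjusted p = 0.199), 0.58 (adjusted p = 0.452) and 0.69 (adjusted p = 0.325). With 2 surrogate variables in the fit, Ank1 in the RVLM at 24 wk had the opposite sign, -0.079.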

### Comparing Dynamic Expression Patterns Between the CVLM and RVLM

We next looked at the comparison between the RVLM and CVLM for common and distinctive differential gene regulation patterns (Fig. 5*A*). 

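First changes had opposite signs in the CVLM and RVLM in 61 genes and the same sign in 970.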

Given their opposing functions in sympathetic drive, it is surprising that at the transcriptional level, there were exceptionally few genes with opposite patterns of dysregulation (antidiagonal quadrants in Fig. 5*A*). Instead, we found that the dominant trend was that of similar dysregulation in both regions, with a high number of genes showing early and persistent down- and upregulation over time (109 and 122 genes, respectively). Of these 231 genes, only 19 genes were not similarly dysregulated in the NTS, further underscoring the theme of systemic differential gene regulation across autonomic circuits in SHRs (Fig. 5*B*). 

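A first change at 8 wk in both the CVLM and RVLM was found downward in 352 genes and upward in 229. When a code also needed an adjusted p under 0.05, these numbers were 158 and 141.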

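Of these genes, 99 had no first change of the same sign in the NTS.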

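Ramp1 (ENSRNOG00000019926) was lower in SHRs at all ages, with log2 fold changes from -0.74 to -0.61 in the CVLM (adjusted p from 0.0114 to 0.155, edgeR's quasi-likelihood test) and from -1.03 to -0.49 in the RVLM (from 1.4e-04 to 0.513).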

One of the genes, *Ramp1*, is associated with calcitonin-like ligand receptors, which is a highly potent vasoactive peptide that is protective against hypertension, and its early and sustained downregulation in the SHR corresponds to a loss of protection against autonomic dysfunction that primes the system for the subsequent development of hypertension (79). 

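Nlrx1 (ENSRNOG00000052386) had log2 fold changes from 0.22 to 0.70 over the ages in the CVLM and from 0.39 to 1.01 in the RVLM, with adjusted p of 1.9e-04 and 0.00379 at 8 wk in edgeR's quasi-likelihood test.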

NLRX1 is a member of the NOD-like receptor family and modulates both inflammasome activation and cytokine signaling, although the mechanism and whether it exacerbates or attenuates these responses is highly controversial (80, 81). *Igfbp5* encodes a multifunctional protein that is of particular interest as its dynamic patterns differed across all three autonomic regions (Fig. 5*B*). 

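The strain effect of Igfbp5 in the NTS minus that in the CVLM was -3.44 (standard error 0.52, adjusted p = 3.7e-05) at 8 wk, -2.87 (standard error 0.54, adjusted p = 0.00774) at 10 wk and -3.64 (standard error 0.57, adjusted p = 9.3e-05) at 12 wk, in edgeR with the animal as a block. Between the NTS and RVLM it was -2.26 (standard error 0.54, adjusted p = 0.0308) at 8 wk and -2.69 (standard error 0.59, adjusted p = 0.0213) at 12 wk.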

IGFBP5 has been shown to act as a molecular switch to insulin growth factor signaling, which can modulate neuronal function through altering of excitability and synaptic connections, as well as contribute to neuronal apoptosis and axon degeneration (82–85).

**Figure 5.**
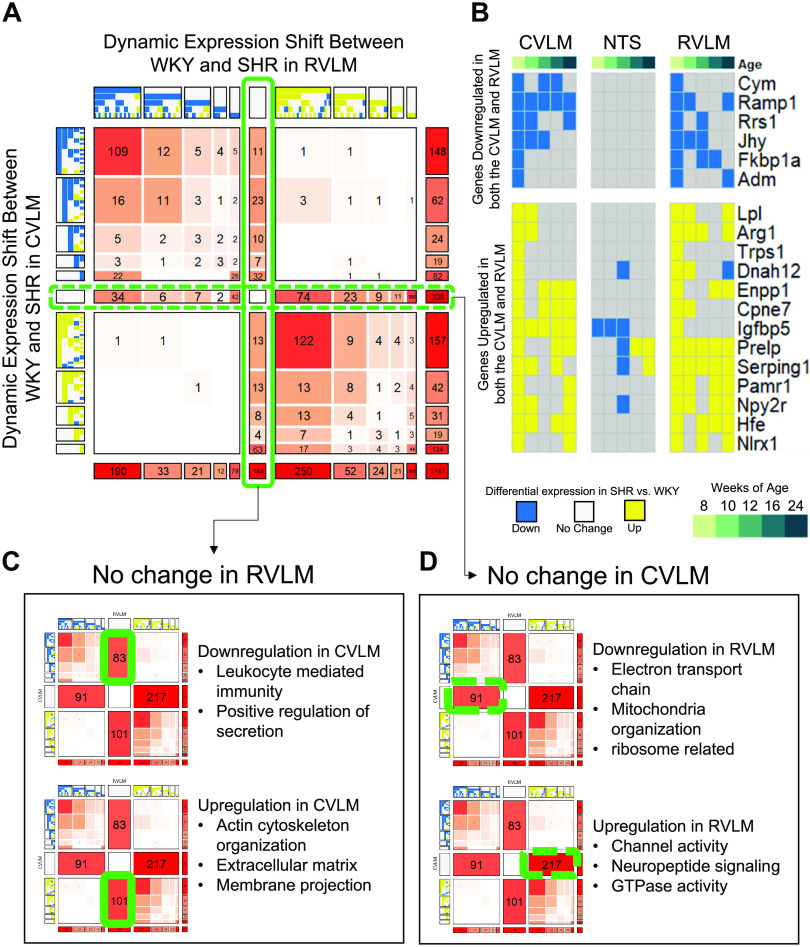
Comparative pattern analysis of spontaneously hypertensive rat (SHR) vs. Wistar-Kyoto (WKY) differential expression dynamics between the caudal ventrolateral medulla (CVLM) and rostral ventrolateral medulla (RVLM). *A*: COMPACT matrix comparing dynamic patterns in the CVLM with those in the RVLM. The solid green line down the center of the matrix represents genes that were not differentially expressed in the RVLM but did show differential expression in the CVLM (C). The dashed green line across the middle of the matrix represents genes that were not differentially expressed in the CVLM but did show differential expression in the RVLM (C). *B*: heatmap showing the discretized patterns of genes that were initially downregulated (top) or upregulated (bottom) in the CVLM and RVLM at 8 wk of age but that were not initially upregulated in the NTS. Each column is representative of the discretized patterns for the given region at each timepoint averaged over multiple biological replicates within each group. *C*: examination of the pathways enriched in genes that showed no change in the RVLM but that were downregulated (*top*) and upregulated (bottom) in the CVLM. *D*: examination of the pathways enriched in genes that showed no change in the CVLM but that were downregulated (*top*) and upregulated (bottom) in the RVLM.

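Changes in the CVLM with no code in the RVLM were found in 193 genes first down and 122 first up. Changes in the RVLM with no code in the CVLM were found in 279 genes first down and 235 first up. A code of 0 in 1 of these regions does not show that the strain effect differs between them. The test of that difference gave 7 genes at 8 wk and 2 at 10 wk (adjusted p under 0.05, edgeR with the animal as a block). At 12, 16 and 24 wk 0 genes passed, with 441, 211 and 332 at an unadjusted p under 0.05.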

Although the expected level of opposite patterns of gene regulation was not present in the CVLM versus RVLM in SHRs, there were still a number of genes and processes that were dysregulated in only one of these regions (Fig. 5, *C* and *D*). Genes that showed no dysregulation in the RVLM but were downregulated in the CVLM were moderately enriched for processes involved in leukocyte activation and the complement system as well as positive regulation of secretion (*q* < 0.2). 

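Genes down in the CVLM with no code in the RVLM held 2 of 24 (adjusted p = 0.412) complement genes and 11 of 88 (adjusted p = 2.3e-06) cytosolic ribosome genes by Fisher's exact test.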

Some notable genes encoded for complement proteins C1R and C1S, kainate receptor GRIK1, allograft inflammatory factor AIF1, and integrin subunit ITGB2 (Fig. 5*C*, *top*). 

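In the CVLM, log2 fold changes over the ages were from -0.90 to -0.50 for C1r (adjusted p from 1.2e-04 to 0.0787, edgeR's quasi-likelihood test) and from -0.98 to -0.22 for C1s (from 0.00205 to 0.569). They were from -0.71 to -0.11 for Aif1 and from -0.77 to -0.30 for Itgb2, with lowest adjusted p of 0.0306 and 0.00397. The difference of the strain effect between the CVLM and RVLM at 8 wk was -1.19 (standard error 0.22, adjusted p = 0.00431) for C1r. With Ramp1, Nlrx1 and Grik1 added, 7 genes gave 105 values over the regions and ages, 32 with an adjusted p under 0.05 over all genes and 44 adjusted over the list alone.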

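Collagens, which stand here for the extracellular matrix, had 0 of their 29 genes among those up in the CVLM with no code in the RVLM (adjusted p = 1 by Fisher's exact test). As a set in the CVLM, their median log2 fold change was 0.43 at 24 wk (adjusted p = 0.00597 by camera and 0.0403 by fry), and their adjusted p at the other ages was at least 0.0652 by camera.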

Genes that showed upregulation in the CVLM but remained unchanged in the RVLM were enriched for components of the extracellular matrix (*q* < 0.01) and mildly enriched for genes involved in membrane projection (*q* < 0.12) and organization of the cytoskeleton (*q* < 0.15) (Fig. 5*C*, *bottom*). Genes that were downregulated in the RVLM while showing no change in the CVLM were highly enriched for ribosomes, mitochondrial organization, and the electron transport chain (*q* < 1*e*^−4^), with several genes encoding various subunits of the NADH-ubiquinone oxidoreductase complex, also known as complex I of the electron transport chain (Fig. 5*D*, *top*). 

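Genes down in the RVLM with no code in the CVLM held 3 of 88 (adjusted p = 1) cytosolic ribosome genes and 4 of 46 (adjusted p = 0.198) complex I genes by Fisher's exact test. As sets at 24 wk, ribosome genes had a median log2 fold change of -0.50 in the RVLM and -0.61 in the CVLM, and complex I genes -0.41 and -0.46. By fry, adjusted p values at 24 wk were 0.0151 for the ribosome and 0.00746 for complex I in the CVLM, and 0.318 and 0.235 in the RVLM.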

A much larger number of genes showed upregulation in the RVLM while exhibiting no differential in the CVLM. These genes were enriched for ion channel activity, neuropeptide signaling, and GTPase activity (*q* < 0.05) (Fig. 5*D*, *bottom*).

### Dynamic Differential Regulation of Neuromodulatory Genes in the SHR

To study how the excitability of neurons in the autonomic brainstem regions is altered in the SHR, we examined the differential gene expression of catecholamine biosynthesis and transport, acetylcholine homeostasis, ion channels, and glutamate and GABA homeostasis and receptors. Below, we highlight gene expression changes that are particularly relevant to the modulation of neuronal function-relevant pathways with a collective impact on the functional state of the brainstem during hypertension development. The most significant changes can be seen in the differential expression of genes encoding TH, the rate-limiting enzyme in catecholamine synthesis (Fig. 6*A*), and NET, the norepinephrine transporter, where they are transiently upregulated in the RVLM at 10 wk of age (*q* < 0.2) (Fig. 6*B*). 

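At 10 wk in the RVLM, Th (ENSRNOG00000020410) had 56.6 ± 19.5 CPM (SD, n = 5) in SHRs and 20.05 ± 5.67 CPM (SD, n = 4) in WKY rats, a log2 fold change of 1.50 (standard error 0.53, adjusted p = 0.202) in edgeR's quasi-likelihood test. Slc6a2 (ENSRNOG00000016311), which encodes NET, had 1.64 (standard error 0.79, adjusted p = 0.606). Th was higher in 5 of the 5 SHRs than in every WKY rat. Of the 6 catecholamine genes named by the paper that were tested in the RVLM at 10 wk, 0 had an adjusted p under 0.05 over all genes tested and 2 when adjusted over the list alone. The strain effect of Th in the NTS minus that in the RVLM at 10 wk was -1.69 (standard error 0.51, adjusted p = 0.0902), in edgeR with the animal as a block.

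**Figure D4:**
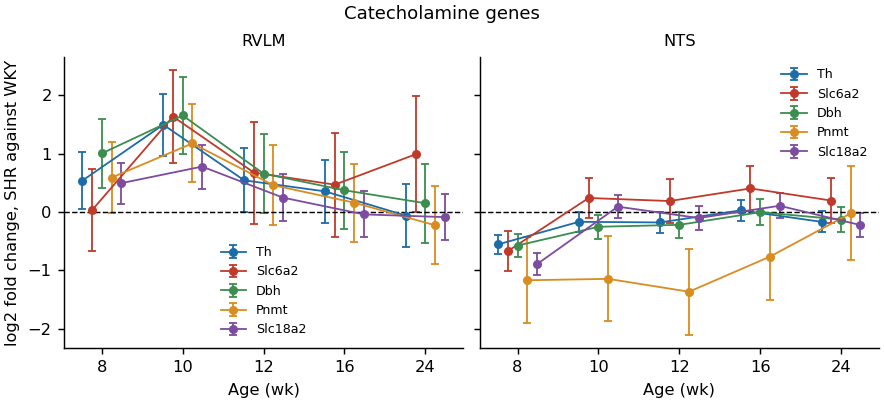
Log2 fold change between SHRs and WKY rats (y axis) of genes of catecholamine synthesis and transport by age (x axis, wk), with standard errors as bars. In the RVLM at 10 wk the values of Th and Slc6a2 are 1.50 and 1.64.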

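The RVLM genes Dbh (ENSRNOG00000006641), Pnmt (ENSRNOG00000046057) and Slc18a2 (ENSRNOG00000008890), the gene of VMAT2, had at 10 wk log2 fold changes of 1.66 (adjusted p = 0.341), 1.18 (adjusted p = 0.778) and 0.78 (adjusted p = 0.605) in edgeR's quasi-likelihood test. Ddc (ENSRNOG00000004327) had 0.031 (adjusted p = 1). A list of catecholamine neuron genes had a median of 0.92 (adjusted p = 0.00336 by camera and 0.160 by fry). The paper names 6 genes of this list.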

Similar, although less statistically significant, changes were seen in *Dbh, Pnmt*, and *Vmat2*. On the other hand, genes involved in acetylcholine homeostasis showed distinct patterns in the NTS and CVLM but not the RVLM (Fig. 6*C*). In the NTS, genes encoding CHAT, the enzyme that synthesizes acetylcholine, as well choline and acetylcholine transporters CHT and VACHT, respectively, showed notable downregulation early in hypertension development, at 8 wk of age, and at the extended chronic stage at 24 wk. In contrast, these genes relevant to cholinergic synthesis and transmission showed the opposite pattern in the CVLM compared with the NTS at the extended chronic hypertensive stage (Fig. 6*C*).

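At 8 wk in the NTS, Chat (ENSRNOG00000025012), Slc5a7 (ENSRNOG00000010597) and Slc18a3 (ENSRNOG00000062141) had log2 fold changes of -0.87 (standard error 0.27, adjusted p = 0.0471), -1.10 (standard error 0.35, adjusted p = 0.0533) and -0.92 (standard error 0.31, adjusted p = 0.0707) in edgeR's quasi-likelihood test. At 24 wk they were -0.86 (adjusted p = 0.115), -0.66 (adjusted p = 0.469) and -0.87 (adjusted p = 0.209). Ache (ENSRNOG00000050841) had -0.058 and -0.21 at these ages. Of the 4 acetylcholine genes at 8 wk, 1 had an adjusted p under 0.05 over all genes tested and 3 when adjusted over the list alone. A set of motor neuron markers, which holds Chat, Slc5a7 and Slc18a3, had a median of -0.92 at 8 wk (adjusted p = 7.4e-04 by camera and 0.0541 by fry).

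**Figure D5:**
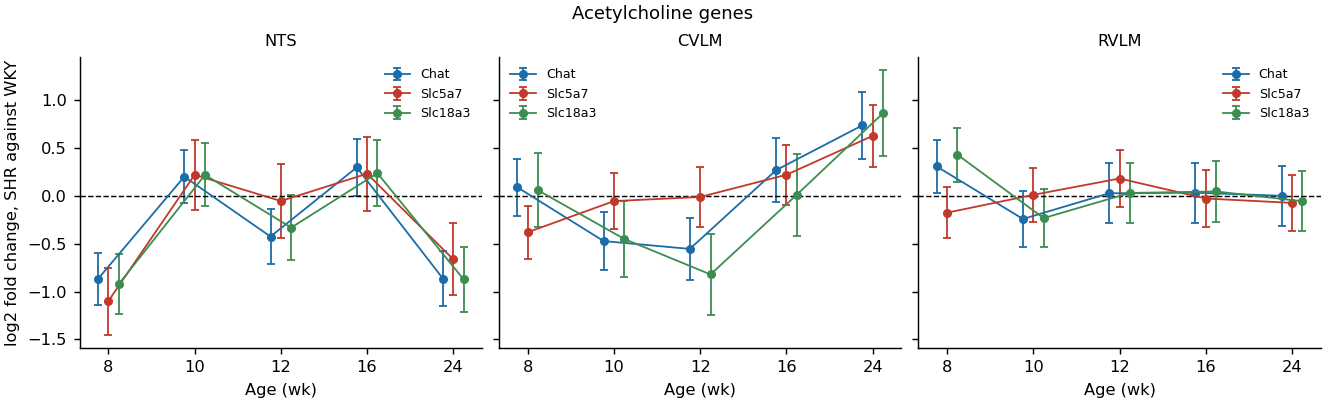
Log2 fold change between SHRs and WKY rats (y axis) of genes of acetylcholine homeostasis by age (x axis, wk), with standard errors as bars. In the NTS at 8 wk the values of Chat and Slc5a7 are -0.87 and -1.10.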

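In the CVLM at 24 wk, Chat, Slc5a7, Slc18a3 and Ache had log2 fold changes of 0.74 (adjusted p = 0.195), 0.63 (adjusted p = 0.241), 0.87 (adjusted p = 0.249) and 0.13 (adjusted p = 0.504) in edgeR's quasi-likelihood test. The strain effect in the NTS minus that in the CVLM at 24 wk was -1.61 (standard error 0.48, adjusted p = 0.628) for Chat and -1.39 (standard error 0.44, adjusted p = 0.628) for Slc5a7, in edgeR with the animal as a block.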

**Figure 6.**
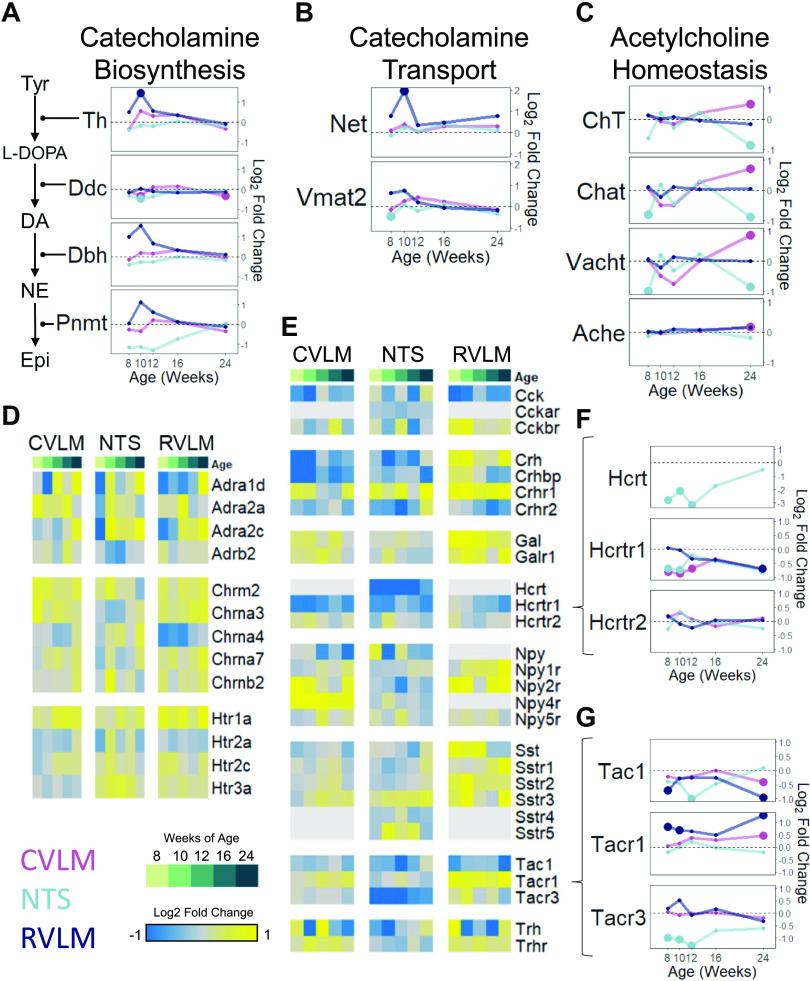
Differential expression dynamics of select neuromodulatory pathways in multiple brainstem regions in spontaneously hypertensive rats (SHRs) compared with Wistar–Kyoto (WKY) rats. *A–C*: differential expression of genes involved in catecholamine biosynthesis (*A*), catecholamine transport (*B*), and acetylcholine homeostasis (*C*) over time. Values represent the pairwise log_2_(fold change) in SHRs compared with WKY rats at each timepoint. Enlarged points represent statistically significant data with *q* < 0.2. *D* and *E*: heatmaps showing the log_2_(fold change) in SHRs with respect to WKY rats for catecholaminergic and cholinergic receptors (*D*) and select neuropeptides and their cognate receptors (*E*). *F* and *G*: differential expression of hypocretin and its cognate receptors (*F*) and tachykinin and its cognate receptors (*G*).

As for receptors of both catecholamines, the gene encoding ADRB2, an important receptor for autonomic function, was downregulated in the NTS during the hypertension onset at 10 and 12 wk (Fig. 6*D*). 

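The lowest adjusted p of Chrna7 (ENSRNOG00000010853) over the ages was 0.0610 in the NTS, 0.265 in the CVLM and 0.420 in the RVLM in edgeR's quasi-likelihood test. Chrna3 (ENSRNOG00000013829) had log2 fold changes from 0.22 to 0.65 in the RVLM and from 0.23 to 0.49 in the CVLM over the ages, with lowest adjusted p of 0.189 and 0.248, and -0.35 (standard error 0.26, adjusted p = 0.545) in the NTS at 10 wk.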

Within the class of genes encoding nicotinic cholinergic receptors, *Chrna7* showed little dysregulation in any of the three brainstem regions, whereas *Chrna3* showed upregulation in both the RVLM and CVLM, while it was transiently downregulated at 10 wk in the NTS. *Chrna4* showed particularly strong downregulation in the RVLM beginning at 8 wk and normalizing around 16 wk. 

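In the RVLM, Chrna4 (ENSRNOG00000011202) had log2 fold changes of -0.78 (standard error 0.32, adjusted p = 0.106), -0.62 (standard error 0.33, adjusted p = 0.716), -0.73 (standard error 0.34, adjusted p = 0.713) and -0.25 (standard error 0.35, adjusted p = 1) at 8, 10, 12 and 16 wk in edgeR's quasi-likelihood test.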

Genes encoding for nicotinic receptor *Chrnb2* and the only muscarinic receptor showing differential expression, *Chrm2,* showed transient upregulation in the NTS at 10 wk (Fig. 6*D*).

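At 10 wk in the NTS, Chrnb2 (ENSRNOG00000020778) and Chrm2 (ENSRNOG00000046972) had log2 fold changes of 0.77 (standard error 0.20, adjusted p = 0.0129) and 0.59 (standard error 0.22, adjusted p = 0.127) in edgeR's quasi-likelihood test. Of 90 values of the 6 receptor genes named by the paper, 2 had an adjusted p under 0.05 over all genes and 6 adjusted over the list alone.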

We examined the differential gene expression of select neuropeptides and their cognate receptors (Fig. 6*E*). Corticotropin-releasing hormone (*Crh*), thyrotropin-releasing hormone (*Trh*), and Npy receptor 2 (*Npy2r*) all displayed distinct patterns in the NTS versus the RVLM (Fig. 4*C*). 

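At 10 wk, the difference of the strain effect between the NTS and RVLM was -2.15 (standard error 0.75, adjusted p = 0.145) for Crh (ENSRNOG00000012703), -1.94 (standard error 1.40, adjusted p = 0.565) for Trh (ENSRNOG00000011824) and -1.61 (standard error 0.48, adjusted p = 0.0847) for Npy2r (ENSRNOG00000049213), in edgeR with the animal as a block.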

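Hcrt passed the filter on low counts in the NTS, where its log2 fold changes were -2.15 (standard error 0.93, adjusted p = 0.198) at 10 wk, -3.63 (standard error 0.92, adjusted p = 0.0158) at 12 wk and -1.07 (standard error 0.95, adjusted p = 0.703) at 24 wk in edgeR's quasi-likelihood test. It did not pass the filter in the CVLM and RVLM, with at most 13 counts in any CVLM library and at most 3 in any RVLM library.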

Hypocretin (*Hcrt*), also known as orexin, which was detectable only in the NTS in the present data set, was downregulated in SHR versus WKY rats at the hypertension onset and showed a trend toward normalization by 24 wk (Fig. 6*F*). Orexin has been shown to increase vagal activity to the heart (86). The substantial decrease in expression in the NTS was therefore consistent with previous results showing decreased vagal tone and increased sympathoexcitation seen in the SHR (87). 

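Hcrtr1 (ENSRNOG00000013838) had log2 fold changes from -0.82 to -0.27 over the ages in the NTS, from -0.86 to -0.33 in the CVLM and from -0.73 to 0.26 in the RVLM, where 8 wk gave the value above 0. Its adjusted p in edgeR's quasi-likelihood test was under 0.05 at 10 and 24 wk in the NTS (0.0259 and 0.0178), at 8, 10, 12 and 24 wk in the CVLM (lowest 0.00162) and at no age in the RVLM (lowest 0.338).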

*Hcrtr1* was downregulated in all three brainstem regions, with more significant changes in the NTS and RVLM at earlier timepoints and in all three regions at the chronic stages (Fig. 6*F*). *Tac1*, which encodes the precursor protein for substance P and is associated with multiple autonomic functions (88), was downregulated in all three brainstem regions in a sequence that mirrored the transcriptome-wide patterns: downregulation began in the RVLM at 8 wk, shifted to the NTS during onset, and was then downregulated in the RVLM and CVLM at the chronic hypertensive stage (Fig. 6*G*). 

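Tac1 (ENSRNOG00000007374) had log2 fold changes of -0.64 (adjusted p = 0.174) in the RVLM at 8 wk, -0.45 (adjusted p = 0.530) and -0.98 (adjusted p = 0.133) in the NTS at 10 and 12 wk in edgeR's quasi-likelihood test. At 16 and 24 wk it had -0.26 (adjusted p = 1) and -0.94 (adjusted p = 0.174) in the RVLM and 0.0030 (adjusted p = 1) and -0.44 (adjusted p = 0.0852) in the CVLM by the same test.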

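Tacr1 (ENSRNOG00000005853) had log2 fold changes from 0.51 to 1.20 in the RVLM over the ages (adjusted p = 0.00464 at 8 wk and 0.0224 at 24 wk, edgeR's quasi-likelihood test), and Tacr3 (ENSRNOG00000009372) from -1.30 to -0.63 in the NTS (adjusted p = 0.0145 at 12 wk). The neuropeptides and receptors that the paper names gave 80 values over the regions and ages, 10 of them with an adjusted p under 0.05 over all genes and 16 adjusted over the list alone.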

Of the TAC1 receptor genes, *Tacr1* was upregulated in the RVLM, whereas *Tacr3* was downregulated in the NTS, with patterns for both receptors largely persisting regardless of developmental stage, although with varying levels of statistical significance (Fig. 6*G*).

We examined the differential gene regulation of the glutamate, GABA, and glycine transmitter systems. 

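Gad1 (ENSRNOG00000000007) in the NTS at 10 wk had a log2 fold change of -0.52 (standard error 0.15, adjusted p = 0.0377) in edgeR's quasi-likelihood test. Abat (ENSRNOG00000002636) had log2 fold changes from -0.62 to -0.14 in the NTS, from -0.56 to -0.078 in the CVLM and from -0.68 to -0.14 in the RVLM, with lowest adjusted p of 5.6e-04, 0.0111 and 5.8e-04.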

*Gad1*, responsible for the synthesis of GABA from glutamate, was particularly downregulated at 10 wk in the NTS, whereas *Abat*, responsible for the degradation of GABA, was downregulated in all three regions (Figure 7*A1*). 

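In the CVLM, Grik1 (ENSRNOG00000001575) had log2 fold changes of 0.044 and 0.018 at 8 and 10 wk. They were -0.65 (standard error 0.18, adjusted p = 0.0296), -0.61 (standard error 0.18, adjusted p = 0.0543) and -0.47 (standard error 0.18, adjusted p = 0.0969) at 12, 16 and 24 wk in edgeR's quasi-likelihood test.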

Among the glutamate receptors, the *Grik1* gene stood out as being particularly downregulated in the CVLM during and after the onset of hypertension. 

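At 24 wk in the RVLM, Grin2a (ENSRNOG00000033942) had a log2 fold change of 1.22 (standard error 0.33, adjusted p = 0.0354) in edgeR's quasi-likelihood test. Grik4 (ENSRNOG00000030910), Grin1 (ENSRNOG00000011726) and Grin3a (ENSRNOG00000005723) had 0.72 (adjusted p = 0.297), 0.75 (adjusted p = 0.237) and 0.79 (adjusted p = 0.276).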

Receptor genes *Grik4, Grin1, Grin2a*, and *Grin3a* and metabotropic glutamate receptor gene *Grm1* all showed upregulation in the RVLM at the stage of extended chronic hypertension, consistent with overexcitability in the RVLM leading to higher sympathetic output (Figure 7*A2*). 

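At 8 wk in the RVLM, Grin2a, Grm3 (ENSRNOG00000005519) and Grm7 (ENSRNOG00000005662) had log2 fold changes of 0.69 (adjusted p = 0.0933), 0.47 (adjusted p = 0.0238) and 0.36 (adjusted p = 0.213) in edgeR's quasi-likelihood test. At this age the ending number of the libraries' names differed between the strains.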

*Grin2a* and *Grm1* additionally showed upregulation at 8 wk along with other metabotropic glutamate receptors *Grm3* and to some extent *Grm7*, which are known to have opposite influences on NMDA receptor function (Figure 7*A3*). In addition, *Cacng5* functions as a modulator of AMPA receptors, and its systemic downregulation was indicative of decreased glutamate receptor deactivation and increased potency (Figure 7*A4*) (89, 90). 

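Over the ages, Cacng5 (ENSRNOG00000003288) had log2 fold changes from -1.47 to -1.01 in the NTS (lowest adjusted p = 5.4e-06), from -1.06 to -0.50 in the CVLM (lowest adjusted p = 0.0394) and from -1.11 to -0.30 in the RVLM (lowest adjusted p = 0.270) in edgeR's quasi-likelihood test.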

Interestingly, glycine transporters SLC6A5 and SLC6A9 act at excitatory and inhibitory synapses, respectively (91), and the corresponding genes showed upregulation in the NTS at 10 wk, whereas the gene encoding glycine receptor GLRA2, a ligand-gated Cl^-^ channel contributing to the generation of inhibitory synaptic currents, was systematically upregulated (Figure 7*A5*). 

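Slc6a5 (ENSRNOG00000031662) and Slc6a9 (ENSRNOG00000019484) in the NTS at 10 wk had log2 fold changes of 0.75 (standard error 0.23, adjusted p = 0.0502) and 0.91 (standard error 0.24, adjusted p = 0.0203) in edgeR's quasi-likelihood test. Glra2 (ENSRNOG00000003313) had log2 fold changes over the ages from 0.18 to 0.48 in the NTS (lowest adjusted p = 0.203), from 0.18 to 1.13 in the CVLM (lowest adjusted p = 0.00158) and from 0.24 to 0.89 in the RVLM (lowest adjusted p = 0.291). For glutamate, GABA and glycine, 13 named genes gave 195 values over the regions and ages, 24 with an adjusted p under 0.05 over all genes and 34 adjusted over the list alone.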

With regard to genes encoding Na^+^ channels, *Scn9a* was persistently upregulated in the RVLM with the exception of 12 wk, whereas *Scn8a* and *Scn1a* appeared to show upregulation in the NTS around the onset of hypertension at 10 and 12 wk (Fig. 7*B*). 

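In the RVLM, Scn9a had log2 fold changes of 0.95 (adjusted p = 0.364), 0.10 (adjusted p = 0.999), 0.97 (adjusted p = 0.615) and 1.29 (adjusted p = 0.128) at 10, 12, 16 and 24 wk in edgeR's quasi-likelihood test. In the NTS, Scn8a (ENSRNOG00000005309) had 1.10 (adjusted p = 0.0291) and 0.60 (adjusted p = 0.520) at 10 and 12 wk, and Scn1a (ENSRNOG00000053122) 0.73 (adjusted p = 0.0654) and 0.88 (adjusted p = 0.0473).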

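At 10 wk in the NTS, Kcna1, Kcna2 and Kcna6 had log2 fold changes of 0.68 (adjusted p = 0.0773), 0.78 (adjusted p = 0.0552) and 0.53 (adjusted p = 0.00321) in edgeR's quasi-likelihood test. At 12 wk they were 0.74 (adjusted p = 0.105), 0.77 (adjusted p = 0.117) and 0.28 (adjusted p = 0.323). Over the ages, Kcnip2 had log2 fold changes from 0.037 to 0.96 in the NTS (lowest adjusted p = 0.0549), from 0.29 to 1.81 in the CVLM (lowest adjusted p = 0.104) and from 1.00 to 2.50 in the RVLM (lowest adjusted p = 0.0294). Kcnip3 ran from -1.29 to -1.02 in the NTS (lowest adjusted p = 2.6e-07), from -1.32 to -0.72 in the CVLM (lowest adjusted p = 3.5e-09) and from -1.48 to -1.28 in the RVLM (lowest adjusted p = 7.5e-08).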

The genes encoding Shaker-related K^+^ channels *Kcna1*, *Kcna2*, and *Kcna6* were all upregulated in the NTS during 10–12 wk, whereas genes encoding K^+^ channel-interacting proteins *Kcnip2* and *Kcnip3* were systemically up- and downregulated, respectively (Fig. 7*C*). 

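Kcne5 (ENSRNOG00000019176) had log2 fold changes over the ages from 1.00 to 1.84 in the NTS (lowest adjusted p = 2.6e-04), from 0.79 to 1.33 in the CVLM (lowest adjusted p = 1.2e-04) and from 0.65 to 1.28 in the RVLM (lowest adjusted p = 1.5e-04) in edgeR's quasi-likelihood test. Kcnj14 (ENSRNOG00000021056) had -0.85 (adjusted p = 0.0790) and -0.68 (adjusted p = 0.344) in the NTS at 8 and 24 wk. Named channel genes and their partners gave 120 values over the regions and ages, of which 25 had an adjusted p under 0.05 over all genes and 43 adjusted over the list alone.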

The gene encoding K^+^ channel *Kcne5* was systemically upregulated, whereas *Kcnj14*, an inward rectifying K^+^ channel gene, was highly correlated with genes involved in acetylcholine homeostasis in all three regions, with the most prominent pattern being downregulation in the NTS at 8 and 24 wk, albeit at lower levels of significance (Fig. 7*C*).

**Figure 7.**
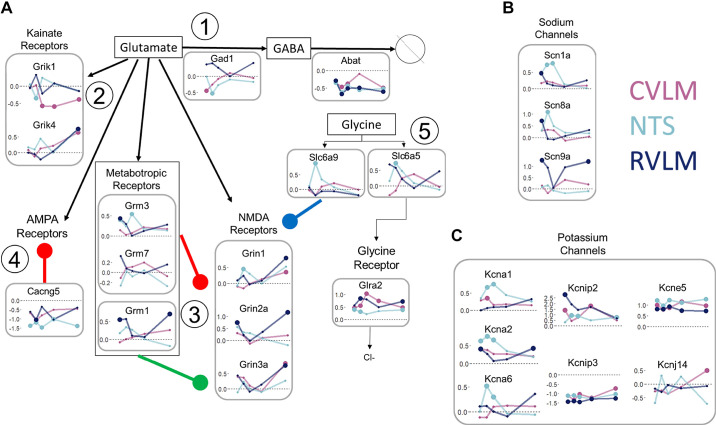
Region-dependent differential gene expression of excitatory and inhibitory synaptic processes in spontaneously hypertensive rats (SHR) vs. Wistar–Kyoto (WKY) rats. *A*: traces of differentially expressed genes involved in the metabolism and signaling of glutamate, GABA, and glycine. *1*) glutamate is converted to GABA through the actions of glutamate decarboxylase (*Gad1*). GABA is degraded by GABA transaminase or aminobutyrate aminotransferase (*Abat*). *2*) glutamate activates three different types of ionotropic receptors, kainate, NMDA, and AMPA receptors, and G protein-coupled metabotropic receptors. *3*) *Cacng5*, a Ca^2+^ channel that is also a type II transmembrane AMPA receptor regulatory protein that inhibits the activity of AMPA receptors. *4*) metabotropic receptors can have both excitatory and inhibitory action on NMDA receptors; *Grm1* enhances the activity of NMDA receptors, whereas *Grm3* and *Grm7* inhibit the action of NMDA receptors. *5*) *Slc6a9* encodes the glycine transporter Glyt1, which removes glycine from the synaptic cleft and regulates glycine levels involved in neurotransmission mediated by NMDA receptors. *Slc6a5* encodes glycine transporter Glyt2, which facilitates inhibitory transmission through glycine release. Glycine activates ligand-gated Cl^−^ channel *Glra2*, which downregulates neuronal excitability. *B*: dysregulated Na^+^ channels. C: dysregulated K^+^ channels. All plots reflect log_2_(fold change) on the *y*-axis as in Fig. 6. The dashed line in each plot represents no change in expression, with points above (below) the line representing an increase (decrease) of expression in SHRs compared with WKY rats. From left to right, points represent 8, 10, 12, 16, and 24 wk of age. Enlarged points represent statistically significant data with *q* < 0.2.

Taken together, our results show that coordinated gene expression changes occur in pathways related to catecholamine and acetylcholine homeostasis, ion channels, and glutamate and GABA receptor homeostasis with a collective impact on multiple neuronal functions during the development of hypertension. The early dynamics are characterized by the downregulation of vagal cholinergic pathways in the NTS and the upregulation of catecholaminergic pathways in the RVLM. The later changes also contain modulation of glutamatergic and GABAergic pathways as well as multiple ion channels altering the neuronal excitability. Thus, the differential gene expression patterns of several neuropeptides, ion channels, and receptors indicate an emerging dynamic of imbalance between sympathoexcitation and sympathoinhibitory mechanisms within the autonomic brainstem regions in the SHR.

## DISCUSSION

Here, we provide new time series transcriptomic data on the changes in multiple brainstem autonomic regions during the development of hypertension. We analyzed the multifactorial data using an unbiased comparative pattern analysis to extract dominant and subtle as well as regionally and temporally localized trends in the data. Overall, there appear to be large systemic changes that occur throughout the brainstem autonomic regions, regardless of the stage in hypertension development in the female SHR compared with WKY rats. With this systemic dysregulation as a background, a cascade of transcriptional changes is initiated in the RVLM at 8 wk of age, with many of these genes dysregulated in the NTS beginning at 10 wk. At this stage of the onset of hypertension (10 wk), upregulation of genes in the NTS largely dominates the change in the transcriptomic landscape across all three brainstem regions. A key feature at 12 wk was an upregulation of genes in WKY rats in the NTS, which was not observed in the NTS in SHRs. Although there were minimal transcriptomic differences in SHRs versus WKY rats at 16 wk across the three brainstem regions, there is an increase in the number of dysregulated genes in the chronic persistent stage of hypertension at 24 wk, particularly in the RVLM and CVLM. We focused on neuromodulatory processes including neuropeptides, catecholaminergic and cholinergic pathways, ion channels, and synaptic processes, to localize the dynamic dysregulation in SHRs to key components over time with a likely impact on excitability of brainstem autonomic neurons in a region- and stage-specific manner during hypertension development. The multiregion time series transcriptomic data set can serve as a resource for the community to help explore the wide range of neural molecular systems dysregulated in hypertension.

Our results uncovered a dominant signature of gene expression changes that are consistent across brainstem autonomic regions and persistent throughout the development of hypertension. Interestingly, these systemically dysregulated genes were highly enriched for processes related to the activation of the immune system, antigen processing and presentation, and the complement system. Some notable genes in these processes are the rat isoforms of the human major histocompatibility complex (MHC; the *RT1* family), responsible for the presentation of antigens on the cell surface, as well as one of its receptors, PirB (*Lilrb3a*). The need for functional MHC I for proper neuronal function has been demonstrated (92), while the PirB receptor has been shown to be expressed in the central nervous system, particularly in highly plastic regions with an impact on myelin regeneration and axon guidance (93–96). Indeed, MHC I has been shown to influence the excitability of neurons, specifically influencing NMDA receptor function and trafficking of AMPA receptors (49–51). The association of MHC I with the PirB receptor as well as cross talk with the complement system has been implicated in the pruning of neural connections (93, 96). The systemic dysregulation of these genes in the autonomic nuclei of hypertensive rats sheds more light on the expected connection between the immune system, neuronal function, and hypertension development (97–103). Follow-up work is needed to elucidate the mechanisms of influence of these highly polymorphic genes where the exact function of the different isoforms is still unclear (93).

Beneath the systemic dysregulation throughout the brainstem, our analysis uncovered a cascade of dynamic changes, beginning in the RVLM at the prehypertensive stage and shifting to the NTS during the hypertension onset. Although there is little transient gene regulation once hypertension has developed at 16 wk of age, there is an increase in gene dysregulation in both the RVLM and CVLM at the extended chronic hypertensive stage at 24 wk. This reduction in the number of DEGs at 16 wk of age and a resurgence at 24 wk suggests intriguing possibilities. One hypothesis is that 16 wk of age corresponds to a transient plateau in the regulatory changes that are driven by early age-dependent mechanisms driving hypertension and the later gene regulatory changes may be driven by pathological changes that are occurring systemwide in multiple organs, driven by sustained high blood pressure. Our previous study supports this expectation to a certain extent as we found multiple hypertension-relevant pathways dysregulated in the kidney, left ventricle of the heart, adrenal gland, and liver (104). Most interesting is the shift of differential gene regulation from the RVLM to the NTS as hypertension develops. Although the NTS is the integrative processing center of the autonomic circuit, it is the RVLM, the site of sympathetic outflow, that initiates the cascade of dysregulation, which then shifts to the NTS at the onset stage. This pattern was consistent in restrictive analysis with a twofold change threshold as well as in the dynamic pattern analysis that considered lower fold changes.

Our transcriptomic analysis shows that the early hypertension onset stage of 10 wk is marked by a large set of dysregulated genes that is highly specific to the NTS. These genes are enriched for processes such as synaptic function, neuropeptide signaling, and GTPase activity. Modulation of exocytosis and endocytosis at the synaptic terminal by synaptic vesicle trafficking genes and their subsequent impact on the release of neuromodulators such as glutamate, GABA, and other neuropeptides have obvious implications for neuronal excitability (73, 105, 106). Transcriptomic profiles of synaptic communication patterns have been shown to differentiate between neuronal subtypes as have combinatorial patterns of neuropeptides and their cognate receptors (69, 107). Some synaptic genes have been linked to blood pressure maintenance through their regulation of catecholamine release, while many others have additionally been shown to regulate axonal regeneration and neuronal plasticity (68, 70–72). The dysregulation of these processes in the NTS of SHRs at the hypertension onset stage further emphasizes the importance of the NTS as the critical integrative center for autonomic processing. The specific temporal dysregulation of these genes at 10 wk lays the groundwork for follow-up studies that focus on alterations in synaptic activity in the NTS at this stage.

Although the number of genes dysregulated in the NTS at 12 wk is substantially lower than at 10 wk, these genes share a similar profile of distinct upregulation in the WKY rat whereas the temporal profile in the SHR remains unchanged. This lack of upregulation in the NTS in SHRs at 12 wk suggests a loss of function activity. These genes are enriched for processes related to cell motility and cell migration. Neuronal migration is crucial during development as it guides the extension of axonal growth cones (108). Aside from cell motility, primary cilia have been shown to be expressed near ventricles and survey the cerebrospinal fluid for extracellular peptides and thus influence neuronal signaling in a nonsynaptic manner (64). Although nonsynaptic signaling through primary cilia has been mostly noted in the forebrain regions to date, these data emphasize their importance in regions of the brainstem as well, especially as the NTS is in close proximity to the IV ventricle (63). In addition, several neurotransmitter receptors and ion channels have been shown to be expressed on the membranes of primary cilia that influence a variety of signaling pathways and regulation of cellular processes through calcium signaling (109, 110). The lack of upregulation of these processes in the SHR NTS at the hypertension onset age of 12 wk needs follow-up mechanistic analysis.

Altough the transient dysregulation at 24 wk shows a balance between the three regions at a high fold change threshold (>2), dynamic pattern analysis considering smaller gene expression changes shows that changes in the RVLM and CVLM far outweigh those in the NTS. The autonomic control regions of the RVLM and CVLM are known to exert opposing functions at the physiological level (4, 15, 16, 18–21). Considering the circuit function of these regions, the lack of opposing gene expression patterns between the RVLM and CVLM observed in our transcriptomic analysis is intriguing. When we examine the genes that are similarly regulated between the two regions, a large majority are similarly dysregulated in the NTS as well, further underscoring the dominant theme of systemic dysregulation regardless of the hypertension developmental stage in the SHR. Several genes were differentially regulated in the SHR in either the CVLM or RVLM but not the other at multiple stages of hypertension development. Among these gene sets, the downregulation of genes involved in the electron transport chain and mitochondrial processes and the upregulation of genes involved in neuropeptide signaling and GTPase activity in the RVLM warrant further investigation. Dysregulation of oxidative phosphorylation leading to oxidative stress is a well-documented source of aberrant sympathetic drive (111–113) and such a large increase of genes involved in peptide signaling and GTPase activity points to additional mechanisms driving increased excitability in the RVLM in SHRs.

When we examine catecholaminergic and cholinergic processes, the sequence of dysregulation in the brainstem differs from the overall transcriptomic patterns outlined above. Instead, it is the NTS with downregulated expression of genes involved in acetylcholine homeostasis early on at 8 wk of age and the RVLM that showed an increase in catecholamine biosynthesis genes at the hypertension onset period of 10 wk. Acetylcholine has been reported to promote sympathoinhibition in the NTS (114, 115). The observed downregulation of genes involved in acetylcholine synthesis and transport before the development of hypertension at 8 wk would indicate an attenuation of sympathoinhibition at this stage, likely tipping the balance of sympathetic activity in the autonomic blood pressure control circuits toward sympathoexcitation. Our results suggest that the initial dysregulation of cholinergic systems in the NTS is shifted toward altered catecholaminergic processes in the RVLM at the early hypertension onset stage. Although it has been well established that catecholaminergic drive is increased in the RVLM of hypertensive rats at various stages in the development of hypertension (29, 30, 116, 117), our transcriptomic analysis uncovered a transient increase taking place at the hypertension onset, 10 wk of age, and normalizing afterward. Our transcriptomics results on transient dynamics, while consistent with an increase in catecholaminergic drive from RVLM, point out a nuanced regulation in which temporally restricted dysregulation of gene expression precedes and is associated with persistent changes at the protein and functional level. The significance and extent of dysregulation of catecholaminergic genes appear to be specific to the RVLM. In contrast, multiple studies have shown decreased catecholaminergic drive in the NTS in the SHR, pointing to the restraining influence of A2 neurons on the blood pressure set point and variability (118–122). The gene expression changes corresponding to the catecholamine biosynthesis processes localized to the A2 subpopulation of neurons were not detectable in the present transcriptomic analysis at the whole NTS level.

Our analysis uncovered an interesting array of differential gene expression in ion channels that points to a shift in the balance between excitatory and inhibitory activity in the three brainstem regions. Both Na^+^ and K^+^ channels were upregulated at earlier timepoints. Shaker-related voltage-gated K^+^ channels *Kcna1, Kcna2*, and *Kcna6* encode members of the Kv1 family and have been shown to be present in multiple subcellular locations (123). When present at the presynaptic terminal, they have been shown to reduce the excitability of the nerve terminal and prevent aberrant firing and transmitter release (124). If the NTS presynaptic neurons in the SHR overexpressing these genes are projecting to the CVLM, their lack of activation could result in less inhibition of the RVLM by the CVLM. Members of the *Kcnip* gene family encode Ca^2+^-sensing K^+^-interacting proteins that modulate the A-type current generated from the Kv4 (Shal) family of K^+^ channels. When associated with members of the *Kcnip* family, Kv4 K^+^ channels inactivate slower and have a faster recovery from inactivation (125). There are also examples of *Kcnip* family members inducing transcriptional repression and influencing intracellular Ca^2+^ concentration (126). Although there is evidence that the functions of different *Kcnip* family members are distinct in hippocampal neurons (127), the meaning of the opposite and persistent dysregulation of *Kcnip2* and *Kcnip3* in the brainstem autonomic regions needs to be explored in the SHR.

Our results point to a shift in gene expression in the glutamatergic and GABAergic systems within the brainstem regions during hypertension development. For example, the downregulation of *Abat*, involved in the degradation of GABA, in conjunction with the upregulation of glycine receptor *Glra2* suggests a systemic increase in inhibitory signals in SHRs. This observation is further supported by the downregulation of excitatory receptor gene *Grik1* in the CVLM. Several NMDA receptors are transiently upregulated in the RVLM at the prehypertensive stage and are then marked by a resurgence later at the extended chronic stage at 24 wk. G_i_-coupled *Grm3* and G_q_-coupled *Grm1* follow a similar pattern and with the inhibition and activation of NMDA receptors, respectively, the combined effect of the concurrent upregulation of these genes in the RVLM is difficult to predict. Interestingly, while AMPA receptors show no detectable differential gene expression between the SHR and WKY rat, voltage-gated Ca^2+^ channel gene *Cacng5*, also known as a type II AMPA receptor regulatory protein, is persistently downregulated in all three regions. Less inhibition of AMPA receptors by CACNG5 would indicate increased excitability of these regions (90), which is largely in contrast to the evidence of increased inhibitory signaling from the respective down- and upregulation of *Abat* and glycine receptor gene *Glra2*. In fact, recent data have further highlighted the importance of glycine in inhibitory signaling, suggesting that glycine influences the strength of inhibition while GABA is responsible for the threshold of excitability (128). Other studies have suggested that glycinergic signaling helps mediate the sympathoinhibition of the RVLM by the CVLM (129). Therefore, the coordination of GABA and glycine seems of particular importance given the concurrent dysregulation of both these genes throughout the brainstem. Interestingly, the glycine transporters *Slc6a9* (GlyT1), which acts at both pre- and postsynaptically at excitatory synapses to modulate the glutamatergic action on NMDA receptors, and *Slc6a5* (GlyT2), which acts presynaptically at inhibitory synapses, are both upregulated in the NTS around the onset of hypertension (91, 130, 131). This transient increase in expression is indicative of increased inhibitory signals and decreased excitatory signals in the NTS. A decrease in excitatory signaling to the CVLM around the onset could also result in less inhibition of the RVLM, collectively leading to a higher sympathetic drive towards hypertension in SHRs.

This work represents a comprehensive characterization of the broad dynamic transcriptomic changes taking place in three autonomic nuclei throughout the development of hypertension. Assaying transcriptional changes between SHRs and WKY rats beginning before and throughout the development of the hypertensive phenotype through to a stage of chronic hypertension allowed us to investigate pathways previously studied in the chronic hypertensive condition and interpret the changes in a dynamic context as an evolving multiregion control system in the brainstem. We further uncovered both persistent dysregulation across all three regions as well as a cascade of temporal changes beginning in the RVLM and shifting to the NTS at the stage of hypertension onset. These transient transcriptomic changes likely shift the overall system towards a new set of intra- and intercellular interactions within the brainstem nuclei as well as across the autonomic control circuit. The results on enriched functional processes uncovered here serve as a starting point for follow-up studies aimed at further interrogating the mechanisms of their influence on the initiation and progression of hypertension. A transcriptomics time series at high temporal resolution with matched physiological measures can further inform on the dynamic relationship between the molecular changes and their functional impact on blood pressure physiology. In that regard, our time series transcriptomic data set of brainstem autonomic nuclei is a step in that direction as a unique resource that can aid in the exploration of the wide range of neuronal molecular systems and control circuits that drive autonomic dysfunction.

## DATA AVAILABILITY

The time series RNA-seq paired-end data are available through the National Center for Biotechnology Information Gene Expression Omnibus and Sequence Read Archive under Accession No. GSE234784.

## GRANTS

This work was supported by National Institutes of Health Grants U01HL133360 and R01HL161696 (to J.S.S. and R.V.) and National Institutes of Health Common Fund SPARC program OT2OD030534 (to R.V.).

## DISCLAIMERS

The funders had no role in the study design and implementation, interpretation of the results, and preparation of the manuscript.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

J.S.S. and R.V. conceived and designed research; A.M. and A.S. performed experiments; A.M., L.K., A.S., and R.V. analyzed data; A.M., L.K., A.S., J.S.S., and R.V. interpreted results of experiments; A.M., L.K., A.S., and R.V. prepared figures; A.M., L.K., A.S., and R.V. drafted manuscript; A.M., L.K., A.S., J.S.S., and R.V. edited and revised manuscript; A.M., L.K., A.S., J.S.S., and R.V. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

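RNA was sequenced from punches of the NTS, CVLM and RVLM of 46 female rats, with 5, 4, 3, 3 and 3 WKY rats and 5, 5, 6, 6 and 6 SHRs in the order of the ages. Every rat gave 1 library per region, so that each region has 46. According to the authors' methods, reads were mapped to the rat genome rn6 with STAR 2.6.1 inside RSEM 1.3.1 with default parameters, and the expected counts per gene from RSEM are, as deposited, not normalized. The authors joined Ensembl gene identifiers to symbols and kept replicates apart. Their methods also name an adjustment for batch effects with ComBat_seq, and whether it is in the deposited tables is not stated there. Such adjusted counts would be whole, and 5.02%, 4.95% and 4.88% of the values in the NTS, CVLM and RVLM are not. The batches are not named in the paper's text. Each library's name ends in the number 1 or 2, and this number was used as a stand-in for a batch in the alternatives added later. In 2 CVLM libraries, the age in the sample's title and in its label conflict. These were placed at 8 wk by the name in the table, and an alternative left them out.

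Each table held 32883 genes, the same in all regions, and every library was used. Counts assigned to genes ran from 5904570 to 17889406 per library, with a median of 10143018. By region, medians were 9970376 in the NTS, 10009206 in the CVLM and 10335109.5 in the RVLM. At this depth and number of rats, the standard error of a log2 fold change had a median over genes of 0.19 to 0.21 in the NTS, 0.18 to 0.20 in the CVLM and 0.21 to 0.24 in the RVLM, depending on age. Repeated libraries were looked for among 270 pairs within a group, and the lowest chi-square per gene was 5.07, where a library split in 2 would give about 1. Y-linked genes were checked, and only Ddx3y had counts, at most 37. Rats of both strains with the same age and replicate number were compared with exchanged numbers by permutation, as the closing section gives, and the replicate number was used as a block in an alternative only.

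Analyses were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and sva 3.50.0. Expected counts were rounded. A gene was kept in a region when its largest value after DESeq2's rlog transformation reached 3.5, which is the paper's filter. This left 13793 genes in the NTS, 13408 in the CVLM and 13411 in the RVLM, 14043 in at least 1 region and 13116 in all 3. Counts were normalized with TMM, and 1 model per region with the 10 groups of strain and age was fitted in edgeR (estimateDisp, glmQLFit with robust estimation, glmQLFTest). No batch term was used. P values were adjusted by Benjamini and Hochberg over the genes of a region and age. A gene was called at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1. The paper's methods state a log2 fold change above 2 and its results a fold change of 2, and the first of these was run as an alternative. Contrasts in the same fits compared the strain effect at an age with its mean at the other 4 ages, each age within a strain with that strain's other ages, and 12 wk with 8 wk within each strain in the NTS, at an adjusted p under 0.05.

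COMPACT codes were +1, 0 or -1 at each age by a log2 fold change of 0.585 (1.5-fold), over genes with an adjusted p under 0.05 at 1 or more ages in at least 1 region, which allows 243 patterns per region. A gene not tested in a region has the code 0 there. Differences in strain effect between regions were tested with edgeR in 1 fit over all regions with the animal as a block. Within the alternative that used limma voom, the correlation between regions of 1 rat was 0.238. Gene sets were tested with camera at an inter-gene correlation of 0.01 and with fry, over sets with at least 3 tested genes, in 340 tests adjusted together. Members of sets among called genes and among COMPACT groups were counted and tested with Fisher's exact test in 368 pairs of list and set, of which 18 had an adjusted p under 0.05. The sets are RT1 (MHC), complement, hemoglobin, the cell motility genes of the paper's Fig. 2F, axoneme, synaptic vesicle release, complex I, cytosolic ribosome, collagens, immediate early genes, glucocorticoid response, circadian clock output, and markers of choroid plexus, ependyma, leptomeninges, microglia, oligodendrocytes, astrocytes, endothelium, blood cells, and motor, noradrenergic and adrenergic, and serotonergic neurons. They were taken from the paper's text or from general knowledge before the data were seen, since no ontology was at hand, and they stand in for the paper's over-representation analysis.

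Genes are named in the text by a rule set beforehand, which takes every gene the paper names, the genes of sets that are discussed, and per region the 3 that rose and the 3 that fell most among genes called at all 5 ages with 1 sign and a mean of at least 50 counts. The paper names 103 genes, of which 100 were tested in at least 1 region. A few of them are not reported here. The regions and ages printed for each gene and set follow the paper's statements, and this assignment was written after values had been seen. Fold changes of genes with at most 3 counts in every library of a strain are not printed, since they are lower bounds only.

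Alternatives set before the data were seen were run besides leaving out 1 rat at a time. They were DESeq2, RLE and upper-quartile scaling, filterByExpr, no filter, each age fitted alone, 2 surrogate variables from svaseq, a block for the replicate number, the CVLM libraries with conflicting labels left out, Storey q values, a log2 fold change above 2, a COMPACT code that also needs an adjusted p, a 2-fold code, limma voom with the animal as a random effect, no animal block, and fry in place of camera. After the data were seen, 4 more were added, namely the number that ends the libraries' names as a term, the number-2 libraries outside 10 wk left out, ComBat_seq adjustment for this number followed by DESeq2, and Hba-a3 left out of the hemoglobin and blood cell sets. The closing section gives their effects.

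Other splits of the rats of an age were refitted with edgeR to see how often chance gives as many genes. Run time limited these to 40 per region and age, the real one included, out of 126 possible at 8 wk and 84 at 12 wk. For differences between regions, 100 splits, or all that exist, were fitted with limma-trend without weights. Fewer than 1 in 20 splits did as well as the real one for 72 results, and 1 in 20 or more did for 110. For 19 results the splits could not decide, since the count was 0 or the splits removed the strain difference at 1 age only. Correlations over libraries were taken on deviations from the group of strain and age, with permutation p values. Their intervals, the values within libraries of 1 number and the division of the hemoglobin test by region were added after the first values of r had been seen.

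The steps were tested on simulated data, in which 200 of 13793 genes were changed 3-fold in SHRs of 12 wk. The quasi-likelihood test of edgeR called 176 of these and 1 of the 13593 others, and DESeq2 181 and 4. Of the 186 changed genes that entered COMPACT, 186 got the right code at 12 wk and 176 the code 0 at all other ages. The test between regions found 170 of 200 changed genes and 7 of 1800 unchanged ones.

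No Ensembl identifier of the tables matched the reference gene list, which is of another genome build, and 17248 genes matched by symbol. Gene positions and spans were therefore taken by symbol. Ontology terms and blood pressure were not analysed here.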

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

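The tests on choroid plexus markers, on leaving out 1 WKY library of 8 or 12 wk and on the correlations within libraries of 1 number were chosen after the result was seen. Results are listed here for 1 of 3 reasons: a sample stands apart from the rest of its group, a strain effect differs between regions or ages by a direct test, or the signal lies in genes or labels the paper does not discuss.

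In groups of 4 to 10 libraries, the gap between the farthest library and its nearest neighbor, as a share of the group's range, passed Dixon's 95% critical value in 45 of 678 groups, where chance gives about 33.9. Of these, 3 of 21 groups concern total counts, all of them the highest total of the group: SHR rat 6 of 12 wk in the NTS (0.795), SHR rat 6 of 24 wk in the NTS (0.632) and SHR rat 6 of 12 wk in the RVLM (0.641). Each of these libraries has a name ending in 2. Libraries with that number had a median total of 13959535 counts in the NTS and 15219821 in the RVLM, against 9175683 and 9429271 for the number 1. No biological explanation was tested.

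Among means of gene sets, 12 of 120 groups held such a library, where chance gives about 6. For MHC (RT1 family) they were WKY rat 3 of 8 wk in the NTS, lowest (0.714), SHR rat 4 of 24 wk in the CVLM, highest (0.655) and SHR rat 3 of 12 wk in the RVLM, lowest (0.712). For complement they were WKY rat 4 of 10 wk in the NTS, highest (0.895), SHR rat 5 of 10 wk in the NTS, highest (0.875), WKY rat 2 of 8 wk in the CVLM, highest (0.711), WKY rat 3 of 8 wk in the RVLM, lowest (0.877) and SHR rat 2 of 16 wk in the RVLM, lowest (0.862). For noradrenergic and adrenergic neuron it was SHR rat 5 of 10 wk in the RVLM, lowest (0.754). For cytosolic ribosome it was WKY rat 4 of 10 wk in the CVLM, lowest (0.835). For complex I it was SHR rat 4 of 10 wk in the CVLM, lowest (0.7103). For collagens it was SHR rat 3 of 10 wk in the CVLM, highest (0.796). Of the set tests with 1 rat left out, only those that changed direction or significance are given with the alternatives. No biological explanation was tested.

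Among the genes named at the claims, 30 of 537 groups held such a library, where chance gives about 26.9. In the NTS these were Igfbp5 highest (0.775) in SHR rat 3 of 8 wk, Kcne5 highest (0.726) and Cacng5 lowest (0.798) in SHR rat 1 of 10 wk, Rest lowest (0.872) in WKY rat 1 of 10 wk, Ncs1 highest (0.903) in WKY rat 2 of 10 wk and A2m highest (0.935) in WKY rat 4 of 10 wk. Also apart there were Calca lowest (0.748) in SHR rat 2 of 12 wk, C1ql2 lowest (0.672) in SHR rat 4 of 16 wk, Lamb3 lowest (0.660) in SHR rat 5 of 16 wk, A2m lowest (0.649) in SHR rat 1 of 24 wk and Hcrtr1 highest (0.747) in SHR rat 4 of 24 wk. In the CVLM they were Ramp1 lowest (0.766) in SHR rat 1 of 8 wk, Itgb2 lowest (0.989) in WKY rat 3 of 10 wk and Cacng5 lowest (0.915) in WKY rat 4 of 10 wk. Further in that region were Itgb2 highest (0.639) in SHR rat 4 of 16 wk, Grik1 lowest (0.663) in SHR rat 6 of 16 wk and Cacng5 highest (0.734) and Abat highest (0.701) in SHR rat 5 of 24 wk. In the RVLM they were Igfbp5 lowest (0.718) in SHR rat 1 of 8 wk, Lamb3 highest (0.770), Nlrx1 lowest (0.753) and Grm7 lowest (0.836) in WKY rat 3 of 8 wk, A2m highest (0.715) in SHR rat 1 of 10 wk, Pnmt lowest (0.921) in WKY rat 2 of 10 wk and Dbh highest (0.832) in WKY rat 3 of 10 wk. Besides these were Kcne5 highest (0.649) in SHR rat 1 of 12 wk, Glra2 highest (0.642) and Abat highest (0.697) in SHR rat 1 of 16 wk, Zic4 highest (0.703) in SHR rat 3 of 16 wk and Lamb3 highest (0.630) in SHR rat 5 of 24 wk. WKY rat 3 of 8 wk in the RVLM came up 4 times, sets included. Without this rat, 180 genes were called in the RVLM at 8 wk in place of 220. Whether tissue, handling or sequencing set it apart was not tested.

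The strain effect was compared between regions gene by gene, by edgeR's quasi-likelihood test with each rat as a block. Splits of the rats of an age into groups of the same sizes were counted with limma in place of edgeR, the real split included. In the NTS against the RVLM, 84 genes had a higher and 54 a lower strain effect at 8 wk (10 of 100 splits with at least as many), 25 and 34 at 10 wk (6 of 100 splits) and 6 and 27 at 12 wk (1 of 84 splits). Then came 2 and 0 at 16 wk (1 of 84 splits) and 2 and 2 at 24 wk (5 of 84 splits). For the NTS against the CVLM, 4 genes had a higher and 3 a lower strain effect at 8 wk (1 of 100 splits with at least as many), 0 and 7 at 10 wk (1 of 100 splits) and 3 and 6 at 12 wk (1 of 84 splits). Then came 1 and 0 at 16 wk (12 of 84 splits) and 4 and 2 at 24 wk (1 of 84 splits). With the CVLM against the RVLM, 3 genes had a higher and 4 a lower strain effect at 8 wk (4 of 100 splits with at least as many) and 2 and 0 at 10 wk (3 of 100 splits). At the later ages it was 0 at 12 wk (with 441 at an unadjusted p under 0.05, 22 of 84 splits), 0 at 16 wk (with 211 at an unadjusted p under 0.05, 84 of 84 splits) and 0 at 24 wk (with 332 at an unadjusted p under 0.05, 84 of 84 splits). With limma, the real split at 8 wk gave 291 genes between the NTS and RVLM, and the highest count of another split was 3271. Other splits of the rats can therefore give as many genes as the strains at 8 and 10 wk between the NTS and RVLM, and no other split gave as many at 12 or 16 wk. Between the CVLM and RVLM, limma gave 1 gene in the real split at 12 wk, and 0 at 16 and 24 wk. Every split reaches a count of 0, so the splits of 16 and 24 wk say nothing there.

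These counts depended on the model. Between the NTS and RVLM, limma voom and a fit without the block for the rat gave 231 and 23 at 8 wk, 204 and 13 at 10 wk, 25 and 18 at 12 wk, 2 and 2 at 16 wk and 4 and 2 at 24 wk. For the NTS against the CVLM they were 7 and 5 at 8 wk, 43 and 3 at 10 wk, 11 and 7 at 12 wk, 1 and 1 at 16 wk and 6 and 0 at 24 wk. A punch that takes in other tissue in the NTS than in the ventrolateral medulla, as weighed below for ependyma and choroid plexus, could add to the 12 wk count. A true difference between the regions stays open. At 8 wk the number that ends the libraries' names differs between the strains. An effect of the number that differs by region could be told from an effect of strain only through the number-1 libraries. The tests between regions used all libraries without the number, so they leave this open.

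Counts of 5 genes or fewer were made up of these genes, named after their values were seen, with the difference on the log2 scale by edgeR's quasi-likelihood test. The region pairs gave Cfap206 (adjusted p = 8.0e-05) and Pbx3 (0.91, adjusted p = 0.00389) for the NTS against the RVLM at 16 wk. At 24 wk they were Cfap206 (3.26, adjusted p = 0.00104), Terf2ip (-0.58, adjusted p = 0.0346), Aldh1a1 (1.39, adjusted p = 3.5e-06) and Ifi44 (-1.28, adjusted p = 0.0286). For the NTS against the CVLM at 16 wk it was Cfap206 (adjusted p = 0.00175), and for the CVLM against the RVLM at 10 wk they were RT1-DOb (adjusted p = 0.0406) and Cela1 (3.85, adjusted p = 0.0406). The strain effect at 1 age stood apart for Rgs17 (-0.71, adjusted p = 0.0323), Sox8 (0.67, adjusted p = 0.0323), Rbbp4 (-0.64, adjusted p = 0.0323), Zrsr2 (-0.66, adjusted p = 0.0323) and AABR07041109.1 (-0.94, adjusted p = 0.0323) in the CVLM at 24 wk. In the RVLM these were AABR07064061.1 (-2.84, adjusted p = 0.0434) at 12 wk and Rbbp4 (-0.64, adjusted p = 0.00917) at 24 wk. At 10 wk in that region they were LOC103692716 (adjusted p = 0.0359) and Rbbp4 (0.67, adjusted p = 0.00248). No difference is given for a gene with a group whose libraries all have 3 counts or fewer. No explanation was tested for single genes.

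The strain effect at 1 age was set against its mean over the other ages, by edgeR's quasi-likelihood test. In the NTS the genes with a difference numbered 0 at 8 wk (with 3134 at an unadjusted p under 0.05), 7 at 10 wk, 0 at 12 wk (with 647 at an unadjusted p under 0.05), 0 at 16 wk (with 321 at an unadjusted p under 0.05) and 0 at 24 wk (with 1125 at an unadjusted p under 0.05). The CVLM gave 88 at 8 wk, 0 at 10 wk (with 382 at an unadjusted p under 0.05), 0 at 12 wk (with 658 at an unadjusted p under 0.05), 0 at 16 wk (with 278 at an unadjusted p under 0.05) and 5 at 24 wk. The RVLM gave 0 at 8 wk (with 2400 at an unadjusted p under 0.05), 2 at 10 wk, 1 at 12 wk, 0 at 16 wk (with 104 at an unadjusted p under 0.05) and 1 at 24 wk. Of 40 splits of the rats of that age, at least as many genes came from 40, 38, 40, 40 and 40 splits in the NTS, 34, 40, 40, 40 and 40 in the CVLM and 40, 40, 40, 40 and 40 in the RVLM, in the order of the ages. A split of 1 age's rats removes the strain difference there while the other ages keep it, so the other splits gave medians from 94 to 350 genes. These splits therefore cannot show whether the counts exceed those of other groupings of the rats.

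The 88 genes of the CVLM at 8 wk depend on which rats are in the fit. Leaving out 1 rat at a time gave from 0 genes, as without WKY rat 3 (with 2224 at an unadjusted p under 0.05), to 1257 without WKY rat 2. The count was 0 without the 2 libraries with conflicting age labels (with 2697 at an unadjusted p under 0.05), but 14 of 25 pairs of 1 WKY and 1 SHR library of that age, the real one included, gave as few, so wrong labels are not needed for the fall. The fall goes with the number of the WKY library left out. The 15 pairs with a number-2 WKY library gave from 0 to 6 genes (14 of them gave 0), and the 10 with a number-1 WKY library from 273 to 1709. With the number that ends the libraries' names as a term it was 0 (with 504 at an unadjusted p under 0.05), and with DESeq2 554. At 8 wk the number 2 is found in 3 of 5 WKY rats and in no SHR, so an effect of the number could account for these genes. WKY rats 1 and 2 carry the number 1 as the SHRs do, so the fit with the number as a term separates it from strain in part. Its count of 0 goes with an effect of the number. A strain effect in some of these genes stays open, since few WKY rats carry that comparison. For the 7 genes of the NTS at 10 wk, leaving out 1 rat gave from 1, without WKY rat 1, to 90, without SHR rat 1.

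Choroid plexus and leptomeninges, which the paper does not discuss, were lower in SHRs in the NTS at 12 wk. All 17 of the choroid plexus markers tested were lower, with a median log2 fold change of -2.93 (adjusted p = 2.1e-11 by camera, from 2.1e-11 to 0.00553 by fry, with 2 surrogate variables and with the library number as a term), and 4 of 40 splits of the rats gave as low a p. For leptomeninges, all 11 markers were lower, with a median of -0.76 (adjusted p = 6.7e-04 by camera, from 3.9e-04 to 0.0260 by fry, with 2 surrogate variables and with the library number as a term), and 1 of 40 splits gave as low a p. Without WKY rat 2 the adjusted p of leptomeninges was 0.0498 and that of choroid plexus 0.00252. The choroid plexus marker Ttr had 0.341, 4437 and 802 CPM in the 3 WKY libraries and at most 0.408 CPM in the SHRs. At 8 wk, WKY rats 2 and 5 had 235 and 1907 CPM of Ttr. So the choroid plexus signal comes from 2 of the 3 WKY libraries at 12 wk, and 104 NTS genes were called at 12 wk without WKY rat 2, in place of 167.

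The genes of Fig. 2F with the ependyma markers that are not part of the axoneme (3 genes) gave r = 0.905 over 28 libraries (permutation p = 1e-05, the smallest that 100000 permutations can give, 2.2e-05 after adjustment over the 18 p values of these correlations, rho = 0.921, r without the 2 farthest libraries 0.867, 0.908 in 21 libraries with the number 1) over the SHRs, whose strain difference cannot enter. Choroid plexus was near absent in SHRs, with at most 2.47 CPM of Ttr at 8 and 12 wk, so its relation to the cilia genes within SHRs was not used. A share of ventricle wall in the punches that differs from rat to rat may account for the genes lower in SHRs at 12 wk. The correlation with the ependyma markers cannot tell this from a change of the ciliated cells, in which these markers could move with the cilia genes. Choroid plexus alone does not account for the cilia genes: WKY rat 1 of 12 wk had a mean log2 level, relative to all NTS libraries, of -0.16 for choroid plexus and 1.27 for the genes of Fig. 2F, and WKY rat 5 of 8 wk had 3.25 and 0.50, against 3.92 and 2.03 in WKY rat 2 of 12 wk. A change of the ciliated cells with strain and age stays open and was not tested apart from the share of tissue.

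The number 1 or 2 that ends each library's name went with 2720 genes in the NTS, 2399 in the CVLM and 1489 in the RVLM (adjusted p under 0.05, edgeR's quasi-likelihood test), in a fit without 10 wk that holds strain and age fixed. Within the WKY rats of 8 wk alone, 0, 2 and 0 genes passed, with 1909, 2292 and 619 at an unadjusted p under 0.05. Across all genes of the NTS, the difference by number correlated with that of 10 wk against the other ages at r = 0.725 in SHRs and 0.637 in WKY rats, against 0.0449 and -0.0390 in simulated counts without an effect of the number. In the CVLM the values were 0.813 and 0.679, and in the RVLM 0.669 and 0.634. All libraries of 10 wk carry the number 2, so a change at 10 wk in both strains and an effect of the number cannot be told apart. LOC103692716, singled out after its values were seen, had 0 counts in 6, 7 and 7 of the 7 WKY libraries with the number 2 (NTS, CVLM and RVLM), and in 0, 1 and 1 of the 11 with the number 1. In SHRs it had 3028 to 7044 counts with the number 2 and 3704 to 7590 with the number 1 in the NTS. What sets this gene apart was not tested. The number may stand for a sequencing or library batch, and depth goes with it. The comparison of the strains at 10 wk lies within the number 2, and that at 8 wk does not, since no SHR library of 8 wk carries it.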

How the results depend on the processing

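The alternatives were set before the data were examined, except 4 that were chosen after seeing the data. Of these, 3 deal with the number that ends the libraries' names, namely this number as a term in the fit, the number-2 libraries outside 10 wk left out, and ComBat_seq adjustment for the number followed by DESeq2. The fourth leaves Hba-a3 out of the hemoglobin and blood cell sets. A count was taken to hold when it stayed within 1.5 times the count reported at the claim, and the counts given here are those that did not. Values of named genes are those at the regions and ages of the paper's statements.

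Every gene that the paper names was also followed over all regions and ages where it was tested, in 1365 values per alternative. The sign changed in 8 of them with DESeq2 in place of edgeR, 10 of them with RLE scaling in place of TMM, 22 of them with upper-quartile scaling, 8 of them with edgeR's filterByExpr as the filter, 13 of them with no filter on low counts, 15 of them with a fit of each age on its own, 81 of them with 2 surrogate variables in the fit, 113 of them with a block for the replicate number, 52 of them with the number that ends the libraries' names as a term, 71 of them with the number-2 libraries outside 10 wk left out and 58 of them with ComBat_seq adjustment for the same number and DESeq2, and in 5 of 435 CVLM values with the 2 libraries with conflicting age labels left out. A sign changed in 0 values with an adjusted p under 0.05 in edgeR's quasi-likelihood test before the change.

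With RLE scaling in place of TMM, the genes whose strain effect at 1 age differed from that at the others numbered 2 at 10 wk in the NTS, and the cause was not tested. Of 376 values of named genes, 375 kept their direction and side of the threshold, 1 lost significance, 0 gained it and 0 changed sign. With edgeR's filterByExpr as the filter, the genes whose strain effect at 1 age differed from that at the others numbered 2 at 10 wk in the NTS and 54 at 8 wk in the CVLM, and the cause was not tested. Among 376 values of named genes, 1 lost significance, 0 gained it, 0 changed sign and 375 did none of these. With no filter on low counts, the genes called numbered 9 at 10 wk only in the CVLM alone, 22 at 24 wk only and 6 at 24 wk only in the CVLM alone. The COMPACT counts were 38 first up at 24 wk in the NTS, 67 first down at 24 wk in the CVLM, 42 first down at 24 wk in the RVLM, 262 changed in the NTS and not in the RVLM, 51 first up at 10 wk in the NTS alone and without a code in the CVLM and RVLM and 97 first change of opposite signs in the CVLM and RVLM. The COMPACT counts also came to 110 down in the CVLM and unchanged in the RVLM and 139 up in the RVLM and unchanged in the CVLM. The log2 fold change had the opposite sign for Tac1 in the CVLM at 16 wk (-0.0023), and the cause was not tested. Named genes lost significance in 4 of 376 values, gained it in 0 and changed sign in 1, and 371 did none of these.

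With upper-quartile scaling, the genes called numbered 2 at 16 wk only in the RVLM alone. The genes whose strain effect at 1 age differed from that at the others numbered 2 at 10 wk in the NTS, 0 at 24 wk in the CVLM (with 1856 at an unadjusted p under 0.05) and 1 at 10 wk in the RVLM. The contrasts within a strain in the NTS gave 5 for SHR at 12 wk against 8 wk, and the cause was not tested. For named genes, 369 of 376 values kept direction and side of the threshold, while 4 lost significance, 3 gained it and 0 changed sign. In the RVLM at 8 wk, where this scaling moved the median of all genes by 0.0800 log2 units, 62.7% of the genes called in the RVLM at 8 wk were higher in SHRs, against 51.8% before.

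With DESeq2 in place of edgeR, the genes called numbered 1789 with an adjusted p of at most 0.01 at 1 or more ages, 448 at 1 age only, 229 at 8 wk only, 65 at 8 wk only in the NTS alone, 111 at 8 wk only in the RVLM alone and 82 at 10 wk only. The calls also came to 49 at 10 wk only in the NTS alone, 10 at 10 wk only in the CVLM alone, 17 at 10 wk only in the RVLM alone, 5 at 12 wk only in the RVLM alone, 8 at 16 wk only in the CVLM alone and 2 at 16 wk only in the RVLM alone. Further calls by age and region were 20 at 24 wk only in the NTS alone and 12 at 24 wk only in the RVLM alone. Strain effects apart from those at the other ages were found for 457 at 8 wk in the NTS, 11 at 10 wk in the NTS, 2 at 12 wk in the NTS, 2 at 16 wk in the NTS, 2 at 24 wk in the NTS and 554 at 8 wk in the CVLM. The others were 6 at 10 wk in the CVLM, 4 at 12 wk in the CVLM, 3 at 16 wk in the CVLM, 50 at 24 wk in the CVLM, 158 at 8 wk in the RVLM and 4 at 10 wk in the RVLM. The rest were 4 at 12 wk in the RVLM, 2 at 16 wk in the RVLM and 7 at 24 wk in the RVLM. The contrasts within a strain in the NTS gave 26 for SHR at 12 wk against 8 wk and 19 for WKY at 12 wk against 8 wk. In COMPACT, the counts were 119 first up at 24 wk in the NTS, 153 first up at 24 wk in the CVLM, 135 first up at 24 wk in the RVLM, 92 first change down in the NTS and up in the RVLM, 70 first change up in the NTS and down in the RVLM and 116 first change of opposite signs in the CVLM and RVLM, and the cause was not tested. Of 376 values of named genes, 352 kept their direction and side of the threshold, 0 lost significance, 24 gained it and 0 changed sign. Of 18 set tests, 16 kept theirs, 2 lost significance, 0 gained it and 0 changed direction.

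With a fit of each age on its own, the genes called numbered 102 in the NTS at 8 wk, 74 in the NTS at 12 wk, 86 in the NTS at 24 wk, 82 in the CVLM at 12 wk, 95 in the CVLM at 24 wk and 109 in the RVLM at 8 wk. Further calls were 79 in the RVLM at 12 wk. The genes called numbered 429 with an adjusted p of at most 0.01 at 1 or more ages, 267 at 1 or more ages, 95 at 1 age only, 32 at 8 wk only, 6 at 8 wk only in the NTS alone and 13 at 8 wk only in the CVLM alone. Other calls were 5 at 8 wk only in the RVLM alone, 9 at 10 wk only in the NTS alone, 6 at 10 wk only in the CVLM alone, 5 at 12 wk only, 3 at 12 wk only in the NTS alone and 1 at 12 wk only in the CVLM alone. Elsewhere the calls were 1 at 12 wk only in the RVLM alone, 4 at 16 wk only in the NTS alone, 0 at 16 wk only in the RVLM alone, 13 at 24 wk only, 5 at 24 wk only in the NTS alone and 6 at 24 wk only in the CVLM alone. The calls also came to 2 at 24 wk only in the RVLM alone. COMPACT patterns held 1041 genes entered, 191 first up at 8 wk in the NTS, 247 first down at 8 wk in the NTS, 65 first up at 10 wk in the NTS, 24 first up at 24 wk in the NTS and 10 first down at 24 wk in the NTS. Further patterns held 212 first up at 8 wk in the CVLM, 228 first down at 8 wk in the CVLM, 50 first up at 24 wk in the CVLM, 41 first down at 24 wk in the CVLM, 460 changed at 24 wk in the CVLM and 247 first up at 8 wk in the RVLM. Other COMPACT counts were 252 first down at 8 wk in the RVLM, 35 first up at 24 wk in the RVLM, 36 first down at 24 wk in the RVLM, 467 changed at 24 wk in the RVLM, 142 changed in the NTS and not in the RVLM and 127 changed in the RVLM and not in the NTS. COMPACT also gave 541 first change of the same sign in the NTS and RVLM, 17 first change down in the NTS and up in the RVLM, 10 first change up in the NTS and down in the RVLM, 51 first up at 10 wk in the NTS and in no other region, 12 first up at 10 wk in the NTS alone and without a code in the CVLM and RVLM and 31 first up at 10 wk in the NTS and up at 8 wk in the RVLM. The COMPACT counts also came to 177 first down at 8 wk in the CVLM and RVLM, 25 first changed at 8 wk in the CVLM and RVLM and not so in the NTS, 23 first change of opposite signs in the CVLM and RVLM, 571 first change of the same sign in the CVLM and RVLM, 46 down in the CVLM and unchanged in the RVLM and 53 up in the CVLM and unchanged in the RVLM. Further patterns held 50 down in the RVLM and unchanged in the CVLM and 51 up in the RVLM and unchanged in the CVLM. The sign was opposite for Zic4 in the RVLM at 24 wk (-6.3e-04) and Tac1 in the CVLM at 16 wk (-0.0037), and the cause was not tested. Among 376 values of named genes, 36 lost significance, 4 gained it, 2 changed sign and 334 did none of these. With each age fitted alone, 58.8% of the genes called in the NTS at 8 wk were higher in SHRs, against 48.8% before. The shares in the NTS at 12 wk were 44.6% against 30.5%, and in the RVLM at 24 wk 38.5% against 50%.

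With Storey q values, the genes called numbered 192 at 8 wk only, 46 at 8 wk only in the NTS alone, 97 at 8 wk only in the RVLM alone, 1 at 10 wk only in the CVLM alone and 2 at 16 wk only in the RVLM alone, and the cause was not tested. With a log2 fold change above 2 in place of 1, the genes called numbered 61 in the NTS at 8 wk, 67 in the NTS at 10 wk, 80 in the NTS at 12 wk, 54 in the NTS at 16 wk, 51 in the NTS at 24 wk and 58 in the CVLM at 8 wk. Calls elsewhere were 60 in the CVLM at 10 wk, 53 in the CVLM at 12 wk, 59 in the CVLM at 16 wk, 54 in the CVLM at 24 wk, 65 in the RVLM at 8 wk and 66 in the RVLM at 10 wk. Further calls were 57 in the RVLM at 12 wk, 59 in the RVLM at 16 wk and 62 in the RVLM at 24 wk. Calls by age and region numbered 163 at 1 or more ages, 89 at several ages, 74 at 1 age only, 16 at 8 wk only, 3 at 8 wk only in the NTS alone and 2 at 8 wk only in the CVLM alone. Further calls by age and region were 8 at 8 wk only in the RVLM alone, 16 at 10 wk only, 8 at 10 wk only in the NTS alone, 2 at 10 wk only in the RVLM alone, 28 at 12 wk only and 25 at 12 wk only in the NTS alone. Other calls were 1 at 12 wk only in the CVLM alone, 2 at 16 wk only in the CVLM alone, 6 at 24 wk only, 2 at 24 wk only in the NTS alone, 3 at 24 wk only in the CVLM alone and 1 at 24 wk only in the RVLM alone, and the cause was not tested. With the 2 CVLM libraries with conflicting age labels left out, the genes called numbered 13 at 8 wk only in the CVLM alone and 6 at 10 wk only in the CVLM alone. The genes whose strain effect at 1 age differed from that at the others numbered 0 at 8 wk in the CVLM (with 2697 at an unadjusted p under 0.05) and 2 at 10 wk in the CVLM, and the cause was not tested. Named genes lost significance in 3 of 86 values, gained it in 0 and changed sign in 0, and 83 did none of these.

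With 2 surrogate variables in the fit, the genes called numbered 52 at 8 wk only, 11 at 8 wk only in the NTS alone, 17 at 8 wk only in the RVLM alone, 7 at 10 wk only in the CVLM alone, 18 at 10 wk only in the RVLM alone and 7 at 12 wk only in the CVLM alone. Elsewhere the calls were 1 at 12 wk only in the RVLM alone. Strain effects apart from those at the other ages were found for 15 at 10 wk in the NTS, 0 at 8 wk in the CVLM (with 2317 at an unadjusted p under 0.05), 1 at 10 wk in the CVLM, 3 at 24 wk in the CVLM, 2 at 8 wk in the RVLM and 1 at 10 wk in the RVLM. The contrasts within a strain in the NTS gave 13 for SHR at 10 wk against its other ages, 8 for WKY at 12 wk against its other ages and 2 for WKY at 12 wk against 8 wk. The COMPACT counts were 344 first down at 8 wk in the NTS, 353 first down at 8 wk in the RVLM, 43 first up at 24 wk in the RVLM, 30 first down at 24 wk in the RVLM, 308 changed in the RVLM and not in the NTS and 41 first up at 10 wk in the NTS and up at 8 wk in the RVLM. Other COMPACT counts were 210 first down at 8 wk in the CVLM and RVLM, 188 up in the CVLM and unchanged in the RVLM and 127 down in the RVLM and unchanged in the CVLM. The direction was opposite for MHC (RT1 family) in the NTS at 16 wk (adjusted p = 0.923), MHC (RT1 family) in the CVLM at 24 wk (adjusted p = 0.999), MHC (RT1 family) in the RVLM at 8 wk (adjusted p = 0.947), cytosolic ribosome in the CVLM at 12 wk (adjusted p = 0.737), cytosolic ribosome in the RVLM at 8 wk (adjusted p = 2.1e-12) and cytosolic ribosome in the RVLM at 10 wk (adjusted p = 0.916). This held also for cytosolic ribosome in the RVLM at 16 wk (adjusted p = 0.574), complex I in the CVLM at 12 wk (adjusted p = 0.900), complex I in the RVLM at 8 wk (adjusted p = 0.124), complex I in the RVLM at 12 wk (adjusted p = 0.661), complex I in the RVLM at 16 wk (adjusted p = 0.994) and collagens in the CVLM at 16 wk (adjusted p = 0.995). The log2 fold change had the opposite sign for Igfbp5 in the RVLM at 24 wk (-0.0042), Trh in the RVLM at 24 wk (-0.047), A2m in the RVLM at 8 wk (-0.20), Lamb3 in the RVLM at 24 wk (0.023), Ank1 in the RVLM at 24 wk (-0.079) and Grik1 in the CVLM at 8 wk (-0.031). It was also opposite for Tac1 in the CVLM at 16 wk (-0.0056), and the cause was not tested. For named genes, 341 of 376 values kept direction and side of the threshold, while 8 lost significance, 20 gained it and 7 changed sign. Of 105 set tests, 84 kept theirs, 8 lost significance, 1 gained it and 12 changed direction.

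SHRs and WKY rats with the same replicate number and age were more alike than others. Over 54 such pairs the correlation of their deviations from the group had a median of 0.15, against -0.034 over 243 pairs of an age with different numbers. The mean was 0.13, and 10000 exchanges of the numbers among the rats of an age gave a permutation p of 0.00110 for it (0.00420 in the NTS, 0.00250 in the CVLM and 0.155 in the RVLM), a test chosen after the counts had been seen. At 8 wk the replicate numbers are not those of the animals in the libraries' names. There WKY replicates 1 to 5 are animals 2 to 6 and SHR replicates 1 to 5 are animals 1 to 5, so the block joins rats of 8 wk whose numbers differ. At the other ages the 2 numbers are the same, and without 8 wk the mean was 0.13 (permutation p = 0.00480). Matched by animal number, it was 0.10 (permutation p = 0.0153) over 51 pairs and 0.012 (permutation p = 0.433) at 8 wk alone, against 0.13 (permutation p = 0.0574) there by replicate number. These too were chosen after the values had been seen. What rats of a number share, such as a day of dissection, is not given in the paper's text and was not tested. The block drops every SHR without a WKY rat of its number from the strain comparison, at all ages but 8 wk. Falls in its counts at those ages can therefore come from fewer rats as well as from what the rats share. With a block for the replicate number, the genes called numbered 86 in the NTS at 12 wk, 73 in the NTS at 16 wk, 71 in the RVLM at 12 wk, 74 in the RVLM at 16 wk and 74 in the RVLM at 24 wk. By age and region, the calls were 164 at 1 age only, 42 at 8 wk only in the CVLM alone, 17 at 8 wk only in the RVLM alone, 25 at 10 wk only, 8 at 10 wk only in the NTS alone and 9 at 10 wk only in the CVLM alone. The calls also came to 2 at 10 wk only in the RVLM alone, 10 at 12 wk only, 8 at 12 wk only in the NTS alone, 1 at 12 wk only in the CVLM alone, 1 at 12 wk only in the RVLM alone and 3 at 16 wk only. Further calls by age and region were 0 at 16 wk only in the NTS alone, 2 at 16 wk only in the CVLM alone, 1 at 16 wk only in the RVLM alone, 21 at 24 wk only, 9 at 24 wk only in the CVLM alone and 3 at 24 wk only in the RVLM alone. In COMPACT, the counts were 107 first up at 10 wk in the NTS, 116 first up at 24 wk in the RVLM, 94 first up at 10 wk in the NTS and in no other region, 20 first up at 10 wk in the NTS alone and without a code in the CVLM and RVLM, 56 first up at 10 wk in the NTS and up at 8 wk in the RVLM and 110 first change of opposite signs in the CVLM and RVLM. The sign was opposite for Kcnip2 in the RVLM at 24 wk (-0.027), Trh in the NTS at 16 wk (0.33), Trh in the NTS at 24 wk (-0.61), Trh in the RVLM at 10 wk (0.73), Npy2r in the RVLM at 12 wk (0.31) and C1ql2 in the NTS at 12 wk (0.0044). The sign also changed for C1ql2 in the NTS at 16 wk (0.072), A2m in the NTS at 24 wk (-0.073), A2m in the RVLM at 8 wk (-0.016), A2m in the RVLM at 12 wk (-0.38), Lamb3 in the NTS at 16 wk (8.6e-04) and Lamb3 in the NTS at 24 wk (-0.020). It was also opposite for Lamb3 in the RVLM at 16 wk (0.26), Zic4 in the RVLM at 24 wk (-0.061) and Chrna4 in the RVLM at 16 wk (0.080), and the cause was not tested. Of 376 values of named genes, 325 kept their direction and side of the threshold, 32 lost significance, 4 gained it and 15 changed sign. In the NTS at 12 wk, 41.9% of the genes called were higher in SHRs, against 30.5%.

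With a COMPACT code that also needs an adjusted p under 0.05, the COMPACT counts were 58 distinct patterns with a change in the NTS, 361 first down at 8 wk in the NTS, 279 changed at 24 wk in the NTS, 295 first down at 8 wk in the CVLM, 482 changed at 24 wk in the CVLM and 55 distinct patterns with a change in the RVLM. COMPACT also gave 30 first up at 24 wk in the RVLM, 17 first down at 24 wk in the RVLM, 266 changed at 24 wk in the RVLM, 62 distinct patterns with a change over the regions, 680 changed in the NTS and not in the RVLM and 401 first change of the same sign in the NTS and RVLM. The COMPACT counts also came to 4 first change down in the NTS and up in the RVLM, 3 first change up in the NTS and down in the RVLM, 142 first up at 10 wk in the NTS alone and without a code in the CVLM and RVLM, 29 first up at 10 wk in the NTS and up at 8 wk in the RVLM, 158 first down at 8 wk in the CVLM and RVLM and 141 first up at 8 wk in the CVLM and RVLM. Further patterns held 1 first change of opposite signs in the CVLM and RVLM, 439 first change of the same sign in the CVLM and RVLM, 324 down in the CVLM and unchanged in the RVLM and 187 up in the CVLM and unchanged in the RVLM, and the cause was not tested.

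With a 2-fold COMPACT code, the COMPACT counts were 122 first up at 8 wk in the NTS, 295 first down at 8 wk in the NTS, 91 first up at 10 wk in the NTS, 30 first up at 24 wk in the NTS, 6 first down at 24 wk in the NTS and 245 changed at 24 wk in the NTS. Other COMPACT counts were 163 first up at 8 wk in the CVLM, 150 first down at 8 wk in the CVLM, 44 first up at 24 wk in the CVLM, 20 first down at 24 wk in the CVLM, 268 changed at 24 wk in the CVLM and 199 first up at 8 wk in the RVLM. COMPACT also gave 272 first down at 8 wk in the RVLM, 36 first up at 24 wk in the RVLM, 15 first down at 24 wk in the RVLM, 282 changed at 24 wk in the RVLM, 87 distinct patterns with a change over the regions and 240 changed in the RVLM and not in the NTS. The COMPACT counts also came to 373 first change of the same sign in the NTS and RVLM, 12 first change down in the NTS and up in the RVLM, 6 first change up in the NTS and down in the RVLM, 83 first up at 10 wk in the NTS and in no other region, 22 first up at 10 wk in the NTS and up at 8 wk in the RVLM and 106 first down at 8 wk in the CVLM and RVLM. Further patterns held 106 first up at 8 wk in the CVLM and RVLM, 30 first changed at 8 wk in the CVLM and RVLM and not so in the NTS, 12 first change of opposite signs in the CVLM and RVLM, 335 first change of the same sign in the CVLM and RVLM, 74 down in the CVLM and unchanged in the RVLM and 79 up in the CVLM and unchanged in the RVLM. Other COMPACT counts were 174 down in the RVLM and unchanged in the CVLM and 110 up in the RVLM and unchanged in the CVLM, and the cause was not tested.

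With limma voom and the animal as a random effect, the genes that differed between regions numbered 231 for the NTS against the RVLM at 8 wk, 204 for the NTS against the RVLM at 10 wk, 43 for the NTS against the CVLM at 10 wk, 6 for the CVLM against the RVLM at 10 wk and 1 for the CVLM against the RVLM at 24 wk, and the cause was not tested. With no animal block, the genes that differed between regions numbered 23 for the NTS against the RVLM at 8 wk, 13 for the NTS against the RVLM at 10 wk, 3 for the NTS against the CVLM at 10 wk, 1 for the CVLM against the RVLM at 10 wk, 18 for the NTS against the RVLM at 12 wk and 2 for the NTS against the RVLM at 24 wk. The others were 0 for the NTS against the CVLM at 24 wk (with 488 at an unadjusted p under 0.05), and the cause was not tested. With fry in place of camera, 43 sets passed 0.05 over the regions and ages. The direction was opposite for MHC (RT1 family) in the NTS at 8 wk (adjusted p = 0.849), MHC (RT1 family) in the NTS at 16 wk (adjusted p = 0.517), MHC (RT1 family) in the CVLM at 16 wk (adjusted p = 0.846), MHC (RT1 family) in the CVLM at 24 wk (adjusted p = 0.801), MHC (RT1 family) in the RVLM at 8 wk (adjusted p = 0.543) and MHC (RT1 family) in the RVLM at 12 wk (adjusted p = 0.932). So it was for MHC (RT1 family) in the RVLM at 16 wk (adjusted p = 0.801) and complement in the NTS at 8 wk (adjusted p = 0.969), and the cause was not tested. Of 87 set tests, 64 kept theirs, 14 lost significance, 1 gained it and 8 changed direction.

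With the number that ends the libraries' names as a term, the genes called numbered 43 at 8 wk only, 14 at 8 wk only in the NTS alone, 4 at 8 wk only in the CVLM alone, 20 at 8 wk only in the RVLM alone, 10 at 10 wk only in the CVLM alone and 7 at 12 wk only in the RVLM alone. Other calls were 10 at 24 wk only in the RVLM alone. The genes whose strain effect at 1 age differed from that at the others numbered 0 at 8 wk in the CVLM (with 504 at an unadjusted p under 0.05), 2 at 10 wk in the CVLM, 9 at 24 wk in the CVLM and 0 at 12 wk in the RVLM (with 296 at an unadjusted p under 0.05). The contrasts within a strain in the NTS gave 0 for SHR at 10 wk against its other ages (with 421 at an unadjusted p under 0.05), 1 for WKY at 10 wk against its other ages, 1 for WKY at 12 wk against its other ages and 6 for SHR at 12 wk against 8 wk. COMPACT patterns held 267 first down at 8 wk in the NTS, 224 first down at 8 wk in the CVLM, 281 first down at 8 wk in the RVLM, 43 first down at 24 wk in the RVLM, 244 changed in the RVLM and not in the NTS and 35 first change down in the NTS and up in the RVLM. COMPACT also gave 9 first change up in the NTS and down in the RVLM, 122 first up at 10 wk in the NTS alone and without a code in the CVLM and RVLM, 150 first down at 8 wk in the CVLM and RVLM, 26 first changed at 8 wk in the CVLM and RVLM and not so in the NTS, 27 first change of opposite signs in the CVLM and RVLM and 119 down in the CVLM and unchanged in the RVLM. The COMPACT counts also came to 76 down in the RVLM and unchanged in the CVLM. The direction was opposite for MHC (RT1 family) in the NTS at 16 wk (adjusted p = 0.979), cytosolic ribosome in the CVLM at 8 wk (adjusted p = 0.785), cytosolic ribosome in the CVLM at 12 wk (adjusted p = 0.190), cytosolic ribosome in the RVLM at 12 wk (adjusted p = 0.418), complex I in the CVLM at 8 wk (adjusted p = 0.863) and complex I in the CVLM at 12 wk (adjusted p = 0.928). The log2 fold change had the opposite sign for A2m in the RVLM at 12 wk (-0.10), and the cause was not tested. Among 376 values of named genes, 9 lost significance, 9 gained it, 1 changed sign and 357 did none of these. Of 105 set tests, 96 kept theirs, 1 lost significance, 2 gained it and 6 changed direction.

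With the number-2 libraries outside 10 wk left out, the genes called numbered 106 in the CVLM at 8 wk and 115 in the RVLM at 8 wk. The genes called numbered 20 at 8 wk only, 13 at 8 wk only in the NTS alone, 1 at 8 wk only in the CVLM alone, 4 at 8 wk only in the RVLM alone, 90 at 10 wk only and 50 at 10 wk only in the NTS alone. Elsewhere the calls were 17 at 10 wk only in the CVLM alone, 6 at 12 wk only in the RVLM alone, 8 at 24 wk only in the CVLM alone and 10 at 24 wk only in the RVLM alone. Strain effects apart from those at the other ages were found for 1 at 8 wk in the NTS, 37 at 10 wk in the NTS, 1 at 12 wk in the NTS, 1 at 16 wk in the NTS, 2 at 24 wk in the NTS and 0 at 8 wk in the CVLM (with 306 at an unadjusted p under 0.05). The others were 2 at 10 wk in the CVLM, 0 at 24 wk in the CVLM (with 1523 at an unadjusted p under 0.05) and 4 at 10 wk in the RVLM. The contrasts within a strain in the NTS gave 4738 for WKY at 10 wk against its other ages and 4 for SHR at 12 wk against 8 wk. The COMPACT counts were 2017 genes entered, 251 first down at 8 wk in the NTS, 36 first up at 24 wk in the NTS, 192 first down at 8 wk in the CVLM, 76 first down at 24 wk in the CVLM and 300 first up at 8 wk in the RVLM. Further patterns held 208 first down at 8 wk in the RVLM, 163 changed in the RVLM and not in the NTS, 33 first change down in the NTS and up in the RVLM, 20 first change up in the NTS and down in the RVLM, 177 first up at 10 wk in the NTS alone and without a code in the CVLM and RVLM and 54 first up at 10 wk in the NTS and up at 8 wk in the RVLM. Other COMPACT counts were 131 first down at 8 wk in the CVLM and RVLM, 18 first changed at 8 wk in the CVLM and RVLM and not so in the NTS, 27 first change of opposite signs in the CVLM and RVLM, 619 first change of the same sign in the CVLM and RVLM, 101 down in the CVLM and unchanged in the RVLM and 66 down in the RVLM and unchanged in the CVLM. COMPACT also gave 1.4e+02 up in the RVLM and unchanged in the CVLM. The sign was opposite for Crh in the NTS at 8 wk (0.077), Npy2r in the RVLM at 12 wk (0.14), A2m in the RVLM at 12 wk (-0.33), Grik1 in the CVLM at 8 wk (-0.13) and Tac1 in the CVLM at 16 wk (-0.0056), and the cause was not tested. Named genes lost significance in 18 of 376 values, gained it in 11 and changed sign in 5, and 342 did none of these.

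With ComBat_seq adjustment for the same number and DESeq2, the genes called numbered 2029 with an adjusted p of at most 0.01 at 1 or more ages, 425 at 1 age only, 120 at 10 wk only, 77 at 10 wk only in the NTS alone, 19 at 10 wk only in the CVLM alone and 19 at 10 wk only in the RVLM alone. The calls also came to 6 at 12 wk only in the RVLM alone, 9 at 16 wk only in the CVLM alone, 1 at 16 wk only in the RVLM alone, 77 at 24 wk only, 27 at 24 wk only in the NTS alone and 29 at 24 wk only in the CVLM alone. Further calls by age and region were 16 at 24 wk only in the RVLM alone. The genes whose strain effect at 1 age differed from that at the others numbered 33 at 8 wk in the NTS, 58 at 10 wk in the NTS, 2 at 12 wk in the NTS, 2 at 16 wk in the NTS, 3 at 24 wk in the NTS and 21 at 8 wk in the CVLM. The rest were 9 at 10 wk in the CVLM, 6 at 12 wk in the CVLM, 3 at 16 wk in the CVLM, 254 at 24 wk in the CVLM, 37 at 8 wk in the RVLM and 6 at 10 wk in the RVLM. The others were 5 at 12 wk in the RVLM, 3 at 16 wk in the RVLM and 10 at 24 wk in the RVLM. The contrasts within a strain in the NTS gave 303 for SHR at 10 wk against its other ages, 815 for WKY at 10 wk against its other ages, 59 for SHR at 12 wk against 8 wk and 21 for WKY at 12 wk against 8 wk. In COMPACT, the counts were 460 first up at 10 wk in the NTS, 140 first up at 24 wk in the NTS, 284 first down at 8 wk in the CVLM, 262 first up at 24 wk in the CVLM, 197 first up at 24 wk in the RVLM and 705 changed in the NTS and not in the RVLM. The COMPACT counts also came to 90 first change down in the NTS and up in the RVLM, 432 first up at 10 wk in the NTS and in no other region, 207 first up at 10 wk in the NTS alone and without a code in the CVLM and RVLM, 175 first down at 8 wk in the CVLM and RVLM, 46 first changed at 8 wk in the CVLM and RVLM and not so in the NTS and 243 up in the CVLM and unchanged in the RVLM. Further patterns held 394 up in the RVLM and unchanged in the CVLM. The log2 fold change had the opposite sign for Npy2r in the NTS at 8 wk (0.0061) and A2m in the RVLM at 12 wk (-0.13), and the cause was not tested. For named genes, 324 of 376 values kept direction and side of the threshold, while 1 lost significance, 49 gained it and 2 changed sign.

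With Hba-a3 left out of the hemoglobin and blood cell sets, 10 of 18 tests of these sets kept direction and side of the threshold and 8 lost significance. Over the regions and ages, 58 sets passed 0.05 in place of 68, and 17 in place of 18 among the lists of genes.

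Across the fits that each left out 1 rat of an age, the genes called ranged from 143 to 281 (without WKY replicate 1 of 8 wk) in the NTS at 8 wk, from 104 (without WKY replicate 2 of 12 wk) to 188 in the NTS at 12 wk, from 99 to 259 (without WKY replicate 2 of 24 wk) in the NTS at 24 wk and from 175 to 333 (without WKY replicate 1 of 8 wk) in the RVLM at 8 wk. Over the same fits, the calls by age and region ranged from 925 to 1795 (without WKY replicate 1 of 8 wk) with an adjusted p of at most 0.01 at 1 or more ages, from 226 to 497 (without WKY replicate 1 of 8 wk) at 1 age only, from 60 (without WKY replicate 3 of 8 wk) to 358 (without WKY replicate 1 of 8 wk) at 8 wk only, from 12 (without WKY replicate 3 of 8 wk) to 116 (without WKY replicate 1 of 8 wk) at 8 wk only in the NTS alone and from 7 (without WKY replicate 5 of 8 wk) to 55 (without SHR replicate 5 of 8 wk) at 8 wk only in the CVLM alone. The ranges also went from 22 (without WKY replicate 3 of 8 wk) to 148 (without WKY replicate 1 of 8 wk) at 8 wk only in the RVLM alone, from 24 (without SHR replicate 3 of 10 wk) to 98 (without SHR replicate 1 of 10 wk) at 10 wk only, from 9 (without SHR replicate 3 of 10 wk) to 82 (without SHR replicate 1 of 10 wk) at 10 wk only in the NTS alone, from 2 (without WKY replicate 1 of 8 wk) to 9 (without SHR replicate 6 of 24 wk) at 10 wk only in the CVLM alone and from 3 (without WKY replicate 3 of 10 wk) to 14 at 10 wk only in the RVLM alone. Further calls ranged from 18 (without WKY replicate 2 of 12 wk) to 70 at 12 wk only, from 5 (without WKY replicate 2 of 12 wk) to 65 (without SHR replicate 1 of 12 wk) at 12 wk only in the NTS alone, from 3 to 9 (without WKY replicate 2 of 12 wk) at 12 wk only in the CVLM alone, from 0 (without WKY replicate 3 of 12 wk) to 5 (without WKY replicate 3 of 16 wk) at 12 wk only in the RVLM alone and from 5 (without SHR replicate 1 of 12 wk) to 13 at 16 wk only. Other calls ran from 0 (without WKY replicate 2 of 16 wk) to 3 (without WKY replicate 1 of 16 wk) at 16 wk only in the NTS alone, from 2 (without SHR replicate 1 of 12 wk) to 8 (without WKY replicate 2 of 16 wk) at 16 wk only in the CVLM alone, from 0 (without WKY replicate 2 of 16 wk) to 7 (without SHR replicate 3 of 10 wk) at 16 wk only in the RVLM alone, from 12 (without WKY replicate 1 of 24 wk) to 173 (without WKY replicate 2 of 24 wk) at 24 wk only and from 1 (without WKY replicate 1 of 24 wk) to 148 (without WKY replicate 2 of 24 wk) at 24 wk only in the NTS alone. The ranges also went from 3 (without WKY replicate 3 of 24 wk) to 26 (without SHR replicate 4 of 24 wk) at 24 wk only in the CVLM alone and from 4 (without WKY replicate 1 of 24 wk) to 13 (without WKY replicate 2 of 24 wk) at 24 wk only in the RVLM alone.

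The genes whose strain effect at 1 age differed from that at the others ranged, with 1 rat left out, from 0 (with 3241 at an unadjusted p under 0.05) to 2063 (without WKY replicate 1 of 8 wk) at 8 wk in the NTS, from 1 (without WKY replicate 1 of 10 wk) to 90 (without SHR replicate 1 of 10 wk) at 10 wk in the NTS, from 0 (with 409 at an unadjusted p under 0.05) to 351 (without WKY replicate 2 of 24 wk) at 24 wk in the NTS, from 0 (with 2224 at an unadjusted p under 0.05) (without WKY replicate 3 of 8 wk) to 1257 (without WKY replicate 2 of 8 wk) at 8 wk in the CVLM and from 0 (with 1422 at an unadjusted p under 0.05) (without WKY replicate 1 of 24 wk) to 23 (without SHR replicate 4 of 24 wk) at 24 wk in the CVLM. These genes also ranged from 0 (with 1811 at an unadjusted p under 0.05) to 378 (without WKY replicate 1 of 8 wk) at 8 wk in the RVLM, from 1 (without WKY replicate 1 of 10 wk) to 2 at 10 wk in the RVLM, from 0 (with 481 at an unadjusted p under 0.05) (without WKY replicate 1 of 12 wk) to 1 at 12 wk in the RVLM and from 0 (with 1657 at an unadjusted p under 0.05) (without WKY replicate 2 of 24 wk) to 1 at 24 wk in the RVLM. Within a strain in the NTS, the contrasts ranged from 1897 (without WKY replicate 4 of 10 wk) to 2350 for WKY at 10 wk against its other ages, from 0 (with 773 at an unadjusted p under 0.05) (without WKY replicate 2 of 12 wk) to 20 (without WKY replicate 3 of 12 wk) for WKY at 12 wk against its other ages, from 0 (with 1064 at an unadjusted p under 0.05) (without SHR replicate 1 of 8 wk) to 4 (without SHR replicate 1 of 12 wk) for SHR at 12 wk against 8 wk and from 0 (with 2689 at an unadjusted p under 0.05) to 22 (without WKY replicate 2 of 8 wk) for WKY at 12 wk against 8 wk.

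With 1 rat left out, the COMPACT counts ranged from 2321 to 5392 (without WKY replicate 1 of 8 wk) genes entered, from 257 to 636 (without WKY replicate 1 of 8 wk) first up at 8 wk in the NTS, from 305 (without WKY replicate 3 of 8 wk) to 1183 (without WKY replicate 1 of 8 wk) first down at 8 wk in the NTS, from 112 (without SHR replicate 3 of 10 wk) to 519 (without SHR replicate 1 of 10 wk) first up at 10 wk in the NTS and from 26 (without WKY replicate 1 of 24 wk) to 486 (without WKY replicate 2 of 24 wk) first up at 24 wk in the NTS. These counts also ranged from 18 to 36 (without WKY replicate 3 of 24 wk) first down at 24 wk in the NTS, from 499 to 1238 (without WKY replicate 2 of 24 wk) changed at 24 wk in the NTS, from 279 to 532 (without WKY replicate 1 of 8 wk) first up at 8 wk in the CVLM, from 268 (without WKY replicate 3 of 8 wk) to 937 (without WKY replicate 1 of 8 wk) first down at 8 wk in the CVLM and from 60 (without WKY replicate 3 of 24 wk) to 187 (without WKY replicate 2 of 24 wk) first up at 24 wk in the CVLM. The patterns further ranged from 54 (without WKY replicate 3 of 24 wk) to 314 (without SHR replicate 4 of 24 wk) first down at 24 wk in the CVLM, from 351 to 952 (without WKY replicate 1 of 8 wk) first up at 8 wk in the RVLM, from 310 (without WKY replicate 3 of 8 wk) to 1195 (without WKY replicate 1 of 8 wk) first down at 8 wk in the RVLM, from 35 (without WKY replicate 3 of 24 wk) to 484 (without WKY replicate 2 of 24 wk) first up at 24 wk in the RVLM and from 33 (without WKY replicate 1 of 24 wk) to 144 (without SHR replicate 4 of 24 wk) first down at 24 wk in the RVLM. COMPACT also gave counts from 586 to 1320 (without WKY replicate 2 of 24 wk) changed at 24 wk in the RVLM, from 339 to 786 (without WKY replicate 1 of 8 wk) changed in the NTS and not in the RVLM, from 279 (without WKY replicate 3 of 8 wk) to 898 (without WKY replicate 1 of 8 wk) changed in the RVLM and not in the NTS, from 703 to 1475 (without WKY replicate 1 of 8 wk) first change of the same sign in the NTS and RVLM and from 30 (without WKY replicate 3 of 8 wk) to 156 (without WKY replicate 1 of 8 wk) first change down in the NTS and up in the RVLM. Other patterns ran from 17 (without WKY replicate 3 of 8 wk) to 109 (without WKY replicate 2 of 24 wk) first change up in the NTS and down in the RVLM, from 96 (without SHR replicate 3 of 10 wk) to 493 (without SHR replicate 1 of 10 wk) first up at 10 wk in the NTS and in no other region, from 24 (without SHR replicate 3 of 10 wk) to 278 (without SHR replicate 1 of 10 wk) first up at 10 wk in the NTS alone and without a code in the CVLM and RVLM, from 51 (without WKY replicate 3 of 8 wk) to 158 (without WKY replicate 1 of 8 wk) first up at 10 wk in the NTS and up at 8 wk in the RVLM and from 184 (without WKY replicate 4 of 8 wk) to 679 (without WKY replicate 1 of 8 wk) first down at 8 wk in the CVLM and RVLM. These counts also ranged from 198 to 347 (without WKY replicate 1 of 8 wk) first up at 8 wk in the CVLM and RVLM, from 53 (without WKY replicate 3 of 8 wk) to 182 (without WKY replicate 1 of 8 wk) first changed at 8 wk in the CVLM and RVLM and not so in the NTS, from 32 (without WKY replicate 3 of 8 wk) to 150 (without WKY replicate 1 of 8 wk) first change of opposite signs in the CVLM and RVLM, from 771 to 1470 (without WKY replicate 1 of 8 wk) first change of the same sign in the CVLM and RVLM and from 115 (without SHR replicate 1 of 8 wk) to 276 down in the CVLM and unchanged in the RVLM. The patterns further ranged from 95 to 215 (without WKY replicate 2 of 8 wk) up in the CVLM and unchanged in the RVLM, from 94 (without WKY replicate 3 of 8 wk) to 435 (without WKY replicate 1 of 8 wk) down in the RVLM and unchanged in the CVLM and from 132 (without WKY replicate 3 of 8 wk) to 566 (without WKY replicate 1 of 8 wk) up in the RVLM and unchanged in the CVLM.

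Among set tests that changed direction or significance with 1 rat left out, the adjusted p ran from 0.543 to 0.982 (without SHR replicate 4 of 16 wk) for MHC (RT1 family) in the NTS at 16 wk, from 0.748 to 0.993 (without SHR replicate 3 of 24 wk) for MHC (RT1 family) in the NTS at 24 wk, from 0.478 to 0.9499 for MHC (RT1 family) in the CVLM at 10 wk, from 0.852 (without WKY replicate 1 of 24 wk) to 0.999 for MHC (RT1 family) in the CVLM at 24 wk, from 0.765 to 0.998 for MHC (RT1 family) in the RVLM at 8 wk and from 0.219 (without WKY replicate 3 of 16 wk) to 0.990 (without SHR replicate 2 of 16 wk) for MHC (RT1 family) in the RVLM at 16 wk. It also ran from 0.589 to 0.937 (without SHR replicate 3 of 8 wk) for complement in the NTS at 8 wk, from 0.691 to 0.988 for complement in the NTS at 24 wk, from 0.532 to 0.948 for complement in the CVLM at 16 wk, from 0.628 to 0.954 for astrocyte in the NTS at 12 wk, from 0.604 to 0.953 (without SHR replicate 6 of 12 wk) for endothelium in the NTS at 12 wk and from 1.6e-05 to 0.903 (without SHR replicate 4 of 10 wk) for cytosolic ribosome in the CVLM at 10 wk. The values further ran from 1.5e-04 (without WKY replicate 1 of 12 wk) to 0.992 for cytosolic ribosome in the CVLM at 12 wk, from 0.00245 (without WKY replicate 4 of 8 wk) to 0.801 for cytosolic ribosome in the RVLM at 8 wk, from 7.5e-05 (without SHR replicate 1 of 12 wk) to 0.967 for cytosolic ribosome in the RVLM at 12 wk, from 0.202 to 0.864 (without WKY replicate 1 of 16 wk) for cytosolic ribosome in the RVLM at 16 wk, from 0.00136 (without SHR replicate 1 of 10 wk) to 0.990 (without SHR replicate 4 of 10 wk) for complex I in the CVLM at 10 wk and from 2.5e-04 (without WKY replicate 1 of 12 wk) to 0.985 for complex I in the CVLM at 12 wk. The rest ran from 0.0109 (without SHR replicate 1 of 12 wk) to 0.952 for complex I in the RVLM at 12 wk, from 0.306 to 0.843 (without WKY replicate 1 of 10 wk) for collagens in the CVLM at 10 wk, from 0.4997 to 0.995 for collagens in the CVLM at 12 wk and from 0.587 to 0.988 (without SHR replicate 3 of 16 wk) for collagens in the CVLM at 16 wk.

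Among named genes whose sign changed when 1 rat was left out, the log2 fold change ran from -0.16 (without WKY replicate 3 of 12 wk) to 0.27 for Scn9a in the RVLM at 12 wk, from -0.067 (without WKY replicate 1 of 8 wk) to 0.21 for Kcnip2 in the NTS at 8 wk, from -0.54 to 0.043 (without WKY replicate 1 of 8 wk) for Cacng5 in the RVLM at 8 wk, from -0.89 to 0.32 (without WKY replicate 3 of 12 wk) for Cacng5 in the RVLM at 12 wk, from -0.92 to 0.062 (without WKY replicate 3 of 24 wk) for Cacng5 in the RVLM at 24 wk and from -0.051 (without SHR replicate 2 of 8 wk) to 0.44 for Hcrtr1 in the RVLM at 8 wk. It also ran from -0.20 to 0.21 (without WKY replicate 1 of 10 wk) for Hcrtr1 in the RVLM at 10 wk, from -0.082 (without WKY replicate 2 of 16 wk) to 0.41 for Igfbp5 in the NTS at 16 wk, from -0.31 (without WKY replicate 1 of 24 wk) to 1.28 for Igfbp5 in the NTS at 24 wk, from -0.093 (without WKY replicate 2 of 16 wk) to 0.60 for Igfbp5 in the RVLM at 16 wk, from -0.11 (without WKY replicate 1 of 24 wk) to 0.81 for Igfbp5 in the RVLM at 24 wk and from -0.34 (without WKY replicate 1 of 24 wk) to 0.67 for Crh in the NTS at 24 wk. The change further ran from -0.028 (without SHR replicate 2 of 8 wk) to 1.13 for Crh in the RVLM at 8 wk, from -0.019 (without SHR replicate 6 of 16 wk) to 0.38 for Crh in the RVLM at 16 wk, from -0.45 to 0.079 (without SHR replicate 2 of 12 wk) for Trh in the NTS at 12 wk, from -0.29 to 0.10 (without SHR replicate 5 of 16 wk) for Trh in the NTS at 16 wk, from -2.17 to 2.43 (without WKY replicate 4 of 10 wk) for Trh in the RVLM at 10 wk and from -1.28 to 1.58 (without WKY replicate 3 of 12 wk) for Trh in the RVLM at 12 wk. Other genes ran from -0.60 (without SHR replicate 3 of 24 wk) to 0.90 for Trh in the RVLM at 24 wk, from -0.44 to 0.16 (without WKY replicate 2 of 12 wk) for Npy2r in the RVLM at 12 wk, from -0.42 to 0.068 (without WKY replicate 1 of 12 wk) for Calca in the NTS at 12 wk, from -0.57 to 0.22 (without WKY replicate 1 of 12 wk) for C1ql2 in the NTS at 12 wk, from -0.38 to 0.079 (without WKY replicate 1 of 16 wk) for C1ql2 in the NTS at 16 wk and from -0.37 to 0.037 (without WKY replicate 4 of 10 wk) for A2m in the NTS at 10 wk. The remaining genes ran from -0.21 to 0.035 (without WKY replicate 3 of 16 wk) for A2m in the NTS at 16 wk, from -0.12 (without WKY replicate 1 of 24 wk) to 0.37 for A2m in the NTS at 24 wk, from -0.39 (without SHR replicate 5 of 8 wk) to 0.63 for A2m in the RVLM at 8 wk, from -0.40 to 0.058 (without SHR replicate 4 of 10 wk) for A2m in the RVLM at 10 wk, from -0.34 (without SHR replicate 6 of 12 wk) to 0.39 for A2m in the RVLM at 12 wk and from -0.27 (without WKY replicate 1 of 16 wk) to 1.09 for A2m in the RVLM at 16 wk. It ran as well from -0.36 to 0.18 (without WKY replicate 1 of 16 wk) for Lamb3 in the NTS at 16 wk, from -0.033 (without SHR replicate 4 of 24 wk) to 0.18 for Lamb3 in the NTS at 24 wk, from -0.070 (without WKY replicate 3 of 12 wk) to 0.33 for Lamb3 in the RVLM at 12 wk, from -0.20 to 0.078 (without WKY replicate 3 of 16 wk) for Lamb3 in the RVLM at 16 wk, from -0.27 to 0.12 (without WKY replicate 3 of 12 wk) for Zic4 in the RVLM at 12 wk and from -0.14 (without WKY replicate 2 of 24 wk) to 0.25 for Zic4 in the RVLM at 24 wk. Further values ran from -0.040 (without SHR replicate 2 of 8 wk) to 0.18 for Grik1 in the CVLM at 8 wk, from -0.11 (without SHR replicate 3 of 10 wk) to 0.11 for Grik1 in the CVLM at 10 wk, from -0.10 (without SHR replicate 3 of 10 wk) to 0.14 for Ddc in the RVLM at 10 wk, from -0.14 to 0.064 (without WKY replicate 1 of 8 wk) for Ache in the NTS at 8 wk and from -0.15 (without WKY replicate 3 of 16 wk) to 0.090 for Tac1 in the CVLM at 16 wk.

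The libraries held between 5904570 and 17889406 counts. With every library thinned to the lowest total of its region, the genes with an adjusted p of at most 0.01 at 1 or more ages came to 906, or 78.3% of those at full depth, and the genes called to 469 (91.1%). Among genes of low abundance, the transcription factor Phox2a had a median count of 0 in the RVLM, and Hoxb1 did not pass the filter on low counts in the NTS and RVLM. Whether more depth would show a strain difference in these genes was not tested.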

Differences from the paper's values

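A count is listed here where it and the paper's are more than 1.5 times apart. After each, the alternatives set before the data were examined that came within 1.5 times of the paper's count are named, and then, of the 3 that deal with the number ending the libraries' names and were chosen after the values had been seen, those that did. An alternative not named left the counts more than 1.5 times apart.

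Genes called at 8 wk only numbered 127, against about 40 in the paper's Fig. 2A, read by eye. It closed with each age fitted alone (32) and 2 surrogate variables (52), and after seeing the values it closed with the number as a term (43). Genes called at 10 wk only numbered 49, against the paper's 124. None of the alternatives set before the data were examined closed the gap, and the number-2 libraries outside 10 wk left out (90) and ComBat_seq and DESeq2 (120), chosen after seeing the values, did. Genes called at 12 wk only numbered 54, against about 83 in the paper's Fig. 2A, read by eye. What closed it was DESeq2 (69), upper-quartile scaling (57), filterByExpr (59), 2 surrogate variables (68) and Storey q values (56), and after seeing the values it closed with the number as a term (56) and ComBat_seq and DESeq2 (76). Genes called at 24 wk only numbered 39, against about 63 in the paper's Fig. 2A, read by eye. Nearer counts came with DESeq2 (54) and Storey q values (45), and after seeing the values it closed with the number as a term (42) and ComBat_seq and DESeq2 (77). Genes called at 10 wk only and in no other region than the NTS numbered 32, against the paper's 80. None of the alternatives set before the data were examined closed the gap, and ComBat_seq and DESeq2 (77), chosen after seeing the values, did.

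Genes first down at 8 wk in the RVLM in COMPACT numbered 673, against the paper's 190. It closed with each age fitted alone (252) and a 2-fold code (272), and after seeing the values it closed with the number as a term (281) and the number-2 libraries outside 10 wk left out (208). Genes first down at 8 wk in the NTS in COMPACT numbered 576, against the paper's 143. None of the alternatives set before the data were examined closed the gap. Distinct COMPACT patterns with a change numbered 131, against the paper's 81. What closed it was each age fitted alone (104), a code that also needs an adjusted p (62) and a 2-fold code (87), and after seeing the values it closed with the number as a term (107) and the number-2 libraries outside 10 wk left out (109). Genes with a COMPACT change in the RVLM and none in the NTS numbered 509, against the paper's 295. Nearer counts came with no filter (355), 2 surrogate variables (308), the replicate block (381) and a 2-fold code (240), and after seeing the values it closed with the number as a term (244).

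Genes that went up first at 10 wk in the NTS alone, with no code in the CVLM and RVLM, numbered 80, against the paper's 193. The gap closed with a code that also needs an adjusted p (142), and after seeing the values it closed with the number-2 libraries outside 10 wk left out (177) and ComBat_seq and DESeq2 (207). Genes first up at 10 wk in the NTS and at 8 wk in the RVLM numbered 93, against the paper's 39. It closed with each age fitted alone (31), 2 surrogate variables (41), the replicate block (56) and a code that also needs an adjusted p (29), and after seeing the values it closed with the number-2 libraries outside 10 wk left out (54). Genes first down at 8 wk in both the CVLM and RVLM numbered 352, against the paper's 109. This gap was closed by a code that also needs an adjusted p (158) and a 2-fold code (106), and after seeing the values it closed with the number as a term (150) and the number-2 libraries outside 10 wk left out (131). Genes first up at 8 wk in both the CVLM and RVLM numbered 229, against the paper's 122. What closed it was each age fitted alone (166), a code that also needs an adjusted p (141) and a 2-fold code (106), and after seeing the values it closed with the number as a term (183) and the number-2 libraries outside 10 wk left out (166). Genes that changed first at 8 wk with the same sign in the CVLM and RVLM, and not so in the NTS, numbered 99, against the paper's 19. Nearer counts came with each age fitted alone (25), and after seeing the values it closed with the number as a term (26) and the number-2 libraries outside 10 wk left out (18).

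Genes first down at 24 wk in the CVLM in COMPACT numbered 140, against about 82 in the paper's Fig. 4A, read by eye. The gap closed with upper-quartile scaling (113) and no filter (67), and after seeing the values it closed with the number as a term (119) and the number-2 libraries outside 10 wk left out (76). Genes first up at 24 wk in the RVLM in COMPACT numbered 72, against about 160 in the paper's Fig. 4A, read by eye. It closed with DESeq2 (135) and the replicate block (116), and after seeing the values it closed with ComBat_seq and DESeq2 (197). Genes first down in the CVLM with no code in the RVLM numbered 193, against about 83 in the paper's Fig. 5C, read by eye. This gap was closed by no filter (110) and a 2-fold code (74), and after seeing the values it closed with the number as a term (119) and the number-2 libraries outside 10 wk left out (101). Genes first down in the RVLM with no code in the CVLM numbered 279, against about 91 in the paper's Fig. 5D, read by eye. What closed it was 2 surrogate variables (127), and after seeing the values it closed with the number as a term (76) and the number-2 libraries outside 10 wk left out (66).

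The libraries held a mean of 11.0 M counts assigned to genes, against the paper's 22 M reads per sample. The first counts reads assigned to genes and the second reads sequenced, so the scales differ, and none of the alternatives set before the data were examined changes the totals.

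Among the fits that each left out 1 rat of an age, some came within 1.5 times of the paper's count for genes called at 8 wk only (60 without WKY rat 3 of 8 wk), genes called at 10 wk only (98 without SHR rat 1 of 10 wk), genes called at 12 wk only (12 fits, from 56 to 70) and genes called at 24 wk only (44 without WKY rat 2 of 16 wk and 45 without SHR rat 4 of 24 wk). This was also so for genes called at 10 wk only and in no other region than the NTS (82 without SHR rat 1 of 10 wk), distinct COMPACT patterns with a change (6 fits, from 110 to 121), genes with a COMPACT change in the RVLM and none in the NTS (7 fits, from 279 to 433) and genes that went up first at 10 wk in the NTS alone with no code in the CVLM and RVLM (3 fits, from 134 to 278). Further counts that came as near were those of genes first up at 10 wk in the NTS and at 8 wk in the RVLM (51 without WKY rat 3 of 8 wk and 58 without SHR rat 3 of 10 wk), genes first down at 24 wk in the CVLM in COMPACT (5 fits, from 65 to 109), genes first up at 24 wk in the RVLM in COMPACT (133 without WKY rat 1 of 8 wk and 110 without SHR rat 5 of 8 wk), genes first down in the CVLM with no code in the RVLM (124 without WKY rat 3 of 8 wk and 115 without SHR rat 1 of 8 wk) and genes first down in the RVLM with no code in the CVLM (94 without WKY rat 3 of 8 wk).

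Of the genes called at 1 age only, 8 wk held the most here, and 10 wk did in the paper's account. Among the alternatives set before the data were examined, 10 wk held the most with each age fitted alone (34 genes against 32 at 8 wk). With the number as a term and with the number-2 libraries outside 10 wk left out, both chosen after seeing the values, 10 wk held 67 and 90 genes and 8 wk 43 and 20. The paper states that far more genes had changed at 24 wk in the RVLM and CVLM than in the NTS. COMPACT gave 607 genes in the NTS, 731 in the CVLM and 701 in the RVLM, and with a code that also needs an adjusted p 279, 482 and 266.

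Some genes that the paper lists as differing at 1 age were not called here, by edgeR's quasi-likelihood test, in the RVLM at 8 wk and the NTS at 10 wk. In the RVLM, Scn9a had a log2 fold change of 1.23 (adjusted p = 0.0302), and it was called with ComBat_seq and DESeq2, chosen after seeing the values. For Kcnip2 it was 2.50 (adjusted p = 0.0294), and it was called with ComBat_seq and DESeq2, chosen after seeing the values. In the NTS, Sgk1 had a log2 fold change of 1.29 (adjusted p = 0.0605), and it was called with ComBat_seq and DESeq2, chosen after seeing the values. For Mical3 it was 1.25 (adjusted p = 0.0237), and it was called with DESeq2 and 2 surrogate variables, and with ComBat_seq and DESeq2, chosen after seeing the values. Rest had a log2 fold change of 0.36 (adjusted p = 0.702), and it was called with none of the alternatives. Hoxb1 had too few counts in the NTS to be tested.

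Genes of the paper's Fig. 2F that were not called in the NTS at 12 wk by edgeR's quasi-likelihood test are given here with their log2 fold changes. For Cfap126 it was -2.31 (adjusted p = 0.0190), and it was called with DESeq2, and without SHR rat 3 of 12 wk. Ttc25 had a log2 fold change of -1.79 (adjusted p = 0.0108), and it was called with DESeq2, upper-quartile scaling and 2 surrogate variables, without WKY rat 3 of 12 wk or SHR rat 3 of 12 wk, and with ComBat_seq and DESeq2, chosen after seeing the values. For Cfap52 it was -1.30 (adjusted p = 0.0105), and it was called with DESeq2, upper-quartile scaling and 2 surrogate variables, without WKY rat 1 of 12 wk or SHR rat 3 of 12 wk, and with the number as a term and ComBat_seq and DESeq2, chosen after seeing the values. Tekt2 had a log2 fold change of -2.02 (adjusted p = 0.0168), and it was called with DESeq2, without WKY rat 3 of 12 wk or SHR rat 3 of 12 wk, and with ComBat_seq and DESeq2, chosen after seeing the values. For Cfap161 it was -2.40 (adjusted p = 0.0112), and it was called with DESeq2, upper-quartile scaling and 2 surrogate variables, without SHR rat 3 of 12 wk, and with ComBat_seq and DESeq2, chosen after seeing the values. Dnah2 had a log2 fold change of -1.36 (adjusted p = 0.0170), and it was called with DESeq2 and 2 surrogate variables, without SHR rat 1 of 12 wk, and with ComBat_seq and DESeq2, chosen after seeing the values.

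Hcrtr1 is lower in all regions in the paper, and its log2 fold change in the RVLM was 0.26 (adjusted p = 0.628) at 8 wk, with the 4 later ages from -0.73 to -0.031 (lowest adjusted p = 0.338 in edgeR's quasi-likelihood test). Grik1 is lower in the CVLM from onset on in the paper, and was 0.018 (adjusted p = 1) at 10 wk against -0.65 (adjusted p = 0.0296) at 12 wk. C1ql2 is among the genes of opposite direction in the NTS and RVLM in the paper, which groups them by first change. It had the same sign in both regions at each age, from -0.49 to 0.67 in the NTS and from -1.10 to 0.60 in the RVLM. By first change it was opposite here too. The RVLM value of -1.10 at 8 wk gave a code down, and the NTS values passed 0.585 only upward. The block for the replicate number gave C1ql2 0.0044 and 0.072 at 12 and 16 wk in the NTS. Trh, in the same group in the paper, ran from -0.99 to 0.32 in the NTS and from -2.18 to 2.05 in the RVLM, where its sign changed with age.

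The paper finds complement genes among those down in the CVLM alone, where 2 of the 24 complement genes were (Fisher's exact test, adjusted p = 0.412), and extracellular matrix genes among those up in the CVLM alone, where 0 of the 29 collagens were (adjusted p = 1). Ribosome and complex I genes mark those down in the RVLM alone in the paper, where 3 of the 88 cytosolic ribosome genes (adjusted p = 1) and 4 of the 46 complex I genes (adjusted p = 0.198) were. With the number that ends the libraries' names as a term, chosen after seeing the values, 3 of 76 genes down in the RVLM alone were complex I genes (adjusted p = 0.0381). The genes of DESeq2 and of 2 surrogate variables gave complement adjusted p of 0.489 and 0.593.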

Other observations

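The tests on leaving out 1 WKY library of 8 wk, the values within libraries of 1 number, the splitting of the hemoglobin test by region and the tests on Hba-a3 were chosen after the result was seen.

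For the genes called between the strains, 40 splits of the rats of an age into groups of the same sizes were fitted, the real one included. At least as many genes came from 1 of 40 splits, the real one, at every age in the NTS and RVLM and at 10, 12, 16 and 24 wk in the CVLM. The exception was the CVLM at 8 wk, with 2 of 40 splits. The highest count of another split, in the order of the ages, was 93, 60, 2, 3 and 0 in the NTS, 387, 71, 7, 4 and 5 in the CVLM and 4, 66, 1, 1 and 1 in the RVLM. In the CVLM at 8 wk, the split with 387 genes places the 3 libraries with the number 2 on 1 side, and so does the NTS split with 93. With the number as a term, 140 genes were called in the CVLM at 8 wk, and without the libraries with the number 2 there were 106, in place of 189. In the NTS these were 128 and 119 in place of 168.

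For the number of genes called, at least as many came from 1 of 40 splits for those with an adjusted p of at most 0.01 at 1 or more ages, at 1 or more ages, at several ages, at 8 wk only in the RVLM alone, at 10 wk only in the NTS alone, at 12 wk only, at 12 wk only in the NTS alone and at 12 wk only in the RVLM alone. The same held at 16 wk only, at 16 wk only in the CVLM alone, at 16 wk only in the RVLM alone, at 24 wk only, at 24 wk only in the NTS alone, at 24 wk only in the CVLM alone and at 24 wk only in the RVLM alone. It was 2 of 40 at 1 age only, at 8 wk only in the NTS alone, at 10 wk only, at 10 wk only in the CVLM alone, at 10 wk only in the RVLM alone, at 12 wk only in the CVLM alone and at 16 wk only in the NTS alone. It was 3 of 40 at 8 wk only. It was 5 of 40 at 8 wk only in the CVLM alone. Genes called at 8 wk only in the CVLM alone thus numbered as many in 5 splits, and the highest count of another split there was 358 against 21 in the real split.

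COMPACT counts were split in the same way. At least as many came from 1 of 40 splits for genes entered in the table, distinct patterns with a change in the NTS, first down at 8 wk in the NTS, first up at 24 wk in the NTS, first down at 24 wk in the NTS and changed at 24 wk in the NTS. So it was for distinct patterns with a change in the CVLM, first down at 8 wk in the CVLM, first down at 24 wk in the CVLM, changed at 24 wk in the CVLM, distinct patterns with a change in the RVLM and first down at 8 wk in the RVLM. Again 1 of 40 splits gave as many for first up at 24 wk in the RVLM, changed at 24 wk in the RVLM, distinct patterns with a change over the regions, changed in the RVLM and not in the NTS, first change down in the NTS and up in the RVLM and first up at 10 wk in the NTS and up at 8 wk in the RVLM. The real split was the highest too for first down at 8 wk in the CVLM and RVLM, first changed at 8 wk with the same sign in the CVLM and RVLM and not so in the NTS, down in the CVLM and unchanged in the RVLM and down in the RVLM and unchanged in the CVLM. There were 2 of 40 for first up at 10 wk in the NTS, first up at 24 wk in the CVLM, first up at 10 wk in the NTS and in no other region, first up at 10 wk in the NTS alone without a change in the CVLM and RVLM, first change of the same sign in the CVLM and RVLM and up in the RVLM and unchanged in the CVLM. There were 3 of 40 for first up at 8 wk in the RVLM, first down at 24 wk in the RVLM, changed in the NTS and not in the RVLM, first change of the same sign in the NTS and RVLM and first up at 8 wk in the CVLM and RVLM. There were 4 of 40 for first up at 8 wk in the NTS, first up at 8 wk in the CVLM, first change up in the NTS and down in the RVLM and first change of opposite signs in the CVLM and RVLM. There were 6 of 40 for up in the CVLM and unchanged in the RVLM.

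Within a strain in the NTS, splits exchanged the ages of the rats. There were 4461 genes and 1 of 40 splits for SHR at 10 wk against its other ages, and 3146 genes and 1 of 40 splits for WKY at 10 wk against its other ages. For 12 wk there were 13 genes and 5 of 40 splits for WKY at 12 wk against its other ages, and 1 gene and 3 of 40 splits for SHR at 12 wk against 8 wk. A count of 0 is reached by every split, so the splits say nothing on SHR at 12 wk against its other ages (40 of 40 splits, with 258 at an unadjusted p under 0.05) and WKY at 12 wk against 8 wk (40 of 40 splits, with 1557). For 10 wk, an effect of the number that ends the libraries' names cannot be told apart from age, and with the number as a term 0 genes were left in SHRs (with 421 at an unadjusted p under 0.05) and 1 in WKY rats.

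Gene sets gave p values by camera as low as the real ones in many splits of the rats. Over all 340 set tests, the 68 with an adjusted p under 0.05 were matched or passed by 20 of 40 splits, with a median of 67 sets in the others. Sets of linked genes thus pass in most groupings of these rats, and the p values of camera overstate the evidence for a strain difference. For hemoglobin and oxygen binding, in the order of the ages, as low a p came from 16, 1, 3, 1 and 1 of 40 splits in the NTS, 9, 1, 1, 1 and 1 of 40 splits in the CVLM and 7, 1, 1, 1 and 2 of 40 splits in the RVLM. For MHC (RT1 family), in the order of the ages, as low a p came from 27, 11, 3, 40 and 33 of 40 splits in the NTS, 22, 35, 16, 30 and 38 of 40 splits in the CVLM and 32, 19, 20, 39 and 25 of 40 splits in the RVLM. For complement, in the order of the ages, as low a p came from 30, 2, 2, 27 and 38 of 40 splits in the NTS, 10, 30, 21, 31 and 31 of 40 splits in the CVLM and 18, 23, 6, 13 and 22 of 40 splits in the RVLM. For cytosolic ribosome, in the order of the ages, as low a p came from 11, 26, 39, 25 and 7 of 40 splits in the CVLM and 37, 23, 39, 33 and 9 of 40 splits in the RVLM. For complex I, in the order of the ages, as low a p came from 27, 29, 38, 12 and 4 of 40 splits in the CVLM and 29, 14, 38, 27 and 5 of 40 splits in the RVLM. For collagens, in the order of the ages, as low a p came from 5, 28, 35, 40 and 9 of 40 splits in the CVLM. At 12 wk in the NTS, the splits of 40 with as low a p were 2 for cell motility genes of Fig. 2F, 3 for axoneme, 2 for ependyma, 9 for microglia, 6 for oligodendrocyte, 38 for astrocyte, 32 for endothelium and 3 for blood cells. Elsewhere they were 9 for synaptic vesicle release in the NTS at 10 wk, 9 for synaptic vesicle release in the RVLM at 8 wk, 19 for glucocorticoid response in the NTS at 10 wk, 2 for noradrenergic and adrenergic neuron in the RVLM at 10 wk, 9 for motor neuron in the NTS at 8 wk, 13 for motor neuron in the NTS at 24 wk and 7 for motor neuron in the CVLM at 24 wk. Only hemoglobin, at 10, 16 and 24 wk in the NTS, at 10, 12, 16 and 24 wk in the CVLM and at 10, 12 and 16 wk in the RVLM, and leptomeninges in the NTS at 12 wk had no other split with as low a p among the set tests above. Without Hba-a3 in the hemoglobin set, as low a p came from 38, 1, 24, 5 and 12 of 40 splits in the NTS, 14, 1, 4, 3 and 3 of 40 splits in the CVLM and 22, 5, 13, 5 and 8 of 40 splits in the RVLM, so that only the NTS and CVLM at 10 wk had no other split.

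Of the 340 set tests, 68 had an adjusted p under 0.05 by camera (52 of them lower in SHRs), 43 by fry and 41 by both. By camera and by fry, these were 1 and 1 of 15 for MHC (RT1 family), 1 and 1 of 15 for axoneme, 14 and 15 of 15 for blood cells, 1 and 1 of 15 for choroid plexus, 3 and 1 of 15 for collagens, 2 and 1 of 15 for complement and 6 and 1 of 15 for complex I. Further lists gave 8 and 1 of 15 for cytosolic ribosome, 1 and 0 of 15 for endothelium, 1 and 1 of 15 for ependyma, 14 and 15 of 15 for hemoglobin and oxygen binding, 1 and 1 of 15 for immediate early genes and 1 and 1 of 15 for leptomeninges. The rest of those with any gave 4 and 0 of 15 for motor neuron, 2 and 1 of 15 for noradrenergic and adrenergic neuron, 5 and 1 of 15 for oligodendrocyte, 2 and 0 of 15 for synaptic vesicle release and 1 and 1 of 10 for cell motility genes of Fig. 2F. No test passed for astrocyte, circadian clock output, glucocorticoid response, microglia and serotonergic neuron, with 1, 0, 1, 0 and 0 of 15 at an unadjusted p under 0.05.

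Each list is given here with the number of its gene symbols tested in any of the 3 regions, how many of these the paper names and how many another list holds. They are MHC (RT1 family) (17, 0 and 0), complement (23, 3 and 0), hemoglobin and oxygen binding (7, 0 and 5), cell motility genes of Fig. 2F (14, 14 and 10), axoneme (53, 12 and 12) and choroid plexus (17, 0 and 1). Next are ependyma (14, 2 and 5), motor neuron (14, 5 and 0), noradrenergic and adrenergic neuron (10, 6 and 0), serotonergic neuron (6, 0 and 0), leptomeninges (11, 0 and 1) and microglia (11, 1 and 0). Then follow oligodendrocyte (13, 0 and 0), astrocyte (12, 0 and 0), endothelium (10, 0 and 0), blood cells (5, 0 and 5), synaptic vesicle release (25, 6 and 0) and complex I (45, 0 and 0). The last are cytosolic ribosome (84, 0 and 0), collagens (29, 2 and 2), immediate early genes (12, 0 and 0), glucocorticoid response (14, 1 and 1), circadian clock output (12, 0 and 1) and Y-linked (1, 0 and 0).

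Hemoglobin genes were lower in SHRs, with a median over genes and ages of -0.80 in the NTS, -1.26 in the CVLM and -0.99 in the RVLM. Less blood in the punches of SHRs would bring Alas2, another transcript of red cells, along with them from rat to rat. In the correlations here, the SHR of 12 wk and the SHR of 24 wk that alone carry the number 2 in their groups are left out of the values within a number. Within groups of strain and age, the NTS gave r = 0.642 over 46 libraries (permutation p = 9.0e-05, 1.8e-04 after adjustment over the 18 p values of these correlations, rho = 0.620, r without the 2 farthest libraries 0.524, 0.647 in 32 libraries with the number 1 and 0.590 in 12 libraries with the number 2), with a 95% interval 0.40 to 0.80. The CVLM gave r = 0.753 over 46 libraries (permutation p = 1e-05, the smallest that 100000 permutations can give, 2.2e-05 after adjustment over the 18 p values of these correlations, rho = 0.744, r without the 2 farthest libraries 0.709, 0.826 in 32 libraries with the number 1 and 0.499 in 12 libraries with the number 2), with a 95% interval 0.57 to 0.87. The RVLM gave r = 0.439 over 46 libraries (permutation p = 0.00215, 0.00322 after adjustment over the 18 p values of these correlations, rho = 0.485, r without the 2 farthest libraries 0.429, 0.534 in 32 libraries with the number 1 and 0.288 in 12 libraries with the number 2), with a 95% interval 0.13 to 0.67. The intervals of the NTS and RVLM hold 0.5, so these regions leave it open. Without Hba-a3, r was 0.647, 0.716 (0.510 to 0.844) and 0.430. Alas2 itself had a median log2 fold change of -0.40, -0.81 and -0.36 over the ages, and an adjusted p under 0.05 by edgeR's quasi-likelihood test at 0 ages in every region. Less blood in the punches may therefore account for part of the difference in the CVLM. Fewer red cells or less hemoglobin transcript per cell in SHRs stays open, since perfusion and hematocrit were not analysed here.

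Among the hemoglobin genes, Hba-a3 had at most 1 count in every SHR library and 9 to 89 in the WKY libraries. Set against 3 counts in every SHR library, its fall exceeded that of Hbb by at least 1.56 log2 units in every region and at every age, so less blood does not account for this gene. A variant or gene copy that differs between the strains, or reads shared with related genes, stays open and was not tested. Without Hba-a3, the tests with an adjusted p under 0.05 by camera and by fry were 8 and 2 of 15 for hemoglobin and oxygen binding and 10 and 4 of 15 for blood cells. Hba-a1, Hba-a2 and Hbb had a median log2 fold change over genes and ages of -0.64 in the NTS, -1.10 in the CVLM and -0.83 in the RVLM.

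Of the 64 genes called at 8 wk only and in the RVLM only, 46 (71.9%, 95% interval 59.2% to 82.4%) moved with the number 2 in SHRs of 12 and 24 wk in the direction that would make up their strain difference at 8 wk, against 58.8% of the other genes. In the NTS this held for 23 of 26 genes (88.5%), against 71.2%. With the number as a term, 20 genes were called at 8 wk only in the RVLM alone, and 4 without the libraries with the number 2. These counts come from new fits, and their genes need not be among the 64. The count was 22 without WKY rat 3 of 8 wk and 148 without WKY rat 1. The genes of the RVLM at 8 wk only may therefore depend on single WKY libraries. No SHR of 8 wk carries the number 2, so its effect and a true difference can be told apart only through the number 1. There WKY rats 1 and 2 stand against the 5 SHRs. The fall to 4 genes goes with an effect of the number, but fewer WKY rats may add to it.

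The deeper libraries of 10 wk do not account for the number of NTS genes called there. With every library thinned to the smallest total of its region, 89.5% as many genes were called in the NTS at 10 wk, against 86.8% to 95.8% at the other ages. Of the genes called at 10 wk only and in the NTS only, 27 were counted in place of 32. Other differences that go with the number were not tested by this.

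For catecholamine genes in the RVLM, a larger share of catecholamine neurons in the punches of SHRs at 10 wk would bring Cartpt along with them within groups. They gave r = 0.372 over 46 libraries (permutation p = 0.0206, 0.0264 after adjustment over the 18 p values of these correlations, rho = 0.339, r without the 2 farthest libraries 0.407, 0.635 in 32 libraries with the number 1 and -0.405 in 12 libraries with the number 2), with a 95% interval 0.055 to 0.62 that holds 0.5. Over the WKY rats alone they gave r = 0.448 over 18 libraries (permutation p = 0.0921, 0.0921 after adjustment over the 18 p values of these correlations, rho = 0.430, r without the 2 farthest libraries 0.573, 0.877 in 11 libraries with the number 1 and -0.265 in 7 libraries with the number 2). The relation had opposite signs in the libraries with the numbers 1 and 2. The median count of Phox2a was 0, too low to use. Whether the share of these neurons or their transcripts differ between the strains at 10 wk cannot be told apart with this marker.

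For the acetylcholine genes that were lower in the NTS of SHRs at 8 and 24 wk, a share of motor neurons in the punches would bring the other 11 motor neuron markers along with them. Within groups they gave r = 0.857 over 46 libraries (permutation p = 1e-05, the smallest that 100000 permutations can give, 2.2e-05 after adjustment over the 18 p values of these correlations, rho = 0.738, r without the 2 farthest libraries 0.793, 0.804 in 32 libraries with the number 1 and 0.933 in 12 libraries with the number 2). In the CVLM they gave r = 0.7997 over 46 libraries (permutation p = 1e-05, the smallest that 100000 permutations can give, 2.2e-05 after adjustment over the 18 p values of these correlations, rho = 0.765, r without the 2 farthest libraries 0.758, 0.758 in 32 libraries with the number 1 and 0.878 in 12 libraries with the number 2). A share of motor neurons that differs from rat to rat may therefore account for changes in Chat, Slc5a7 and Slc18a3, and a change of these transcripts within motor neurons stays open as untested.

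The genes called at all ages in all regions, 62 in number, may owe their difference to variants between the strains at or near the genes. Of these, 42 could be placed in a reference gene list by symbol, and 0 lay next to another of them among the 12538 tested genes placed. Random sets of the same size, 10000 in number, gave a median of 0 and at most 6. With so few expected by chance and the other genes not placed, the strain variants around these genes are neither argued for nor against. In the NTS, 1 of the 62 had at most 3 counts in every SHR library and 3 in every WKY library. A total of 16 carried LOC, RGD or AABR names.

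Ribosome and complex I genes were lower in SHRs of 24 wk in the CVLM and RVLM. If genomic span were the cause, other genes of the same span would be lower as well. Of 10000 random sets matched on span, at most 0 had as low a median in any of the 4 tests. Medians were -0.61 for 88 genes of cytosolic ribosome in the CVLM against -0.39 in the lowest matched set and -0.46 for 46 genes of complex I in the CVLM against -0.28 in the lowest matched set. They were -0.50 for 88 genes of cytosolic ribosome in the RVLM against -0.28 in the lowest matched set and -0.41 for 46 genes of complex I in the RVLM against -0.24 in the lowest matched set. Genomic span alone is thus argued against. Transcript length was not matched, so these sets cannot decide on it. The splits above, 7 of 40 and 9 of 40 for the ribosome and 4 of 40 and 5 of 40 for complex I, leave open that these sets moved together by chance, through RNA quality or cell state that differs from rat to rat. Neither was tested. SHR rat 6 of 24 wk, alone in its group with the number 2, had the lowest mean log2 level of these SHRs in both sets and regions. In the CVLM and RVLM, relative to all libraries of the region, it was -0.475 and -0.903 for the ribosome and -0.350 and -0.652 for complex I. The number may therefore add to the fall.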
